# Novel Paired Cell Lines for the Study of Lipid Metabolism and Cancer Stemness of Hepatocellular Carcinoma

**DOI:** 10.3389/fcell.2022.821224

**Published:** 2022-05-26

**Authors:** Yun-Hsin Cheng, Ying-Chieh Ko, Hsiang-Ju Ku, Ching-Chun Huang, Yu-Ching Yao, Yi-Tzu Liao, Ying-Tsong Chen, Shiu-Feng Huang, Li-Rung Huang

**Keywords:** hepatocellular carcinoma, cancer stemness, monounsaturated fatty acid (MUFA), myeloid-derived suppressor cells (MDSCs), chemokine

## Abstract

There are few well-characterized syngeneic murine models for hepatocellular carcinoma (HCC), which limits immunological studies and the development of immunotherapies for HCC. We previously established an oncogene-induced spontaneous HCC mouse model based on transposon-mediated oncogene (*AKT* and *NRASV12*) insertion into the genome of hepatocytes to induce tumorigenesis. Two tumor clones with different levels of lipid droplets (LDs) showed similar *in vitro* growth but distinctive *in vivo* phenotypes, including divergent proliferative capability and varying induction of myeloid-derived suppressor cells (MDSCs). The two clones showed distinct gene expression related to lipid metabolism, glycolysis, and cancer stemness. Endogenous fatty acid (FA) synthesis and exogenous monounsaturated fatty acid (MUFA) consumption promoted both tumor proliferation and cancer stemness, and upregulated c-Myc in the HCC cell lines. Moreover, the LD^hi^ HCC cell line expressed a higher level of type II IL-4 receptor, which promoted tumor proliferation through binding IL-4 or IL-13. The chromosomal DNA of two tumor clones, NHRI-8-B4 (LD^hi^) and NHRI-1-E4 (LD^lo^) showed five identical *AKT* insertion sites in chromosomes 9, 10, 13, 16 and 18 and two *NRAS* integration sites in chromosomes 2 and 3. Herein, we describe two novel HCC cell lines with distinct features of lipid metabolism related to cancer stemness and differential interplay with the immune system, and present this syngeneic HCC mouse model as a practical tool for the study of cancer stemness and discovery of new therapies targeting liver cancers.

## Introduction

Liver cancer is the seventh most common cancer worldwide, and causes approximately 780,000 deaths annually. Liver cancers comprise primarily hepatocellular carcinoma (HCC; 85%–90%) and cholangiocarcinoma. Chronic HBV and HCV infection, alcohol hepatitis, and nonalcoholic fatty liver diseases (NAFLD) are three major etiologies of HCC and all cause chronic inflammation or steatohepatitis before HCC progression (Llovet et al., 2021). Overnutrition, which may result in overweight or obesity, is the primary cause of NAFLD. The most severe form of NAFLD is nonalcoholic steatohepatitis (NASH). There is strong link between body fat and cancers (Lauby-Secretan et al., 2016). Obesity and overweight are associated with increased incidence of a several cancers, e.g., liver, colorectal, breast, pancreatic and kidney cancers. Increased fatty acid (FA) uptake by a number of tumor cell types has been observed in high-fat-diet induced obese tumor-bearing mice and local deprivation of free fatty acids (FFA) by tumor cells in the tumor microenvironment (TME) jeopardized CD8^+^ T cell responses (Ringel et al., 2020). Upregulation of *de novo* FA synthesis and aberrant fatty acid oxidation (FAO), which contribute to tumor initiation and progression, are observed in various types of cancers, including HCC (Medes et al., 1953; Kuhajda et al., 1994; Kuhajda, 2000; Budhu et al., 2013). Fatty acid synthase (FASN) is identified as one of the key lipogenic enzymes regulating *de novo* FA synthesis in cancer cells (Menendez and Lupu, 2007). Expression or activation of sterol regulatory element-binding protein 1 (SREBP1), which transcriptionally activates several lipogenic enzymes, including FASN, is modified by phosphatidylinositol-3 kinase (PI3K)–Akt and extracellular signal-regulated kinases (ERK1 and ERK2) active in hormone-sensitive tissues, lipogenic tissues, or tumors (Menendez and Lupu, 2007). Activation of the Akt signaling prevents post-transcriptional degradation of *FASN*, *SREBP1* and *SREBP2* and therefore enhances *de novo* FA synthesis, which facilitates HCC development (Calvisi et al., 2011).

Experimental animal models are used to recapitulate the genetic alteration, metabolic stress, and immunological signaling cascade induced during HCC initiation and progression, and are essential in understanding the immunopathogenesis of HCC and for development of targeted therapeutics. Genetically engineered, chemically induced allograft and xenograft HCC mouse models are commonly used tools for studies of pathogenesis and efficacy of anti-cancer drugs and immunotherapies. The unique anatomy of the liver allows hydrodynamic injection (HDI) of naked DNA plasmids into the nuclei of hepatocytes (Liu et al., 1999), which allow integration of the gene of interest into chromosomes in the context of transposon-mediated transposition. The sleeping beauty (SB) transposon system of carrying oncogenes is now widely used to establish HCC mouse models (Chen and Calvisi, 2014).

We previously established an Akt/N-Ras-induced HCC mouse model in which the tumor expressed luciferase and surrogate tumor-associated antigens (TAA). Tumor growth can be monitored using an *in vivo* imaging system (IVIS) and TAA-specific T cells are induced but exhausted in the TME (Liu et al., 2018). The Akt and ERK signaling pathways were both activated in Akt/N-Ras-induced liver cancers (Ho et al., 2012) and aberrant lipid metabolism was observed in the originally transformed hepatocytes, as well as in the tumor cells (Liu et al., 2018). To further characterize Akt/N-Ras-induced liver cancers, we isolated tumor cell clones from the tumor mass for analysis. Although both the Akt and NRAS pathways were activated in the isolated tumor clones, we observed clone-specific differences in lipid content, cancer stemness, *in vivo* growth, and interplay with immune cells. The clone with high lipid content upregulated gene sets for lipid uptake, FA synthesis, cancer stemness, and chemokine and cytokine receptors. The exogeneous FA consumption and *de novo* FA synthesis contributed to the cancer stemness of the isolated HCC clones, whereas the cytokine receptor signaling, including receptors for IL-4 and IL-13, enhanced tumor growth. This study clearly demonstrates that delivery of transposons carrying oncogenes via HDI induces heterogenous cancer cells in the liver even though the transposition of SB transposon targets several identical TA-rich regions of the chromosomes. Ultimately, we established and characterized HCC cell lines that may ease the shortage of reliable syngeneic HCC mouse models for use in immunological studies and drug discovery.

## Materials and Methods

### Animal Studies and HCC Induction by HDI

Male C57BL/6j mice at 4–5 weeks old were purchased from the National Laboratory Animal Center (Taipei, Taiwan) and kept in the laboratory animal center (LAC) of NHRI. The mice received 2 μg of pCMV(CAT)T7-SB100 (Addgene #34879), 10 μg of pT/Caggs-NRASV12 (Addgene #20205), and 10 μg of pKT2/CLP-AKT-LUC plasmids through HDI and were monitored for tumor growth weekly using IVIS. Detailed procedures were described in our previous study (Liu et al., 2018).

### HCC Clones and Cell Culture

The liver of each HCC-bearing mouse was perfused using prewarmed Gey’s balanced salt solution (GBSS) followed by DMEM-based medium with 0.5 mg/ml collagenase IV. After perfusion, the liver was collected and cut to release cells into medium. The cell suspension was cultured until colonies formed. Colonies were transferred to new culture wells for continuous growth. Single cells that were platelet-derived growth factor receptor alpha-negative (PDGFRα^−^) CD45^−^ CD44^+^ were sorted from each colony for continued culture. The resultant HCC clones were further characterized.

A total of 5 × 10^3^ HCC cells were added to 100 μl DMEM-based medium and incubated for 24, 48, or 72 h. Cell number was assessed by adding 150 μg/ml luciferin and measuring luminescence *via* Hidex at indicated time points.

For sorafenib, fatostatin, TVB-2640, CAY10566, and triclosan treatments, 1 × 10^3^ or 5 × 10^3^ HCC cells were seeded and then treated with titrated concentrations of each drug. Luciferase activity/cell number was measured at 72 h after treatment.

For FA treatment, 1 × 10^3^ HCC cells were cultured in RPMI-based medium supplemented with 1% defatted bovine serum albumin (BSA) and then treated with 150 μM of the indicated FAs for 72 h.

### Sphere Formation and Quantification Assay

A total of 2.5 × 10^3^ HCC cells in 10 μl medium were mixed 1:1 with Matrigel and used to seed a 24-well plate. Cells were incubated at 37°C for 1 h before adding an additional 500 μl medium. For general sphere formation assays, serum-free DMEM-based medium was used and refreshed every 2–3 days. Sphere formation was observed and digital images were captured at days 4, 7, and 10 using a Leica AF6000 microscope. For inhibitor treatment, DMEM-based medium with 1% FBS plus inhibitors, at indicated concentrations, were used for cell culture in non-coating tissue culture plates; the medium with inhibitors was refreshed every 2–3 days until day 7. For FA treatment, RPMI-based medium with 1% defatted BSA plus 150 μM of the indicated FAs was used and refreshed every 2–3 days until day 7. The number and diameter of spheres were quantified using LAS X (Leica microsystem software). Spheres with a diameter of more than 40 μm were counted. Sphere formation efficiency (SFE) was calculated using the formula: (number of spheres counted ÷ number of cells seeded cells) × 100.

### Nanopore Whole Genome Shotgun Sequencing

Genomic DNA purification from cultured cell lines was performed using the DNeasy Blood and Tissue Kit (QIAGEN). Sequencing libraries were prepared using the Rapid Sequencing Kit (Oxford Nanopore Technologies) and sequencing was performed using R9.4 Flow Cells on a MinION Mk1C sequencer (Oxford Nanopore Technologies) following standard protocols. Basecalled reads passing sequence quality control were analyzed for the presence of the marker sequences NRAS (Addgene #20205) or AKT-LUC (Liu et al., 2018) using blastn (NCBI). In summary, 1.68 M reads (>8.7 Gb total nucleotides) obtained from NHRI-8-B4, 2.06 M reads (>12 Gb total nucleotides) obtained from NHRI-1-E4, 1.15 M reads (>5.1 Gb total nucleotides) obtained from NHRI-1F-1, 1.02 M reads (>6.37 Gb total nucleotides) obtained from NHRI-8-A4, and 1.24 M reads (>6.71 Gb total nucleotides) obtained from NHRI-8-C4 were analyzed. The flanking sequences of the markers were mapped to the Mus musculus C57BL/6 J genome assembly (ASM377452v2) using blastn to identify the integration sites of the markers. Annotation of the genomic regions containing the integration was performed using blastn and the Mus musculus genome (GRCm39 reference Annotation Release 109) from NCBI as reference.

### RNA-Seq Analysis

Total RNA from cultured cells was purified using the RNeasy mini kit (QIAGEN) and RNA quality was checked using a Qubit Fluorometer (Thermo Fisher Scientific). RNA-Seq analyses were performed using an illumina NovaSeq 6,000 system in 6G depth in the DNA Sequencing Core Laboratory of NHRI. Genes involved in lipid metabolism, glycolysis, cancer stemness, as well as those for cytokine receptors and chemokines in NHRI-1-E4, NHRI-1-F1, NHRI-8-A4, NHRI-8-B4, NHRI-8-C4, #1 (pool) and #8 (pool) cells were shown in the heatmap (*via* Heatmapper). Gene set enrichment analyses (GSEA) were performed using GSEA 4.1.0 software. PCA plot was performed using R prcomp.

### Real-Time Quantitative Polymerase Chain Reaction

Total RNA from cultured cells or homogenized tumor tissues was purified using TRIzol reagent (Thermo Fisher Scientific) and reverse transcribed into cDNA using EvoScript Universal cDNA Master (Roche). The KAPA SYBR FAST qPCR Kit (Kapa Biosystems) and corresponding primer sets (Supplementary Table S1) were used for quantitative real-time PCR analysis via the Bio-Rad CFX96 Real-time System. Relative expression was calculated using the 2^−ΔCt^ method with normalization to *β*-actin.

### Induction of MDSCs *in vitro*

Bone marrow cells at 1 × 10^6^ cells per ml in RPMI-based medium or HCC conditional medium were treated with or without GM-CSF (20 ng/ml) for 5 days. After a 3-day induction, the culture medium was refreshed, and the cells were cultured for another 2 days before analysis. HCC conditional medium was harvested from supernatant of 24 h-HCC cell culture in RPMI-based medium.

### Statistical Analysis

GraphPad Prism 8 (GraphPad Software) was used for statistical analysis. Unpaired student’s t-test was used for comparisons of two groups, one-way ANOVA was used for comparisons of multiple groups, and two-way ANOVA was used for multiple comparisons, such as tumor growth curves and marker expression. Data represent mean ± SD of indicated numbers of biological repeats. Statistical significance is represented *via p* values in figures, and data are labeled as not detected (nd); not significant (ns); *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001; or ****p < 0.0001.

Detailed methods were included in our previous reports (Jian et al., 2017; Liu et al., 2018) and/or can be found in Supplementary Material.

## Results

### Hepatocellular Carcinoma Cell Lines from an *AKT* and *NRAS*-Driven HCC Mouse Possess Features Distinct from Hepa1-6 Cells

Activation of AKT-mTOR and RAS-MAPK signaling pathways are observed in many cancer types, including HCC (Llovet et al., 2021). Our lab has established a spontaneous HCC mouse model through HDI of three plasmids encoding SB transposase, human NRAS (G12V), and human AKT1 and luciferase (Liu et al., 2018). Tumor lesion was not yet observed at day 31 but already showed in the liver at day 46 after induction (Figures 1A,B). Massive lipid accumulation in the liver and the tumor was observed after HDI, resulting from activation of Akt signaling (Supplementary Figure S1A).

**FIGURE 1:**
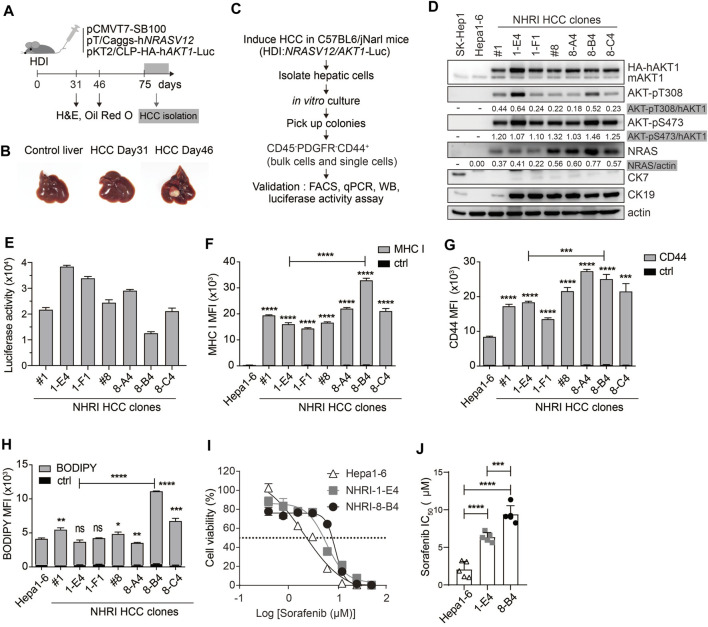
Isolation and characterization of HCC cell lines from Akt1/N-Ras-induced HCC mice. **(A)** Schematic representation of hydrodynamic injection (HDI)-induced hepatocellular carcinoma (HCC) mouse model. HCC-bearing livers were dissected at indicated time points. **(B)** Images of control (normal) and HCC-bearing livers after dissection. **(C)** Flow chart describing HCC clone isolation and characterization. **(D)** Expression of indicated proteins in Hepa1-6 cells, SK-Hep1 and isolated HCC clones. **(E)** Luminescence of HCC clones (1 × 10^4^). *n* = 4. **(F)** Mean fluorescence intensity (MFI) of MHC class I expression, **(G)** MFI of CD44 expression, and **(H)** neutral lipid content detected by BODIPY 493/503 in HCC clones compared to Hepa1-6 cells or to each other as indicated. *n* = 3. **(I)** Cytotoxicity (%) of Hepa1-6, NHRI-1-E4, and NHRI-8-B4 cells with sorafenib treatment for 72 h. *n* = 4. **(J)** Sorafenib half maximal inhibitory concentration (IC_50_; μM) of Hepa1-6, NHRI-1-E4, and NHRI-8-B4 cells. *n* = 5. Data are representative of two **(E–H)** or five **(I)** independent experiments. ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 *via* unpaired Student’s *t*-test **(F–H)** or one-way ANOVA **(I)**.

We isolated HCC clones from this transposon-based HCC mouse model for phenotypic analysis. We collected hepatic cells from tumor masses from C57BL/6 J mice at day 75 following HDI. Cells were cultured *in vitro* for 8 days, then colonies were selected from the cultures to further isolate cells with the CD45^−^ PDGFRα^−^ CD44^+^ profile, thereby excluding cells of hematopoietic origin and fibroblasts through single cell FACSorting (Figure 1C). The HCC clones grown from the sorted pooled colonies (#1, #8) and sorted single cells (1-E4, 1-F1, 8-A4, 8-B4, and 8-C4) were subjected to further characterization and comparison with the widely used murine HCC cell line, Hepa1-6 cells (Kröger et al., 2001). Hepa1-6 cells can grow in immunocompetent mice and serve as a syngeneic mouse model; however, Hepa1-6 cells express low levels of MHC class I proteins. Compared to Hepa1-6 cells, our novel tumor cell lines overexpressed activated AKT and NRAS, but there were no differences in Akt expression and significant differences in NRAS expression among these Akt1/N-Ras-induced tumor cell lines (Figure 1D; Supplementary Figure S1B).

All the Akt1/N-Ras-induced tumor cell lines and Hepa1-6 expressed nearly no CK7/*Krt7* (keratin 7) (Figure 1D; Supplementary Figure S1C), and the Akt1/N-Ras-induced tumor cell lines but not Hepa1-6 expressed significant amount of the biliary/progenitor cell marker, CK19/*Krt19* (keratin 19) (Figure 1D; Supplementary Figure S1D), which suggests that these Akt1/N-Ras-induced tumor cell lines possess the properties of hepatic progenitor cells but are not derived from cholangiocytes. 

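Keratin 7 (Krt7) and keratin 19 (Krt19) are intermediate filament proteins of bile duct cells, and keratin 19 is also made by hepatic progenitor cells. In the RNA-seq of these lines, Krt19 mRNA stood at 2789.8 ± 304 TPM (mean ± SD, n = 3 libraries per line) in NHRI-1-E4 and at 1340.2 ± 260.2 in NHRI-8-B4, and at 11.4 ± 0.791 in Hepa1-6. Among the other NHRI lines it ranged from 227 ± 7.46 TPM in pool #1 to 4501 ± 109 in NHRI-1-F1. Krt7 was much less abundant in most lines, at 2.84 ± 1.66 TPM in NHRI-1-E4 and 12.2 ± 0.716 in NHRI-8-B4, but reached 134 ± 2.97 in NHRI-1-F1 and 60.2 ± 1.50 in Hepa1-6. Krt19 (ENSMUSG00000020911) lies on chromosome 11 from 100140810 to 100148665 of GRCm38.p6, and Krt7 (ENSMUSG00000023039) on chromosome 15 from 101411043 to 101430313. The log2 fold change of Krt19 over Hepa1-6 ran from 4.20 in pool #1 (standard error 0.091) to 8.51 in NHRI-1-F1 (standard error 0.091), with a largest adjusted p of 1.21e-19 from limma over the 7 lines. Krt7 was lower than in Hepa1-6 in 6 lines, with log2 fold changes from −4.50 in pool #1 to −1.87 in pool #8, and higher in NHRI-1-F1 (1.14, standard error 0.22). The largest adjusted p of these contrasts was 7.12e-05. Of 34 tested biliary and hepatic progenitor markers, listed before the data were examined, 29 were higher and 3 lower than in Hepa1-6 in NHRI-8-B4, and 25 were higher and 5 lower in NHRI-1-E4, the same counts as when adjusted over the list alone. As a set the list was higher in NHRI-8-B4 (adjusted p = 2.92e-07 from camera, and adjusted p = 0.0681 with an estimated correlation) and in NHRI-1-E4 (adjusted p = 5.83e-05, and adjusted p = 0.124 with an estimated correlation). From the Krt19 and Krt7 levels, the paper proposes that the NHRI lines have properties of hepatic progenitor cells and do not derive from cholangiocytes.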

To confirm tissue specificity, we found that the HCC clones expressed liver-specific *Alb* (albumin) although at a lower level compared to Hepa1-6 cells (Supplementary Figure S1E). 

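Albumin (Alb) is the main plasma protein that hepatocytes secrete. Its mRNA stood at 839 ± 25.1 TPM in Hepa1-6 and was lower in 6 of the 7 NHRI lines, down to 5.71 ± 0.725 TPM in pool #1 (mean ± SD, n = 3 libraries per line). NHRI-1-E4 held 90.8 ± 44.6 TPM and NHRI-8-B4 137 ± 45.0. Alb (ENSMUSG00000029368) lies on chromosome 5 from 90460897 to 90476602. The log2 fold changes against Hepa1-6 were −3.35 in NHRI-1-E4 (standard error 0.27, adjusted p = 6.33e-10, limma) and −2.66 in NHRI-8-B4 (standard error 0.27, adjusted p = 2.27e-08). In NHRI-8-C4, at 596 ± 10.7 TPM, the difference of −0.49 did not pass (adjusted p = 0.107); without NHRI-1-E4 replicate 2, a library of another line in the same fit, it passed (adjusted p = 0.00497). Of 41 tested genes of hepatocyte differentiation, a list of liver secretory proteins, metabolic enzymes and hepatocyte transcription factors, 18 were higher and 19 lower in NHRI-1-E4 than in Hepa1-6, and 24 were higher and 13 lower in NHRI-8-B4. The set did not pass in either line (adjusted p = 0.914 and adjusted p = 0.0919 from camera). It was lower in pool #1, with 10 genes higher and 26 lower (adjusted p = 0.0180, and adjusted p = 0.557 with an estimated correlation). In NHRI-8-C4 it was higher, with 27 genes higher and 12 lower (adjusted p = 0.00641, and adjusted p = 0.354 with an estimated correlation). All of these counts were the same when adjusted over the list alone.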

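Keratin 18 (Krt18) pairs with keratin 8 in the filaments of simple epithelia such as hepatocytes, and Fuca1 encodes the lysosomal enzyme alpha-L-fucosidase. Krt18 mRNA was higher than in Hepa1-6 in 6 of the 7 NHRI lines, at 2507 ± 179 TPM in NHRI-1-E4 and 4506 ± 172 in NHRI-8-B4 against 1584 ± 41.8 in Hepa1-6 (mean ± SD, n = 3 libraries per line). In pool #1 it was lower, at 1138 ± 9.51 TPM. Krt18 (ENSMUSG00000023043, chromosome 15 from 102028180 to 102032027) had log2 fold changes against Hepa1-6 from −0.48 in pool #1 (standard error 0.047) to 1.67 in pool #8 (standard error 0.047), with a largest adjusted p of 1.0e-08 from limma. Reads of Krt18 may be shared with processed pseudogenes of close sequence. Fuca1 (ENSMUSG00000028673, chromosome 4 from 135920735 to 135940311) stood at 31.2 ± 1.23 TPM in Hepa1-6 and between 49.7 ± 1.46 in pool #8 and 62.9 ± 2.82 in NHRI-8-C4 in the 6 lines where it was higher. NHRI-8-B4 held 60.8 ± 1.89 TPM, a log2 fold change of 0.94 (standard error 0.042, adjusted p = 3.37e-14, limma). In NHRI-1-E4 it stood at 32.3 ± 0.910 TPM, a difference of 0.047 on the log2 scale that was within the spread of the libraries (standard error 0.042, adjusted p = 0.326).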

The HCC clones expressed higher mRNA levels of HCC markers *Krt18* (keratin 18, encodes CK18) and *Fuca1* (alpha-L-fucosidase, encodes AFU) (Wells et al., 1997; Wang et al., 2014) than Hepa1-6 cells (Supplementary Figures S1F,G). However, the HCC clones expressed nearly no *Afp* (Alpha-Fetoprotein) nor *Gpc3* (glypican 3), two well-known HCC markers, which could be detected in Hepa1-6 cells (supplementary Figures S1H,I). 

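Alpha-fetoprotein (Afp) is a fetal plasma protein that some HCCs make again, and glypican 3 (Gpc3) is a heparan sulfate proteoglycan of fetal liver and many HCCs. Both mRNAs were far below their Hepa1-6 levels in all 7 NHRI lines. Afp stood at 497 ± 12.8 TPM in Hepa1-6, at 8.10 ± 0.854 in NHRI-1-E4 and at 4.77 ± 0.675 in NHRI-8-B4 (mean ± SD, n = 3 libraries per line). Gpc3 stood at 22.8 ± 0.922 TPM in Hepa1-6, was listed at 0 in every library of NHRI-1-E4 and NHRI-1-F1, and reached at most 0.340 ± 0.151 TPM in the others, in NHRI-8-A4. The log2 fold change of Afp (ENSMUSG00000054932, chromosome 5 from 90490737 to 90508907) against Hepa1-6 ran from −7.46 in pool #1 (standard error 0.10) to −5.23 in NHRI-1-F1 (standard error 0.10), with a largest adjusted p of 1.88e-20 from limma. For Gpc3 (ENSMUSG00000055653, chromosome X from 52272426 to 52613950) the largest adjusted p over the 7 lines was 1.54e-21. The deposited values keep no read counts, so the lowest level that could be detected is unknown.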

Due to *AKT1*/luciferase gene transposition, the HCC clones exhibited bioluminescent reporter gene activity (Figure 1E), as well as higher levels of MHC class I protein (H-2K^b^, Figure 1F) and the cancer stem cell (CSC) marker CD44 (Figure 1G) compared to Hepa1-6 cells. The expression of MHC class I protein in HCC clones can be an advantage in cancer immunotherapy research.

### NHRI-8-B4 Cells Exhibit Stronger Sorafenib Resistance than NHRI-1-E4 and Hepa1-6 Cells

We observed lipid storage in the liver and tumor tissues in Akt/N-Ras-induced HCC, and we therefore measured the neutral lipid content using BODIPY 493/503 staining followed by FACS analysis. These HCC clones contained lipid content similar to Hepa1-6, with the exception of NHRI-8-B4 and NHRI-8-C4, which had a higher LD level than the other cell lines (Figure 1H). We then chose the NHRI-1-E4 and NHRI-8-B4 cell lines for further characterization and to study the influence of LD on phenotypes of liver cancer cells.

Sorafenib, a multiple-target tyrosine kinase inhibitor, is a first-line therapy for HCC. However, most patients do not benefit from treatment solely with sorafenib. Previous studies have shown that activation of Akt and N-Ras signaling pathways contribute to sorafenib resistance (Chen et al., 2011; Dietrich et al., 2019). Thus, we examined whether NHRI-8-B4 or NHRI-1-E4 cells were more resistant to sorafenib than Hepa1-6 cells. HCC cells were cultured in the presence of serially titrated sorafenib for 72 h. Sorafenib-induced cytotoxicity was measured using the *in vitro* luciferase activity assay. NHRI-1-E4 and NHRI-8-B4 cells were more resistant to sorafenib than Hepa1-6 cells (Figure 1I). The half maximal inhibitory concentrations (IC_50_) of Hepa1-6, NHRI-1-E4, and NHRI-8-B4 cells were 2.1 ± 1.1 μM, 6.4 ± 0.6 μM, and 9.4 ± 1.2 μM, respectively (Figure 1J). NHRI-8-B4 exhibited stronger resistance toward sorafenib than NHRI-1-E4 cells may due to its higher expression level of NRAS (Dietrich et al., 2019).

### Analyses of Sites of *AKT* or *NRAS* Cassette Integration in NHRI HCC Clones

Human *NRASV12* (*NRAS* G12V), and human *AKT1* plus the luciferase gene, flanked by terminal inverted repeats and short direct repeats (IR/DR) in the two transposons (Figure 2A) can integrate into chromosomes randomly through the cut and paste mechanism of SB transposase (Izsvák and Ivics, 2004). We performed whole genome shotgun sequencing using the Nanopore system to reveal the integration sites of *AKT1* and *NRAS* cassettes in chromosomes of NHRI HCC clones. The sequencing coverage was 4.41x, 1.9x, 2.4x, 3.2x, and 2.5x for the genomic DNA samples from 1-E4, 1-F1, 8-A4, 8-B4, and 8-C4, respectively. Surprisingly, we detected and mapped two identical *NRAS* insertions in chromosome 2 and 3 and five identical *AKT1* insertions, one each in chromosomes 9, 10, 13, 16, and 18, in each HCC clones (Figures 2B–D). The integration sites in each HCC clones were further confirmed by targeted PCR sequencing with primers designed for the 5' and 3' junctions of each integration site (Supplementary Figures S2A,B; Supplementary Table S4). The genomic DNA from Hepa1-6 was served as negative control for the targeted PCR. The sequence alignment results demonstrated that all identified insertion sites were TA sites. The SB transposase-mediated transposition led to a duplicated TA site and resulted in two TA sites flanking the *AKT* or *NRAS* cassettes (Supplementary Figure S2B). Herein, we excluded the possibility that the differential features such as lipid content or drug resistance resulted from different integration sites of *AKT1* or *NRASV12* in the genome of each HCC clone. The differential features in the HCC clones with the same *AKT1*/*NRAS* integration sites may be due to the intratumoral differentiation and *in vitro* selection of the HCC clones originated from the same transformed hepatocyte which gained growth advantage in the very beginning of tumor progression.

**FIGURE 2:**
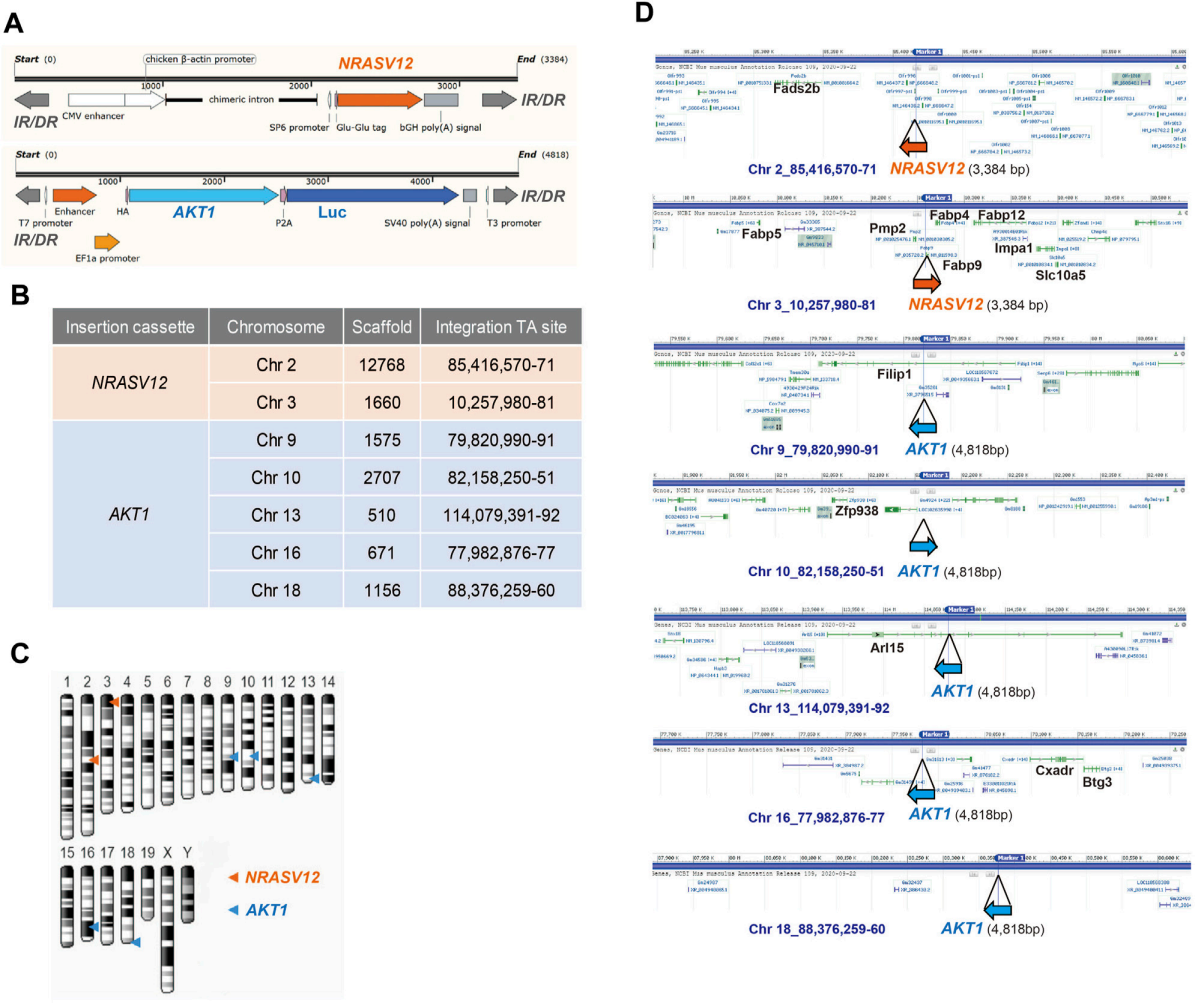
Whole-genome sequencing of NHRI HCC cell lines with Nanopore technology. **(A)** Schematic representation of *NRAS* and *AKT* integration cassettes. Luc: luciferase; IR/DR: inverted repeats and direct repeats. **(B)** Insertion sites of *NRAS* and *AKT* cassettes in all NHRI HCC clones determined by Nanopore technology. **(C)** Schematic representation of *NRAS* and *AKT* insertions in chromosomes of NHRI HCC clones. **(D)** Genes neighboring each insertion site.

### Transcriptional Profiles of NHRI-8-B4 Are Similar to the *CTNNB1* subclass of Human HCC with Aberrant Lipid Metabolism

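RNA-seq was done on 8 cell lines with 3 libraries each, 24 in all. The lines were Hepa1-6, the sorted pools #1 and #8, NHRI-1-E4 and NHRI-1-F1 cloned from pool #1, and NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4 cloned from pool #8. The sample labels give 5000000 cells seeded per dish and collected after 24 h without treatment, RNA from an RNeasy column and a strand-specific library kit. The paper calls its repeats biological in general and does not say how the 3 libraries of a line were grown, so the p-values measure the spread between these samples. The submitters' processing notes name bcl2fastq, Trimmomatic 0.36, HISAT2 2.1.0, StringTie 2.1.4, DESeq and DESeq2, with the genome GRCm38.p6. The authors deposited TPM per gene and library and, for NHRI-8-B4 against NHRI-1-E4, tables of fold changes and p-values. The paper gives a depth of 6G and no number of reads per library, and TPM are scaled to a common total; a value of 0.0001 stands for 0 and was read as 0. Genes at 1 TPM or more numbered 13834 to 14371 per library (median 14037). In NHRI-1-E4 they numbered 13834 to 13897 (median 13840), in NHRI-8-B4 14135 to 14264 (median 14231) and in Hepa1-6 13838 to 13872 (median 13861). In pool #1 the range was 13987 to 14008, in NHRI-1-F1 14037 to 14052, in pool #8 13989 to 14044, in NHRI-8-A4 14358 to 14371 and in NHRI-8-C4 14109 to 14181. The 10 most abundant genes took 5.35% to 7.86% of the TPM of a library. Replicates of a line had correlations across genes of 0.989 to 0.996, the lowest within NHRI-8-B4. Log2(TPM + 1) values were compared with limma, on the 6 libraries of NHRI-8-B4 and NHRI-1-E4 for that pair and on all 24 for the other comparisons, over genes with a TPM of at least 1 in at least 3 libraries. Genes were counted at an adjusted p under 0.05 and a 2-fold change. Adding 1 to the TPM makes fold changes of genes with few transcripts smaller than their ratios. The labels of NHRI-1-E4, of NHRI-8-B4 and of all other lines start with different prefixes, and no date is given in the sources used here. For NHRI-1-E4 and NHRI-8-B4, each alone with its prefix, a difference between rounds of preparation cannot be told apart from a difference between lines. The 6 other lines, Hepa1-6 included, share the prefix H. Every comparison of NHRI-1-E4 or NHRI-8-B4 with Hepa1-6 therefore crosses prefixes and carries this limit too.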

We further analyzed the transcriptional profiles of each HCC cell line including Hepa1-6 by RNA-Seq. 

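H2-K1 encodes an MHC class I heavy chain, Slc25a4 the ADP/ATP carrier of the inner mitochondrial membrane, Nes the intermediate filament protein nestin and Tmsb4x an actin-binding peptide. Axin2 and Nkd1 are feedback targets of Wnt signaling, Wnt6 is a Wnt ligand, Dcn is a matrix proteoglycan, Igfbp1 a liver-secreted binding protein of insulin-like growth factors and Stra6 a receptor for retinol-binding protein. In every one of the 7 NHRI lines H2-K1, Slc25a4, Nes and Tmsb4x were higher than in Hepa1-6, and Axin2, Nkd1, Wnt6, Dcn, Igfbp1 and Stra6 were lower. The mean TPM of H2-K1 was 4.32 ± 1.95 in Hepa1-6 and 1602 to 3004 in the NHRI lines, and that of Slc25a4 0.597 ± 0.0626 and 277 to 454. Axin2 went the other way, at 262 ± 10.8 TPM in Hepa1-6 and at most 0.636 in an NHRI line. In all, 1007 genes were higher and 1003 lower by at least 2-fold in all 7 lines, of 16538 tested with limma on 24 libraries. Among the genes whose change was large in each line, the log2 fold changes over the 7 lines were H2-K1 (8.30 to 9.21), Tmsb4x (7.82 to 8.67), Slc25a4 (7.44 to 8.16), Tm4sf4 (6.89 to 9.03), Basp1 (6.51 to 8.52), Sfxn1 (6.45 to 6.89), Serinc2 (6.31 to 6.91) and Nes (6.27 to 7.69). On the lower side they were Stra6 (−9.25 to −7.95), Pnma5 (−7.96 to −7.84) and Axin2 (−7.78 to −7.33). Dcn at 2412 TPM in Hepa1-6, Igfbp1 at 427, Wnt6 at 198, Nkd1 at 180.0 and the antisense transcript Ptprtos at 253 were each listed at 0 in at least 1 NHRI line, and the strand setting of the counting is not given in the sources used here. Tmsb4x has pseudogenes of near-identical sequence, which leaves its reads uncertain. The largest adjusted p of these 16 genes in any line was 1.21e-20 (limma). In a principal component analysis of 18 libraries of Hepa1-6 and the 5 clones (16081 genes), the first component held 64.9% of the variance and placed Hepa1-6 at 151 ± 0.487, against means from −35.1 to −25.2 in the clones. The components that followed held 14.3% and 8.50%. The same 3 Hepa1-6 libraries enter all 7 contrasts and cannot be divided among them, so part of the overlap may come from shared controls; independent lists of these sizes would share 0.0567 genes higher and 0.0117 lower, and 20 simulations of unchanged lines with shared controls gave a mean of 0 in each direction. Both set the lines against the spread of libraries alone: pool #1 in the place of Hepa1-6, set against the 7 other lines, gave 274 genes higher in all of these and 608 lower. Without pool #1, which stands apart from its clones, 1507 were higher and 1224 lower. With a pseudocount of 0.1 the genes higher numbered 1579, with the 5 clones only 1628, and without Hepa1-6 replicate 1, 2 or 3 the genes lower numbered 573, 586 and 590, since 428 of the 1003 were then not tested.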

Principal component analysis (PCA) demonstrated that NHRI HCC clones had profiles distinct from Hepa1-6 (Figure 3A). The transcriptional profiles of NHRI HCC clones were clustered based on their origin. NHRI-1-E4 and NHRI-1-F1 originated from pool #1 had similar transcriptional profiles, whereas NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4 originated from pool #8 were similar to each other at transcriptional level (Figure 3A). 

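C3 encodes complement component 3 and Fga the fibrinogen alpha chain, both plasma proteins made by hepatocytes, and G0s2 is an inhibitor of the lipase that empties lipid droplets. Unc93b1 carries nucleic acid-sensing Toll-like receptors to endosomes, and Aldh1l1 is a folate enzyme. Their mRNAs were higher in each of the 3 clones of pool #8 than in each of the 2 clones of pool #1: C3 stood at 376, 353 and 303 TPM in NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4 and at 3.29 and 8.51 in NHRI-1-E4 and NHRI-1-F1. The spread of C3 within NHRI-8-B4 was wide (SD 192, n = 3). The homeobox gene Hoxa13 and the secreted mucosal peptide Tff3 were lower in the pool #8 clones. Over the 6 contrasts between clones, 243 genes were higher and 28 lower in the pool #8 clones by at least 2-fold in every contrast (limma, n = 3 libraries per clone, 16538 genes tested). The ranges of the log2 fold changes were C3 (5.00 to 6.53), Fga (4.04 to 4.86), Unc93b1 (3.94 to 5.21), Aldh1l1 (3.90 to 5.50), Hoxa13 (−2.93 to −2.16), Tff3 (−5.77 to −2.16), Sprr2a1 (−6.10 to −2.12) and Sprr2a2 (−7.01 to −1.97), with a largest adjusted p of 1.36e-08. Sprr2a1 and Sprr2a2 are near-identical copies, so their reads may be shared. G0s2 stood at 26.4, 27.0 and 33.9 TPM in the pool #8 clones, at 0.0581 in NHRI-1-F1 and was listed at 0 in NHRI-1-E4. Each clone enters several contrasts and its libraries cannot be divided among them, so part of the overlap may come from shared libraries; independent lists would share 0.000835 genes higher and 6.41e-06 lower, and simulated unchanged clones gave a mean of 0. Both set the differences between clones against the spread of libraries alone, and splits of the 5 clones that ignore the pool shared genes too: NHRI-1-F1, NHRI-8-A4 and NHRI-8-C4 against the other 2 gave 55 higher, and NHRI-1-E4, NHRI-1-F1 and NHRI-8-B4 against the other 2 gave 45 lower, more than the 28 between the pools. Across genes, the correlation was 0.969 between NHRI-1-E4 and NHRI-1-F1, 0.986 between NHRI-8-A4 and NHRI-8-C4, 0.977 between NHRI-8-B4 and NHRI-8-C4 and 0.956 between NHRI-1-E4 and NHRI-8-B4; genes are not independent replicates. In average-linkage clustering NHRI-8-A4 and NHRI-8-C4 joined at a distance of 0.0139, followed by pool #8 (0.0230) and NHRI-8-B4 (0.0271), NHRI-1-E4 and NHRI-1-F1 joined at 0.0311, and both branches joined at 0.0402. Pool #1 joined them only at 0.116, and 1612 genes were higher and 1681 lower in pool #1 than in its clones. Lines of the same pool were on average at a distance of 0.0469 and lines of different pools at 0.0638, a difference of 0.0169 (one-sided exact permutation test, p = 0.0571 over 35 permutations, the smallest possible being 0.0286). Among the lines whose labels start with H the difference was 0.0227 (exact permutation test, p = 0.2, smallest possible 0.1), and the clones with that prefix alone gave 509 genes higher and 213 lower; the other prefixes hold 1 line of each pool, too few for a value. With a pseudocount of 0.1 the clustering difference was 0.0217 (exact p = 0.0286) and 443 genes were higher and 66 lower, and with the pools themselves included 47 were higher and 0 lower by 2-fold in all 12 contrasts (limma; 0 lower at an unadjusted p as well, and 159 lower at any fold). Of the genes above, C3, Fga and Aldh1l1 then kept their calls, whereas G0s2, Unc93b1, Hoxa13, Tff3, Sprr2a1 and Sprr2a2 had contrasts of both signs.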

NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4 originated from pool #8 showed a distinct gene expression pattern in lipid metabolism and glycolysis in comparison to Hepa1-6 and clones derived from pool #1 (Supplementary Figure S3). 

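Lipid droplets store triglyceride that enzymes such as Gpam and Dgat2 build, Plin2 coats them, and Soat1 makes cholesteryl esters. Most genes of triglyceride synthesis and lipid droplets were higher in the mean of the 3 pool #8 clones than in that of the 2 pool #1 clones. Genes of cholesterol synthesis, glycolysis and hepatocyte differentiation were higher as sets and cell cycle genes lower. With camera these set calls hold at the preset correlation only. With an estimated correlation its adjusted p-values for these 4 sets were 0.279, 0.279, 0.0814 and 0.279. The tests of means take the spread of libraries, not of clones, as their error. Other splits of the 5 clones into 3 and 2, which ignore the pool, called 9 to 16 lists each, against 16 for the real split. Of 29 tested genes of triglyceride synthesis and lipid droplets, 17 were higher, 7 were lower and 5 did not pass the test (17 higher and 7 lower when adjusted over the list alone). The set was higher, with a median log2 fold change of 0.46 (n = 3 libraries per clone, adjusted p = 0.00197 from camera, and adjusted p = 0.0814 with an estimated correlation). Bscl2, Dgat2, G0s2, Gpam, Hilpda, Lipe, Mogat2, Plin2, Plin3 and Soat1 were higher in every contrast between clones, while Agpat1 and Gpat4, which form the phosphatidic acid that precedes triglyceride, were lower in every contrast. Dgat2 stood at 10.9, 13.1 and 22.9 TPM in NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4 and at 1.94 and 5.01 in NHRI-1-E4 and NHRI-1-F1 (log2 fold changes 0.99 to 3.02, largest adjusted p = 9.95e-07, limma). Of 24 genes of cholesterol synthesis, 18 were higher, 3 were lower and 3 did not pass the test (18 higher and 3 lower when adjusted over the list alone). As a set they were higher (adjusted p = 6.2e-05 from camera, and adjusted p = 0.279 with an estimated correlation). Fdft1, which makes squalene, had log2 fold changes of 0.94 to 1.62. For fatty acid uptake, binding and activation, 12 of 21 genes were higher and 6 lower, the same when adjusted over the list alone (adjusted p = 0.0218 from camera, and adjusted p = 0.168 with an estimated correlation). Fatty acid synthesis, elongation and desaturation did not pass (13 higher and 7 lower of 27, adjusted p = 0.131 from camera, and adjusted p = 0.601 with an estimated correlation). Mitochondrial fatty acid oxidation did not pass either, with 11 genes higher, 12 lower, a median of −0.019 and a mean of 0.18 of opposite sign (adjusted p = 0.593 from camera, and adjusted p = 0.723 with an estimated correlation). Of 30 glycolysis genes, 17 were higher, 7 were lower and 6 did not pass the test (17 higher and 7 lower when adjusted over the list alone). This set was higher too (adjusted p = 0.00143 from camera, and adjusted p = 0.279 with an estimated correlation). Aldoa, Aldoc, Eno2, Ldhb, Pdk1, Pfkl, Pfkm and Tpi1 were higher and the glucose transporter gene Slc2a2 lower in every contrast. Hepatocyte differentiation genes were higher as a set (32 of 41 higher and 5 lower, adjusted p = 1.02e-08 from camera, and adjusted p = 0.0814 with an estimated correlation) and cell cycle genes lower (1 higher and 37 lower of 44, adjusted p = 6.23e-06 from camera, and adjusted p = 0.279 with an estimated correlation). In every contrast between clones, 14 hepatocyte genes were higher and 1 lower, and 1 cell cycle gene was higher and 6 lower. Against Hepa1-6, the triglyceride set was higher in NHRI-8-A4 (adjusted p = 0.0256), NHRI-8-B4 (adjusted p = 0.0197) and NHRI-8-C4 (adjusted p = 0.0104), with 20, 20 and 18 of 29 genes higher and 6, 6 and 8 lower. With an estimated correlation these gave adjusted p = 0.115, adjusted p = 0.0964 and adjusted p = 0.0860. In NHRI-1-E4 and NHRI-1-F1 the set did not pass against Hepa1-6 (adjusted p = 0.597 and adjusted p = 0.218). The glycolysis set passed against Hepa1-6 in NHRI-8-B4, with 23 of 30 genes higher and 4 lower (adjusted p = 0.00192, and adjusted p = 0.333 with an estimated correlation). It did not in NHRI-8-A4 (adjusted p = 0.665) or NHRI-8-C4 (adjusted p = 0.264). Cholesterol synthesis was higher than in Hepa1-6 in the clones of both pools, in NHRI-1-E4 (adjusted p = 0.00200, and adjusted p = 0.592 with an estimated correlation), NHRI-1-F1 (adjusted p = 0.00176, and adjusted p = 0.703), NHRI-8-A4 (adjusted p = 6.55e-05, and adjusted p = 0.446), NHRI-8-B4 (adjusted p = 5.76e-05, and adjusted p = 0.333) and NHRI-8-C4 (adjusted p = 8.12e-06, and adjusted p = 0.338). Fatty acid oxidation was higher than in Hepa1-6 in all 5 clones as well, with adjusted p = 0.0129 in NHRI-1-E4, 0.00104 in NHRI-1-F1 and 6.55e-05, 0.00192 and 5.48e-05 in NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4 (with an estimated correlation 0.290, 0.0988, 0.0395, 0.0964 and 0.0548).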

We therefore chose the NHRI-1-E4 and NHRI-8-B4 cell lines for further characterization. 

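Between NHRI-8-B4 and NHRI-1-E4 the genes that were higher in NHRI-8-B4 by at least 2-fold outnumbered those that were lower, and several genes were expressed in one line and nearly absent from the other. Prdx4, a peroxidase of the endoplasmic reticulum, stood at 124 ± 9.21 TPM in NHRI-8-B4 and 0.0895 ± 0.155 in NHRI-1-E4 (mean ± SD, n = 3 libraries per line), a log2 fold change of 6.85 (standard error 0.12, adjusted p = 7.11e-08, limma). Lcn2, an iron-siderophore binding protein of the acute phase, stood at 115 ± 30.8 and 0.753 ± 0.364 TPM (6.02, standard error 0.23). In the other direction, Fcgbp, a mucus protein, stood at 0.124 ± 0.0198 and 99.9 ± 3.94 TPM (−6.49, standard error 0.083), and the pluripotency factor gene Sox2 was also among the largest. Of 14379 genes tested, 1132 were higher and 388 lower by at least 2-fold, so that 74.5% of the calls were higher in NHRI-8-B4. At 8-fold or more, 94 were higher and 22 lower. For 1515 of the 1520 genes called, every NHRI-8-B4 library lay on the same side of every NHRI-1-E4 library, which a call nearly requires. The same held for 63.4% of all genes tested, against 10% by chance. Further genes with the largest log2 fold changes at a mean of 10 TPM or more in the higher line were Ckb (5.96), which encodes brain-type creatine kinase, Fam111a (5.87), Reg3g (5.43), Fkbp11 (5.43), Rgs5 (5.39), Sparc (5.38) and Fam83a (5.14). Their adjusted p-values from limma were at most 8.13e-05. Prdx4, Fam111a and Fkbp11 were nearly absent from NHRI-1-E4 alone or, for Fkbp11, low in NHRI-1-F1 as well (3.56 TPM), and were present in Hepa1-6 and the other lines. The corresponding genes lower in NHRI-8-B4 were Crip1 (−8.90), Sprr2a2 (−7.01), Sprr2a1 (−6.10), Tff3 (−5.77), Clca1 (−5.44), Sprr2a3 (−4.42) and Zic2 (−4.23), with adjusted p-values of at most 2.51e-06. Tff3, Fcgbp and Clca1 are products of mucus-secreting epithelia, and the 3 Sprr2a genes are copies whose reads may be shared. Crip1 varied within pools as well, at 5.26 TPM in NHRI-8-A4 and 389 in NHRI-8-C4. Leaving out NHRI-8-B4 replicate 3 gave 728 genes higher, and leaving out NHRI-1-E4 replicate 2 gave 252 lower, with 352 and 123 of the called genes no longer tested. With a TPM minimum of 5 the counts were 749 and 243. With no minimum fold they were 3900 and 4115, so that the lower genes were then the more numerous.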

There were 2028 genes significantly upregulated and 831 genes downregulated in NHRI-8-B4 cells compared to NHRI-1-E4 (Figure 3B). Heatmaps showed that genes involved in fat uptake/oxidation, fat synthesis, and glycolysis were upregulated in NHRI-8-B4 cells compared to NHRI-1-E4 cells (Figures 3C–E), which suggests that NHRI-8-B4 cells may utilize lipid and glucose metabolism to sustain their high proliferative capability per the Warburg effect. 

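Glycolysis turns glucose into pyruvate: Slc2a1 imports the glucose, and Tpi1, Pgk1 and Eno1 are enzymes of the pathway. Pdk1 encodes a kinase that inhibits pyruvate dehydrogenase, the mitochondrial enzyme complex that oxidizes pyruvate. Slc27a1 and Acsl4 import and activate fatty acids, Dgat2 completes triglyceride, and Acadl and Ehhadh act in fatty acid oxidation. In NHRI-8-B4 most glycolysis genes and most genes of triglyceride synthesis were higher than in NHRI-1-E4, while fatty acid oxidation genes went both ways. Pdk1 stood at 53.5 ± 3.99 TPM in NHRI-8-B4 and 14.0 ± 1.30 in NHRI-1-E4 (log2 fold change 1.86, standard error 0.089, adjusted p = 5.41e-06, limma), with n = 3 libraries per line. Slc27a1 stood at 18.9 ± 0.530 TPM in NHRI-8-B4 and 8.17 ± 0.781 in NHRI-1-E4 (log2 fold change 1.12, standard error 0.092, adjusted p = 5.99e-05, limma). In the other direction Etfa, which passes electrons from fatty acid oxidation to the respiratory chain, stood at 117 ± 5.09 TPM in NHRI-8-B4 and 165 ± 2.21 in NHRI-1-E4 (log2 fold change −0.50, standard error 0.054, adjusted p = 0.000226, limma). Of the 13 tested genes of Figure 3E, 12 were higher, 0 lower and 1 did not pass (13 higher when adjusted over the list alone). That gene was Gapdh, with a log2 fold change of 0.93 and an adjusted p of 0.0635, and Ldhb was below the TPM minimum. In Figure 3C, 6 of 10 tested genes were higher, 2 lower (Slc25a20 and Etfa) and 2 did not pass (7 higher and 2 lower when adjusted over the list alone). In Figure 3D, 15 of 21 were higher and 6 lower, the latter Elovl1, Fads3, Acsl5, Acsl1, Slc27a3 and the fatty acid receptor gene Ffar4. Examples were Tpi1 (1.13, standard error 0.077, adjusted p = 2.48e-05), Pgk1 (0.88, standard error 0.063, adjusted p = 3.37e-05), Eno1 (1.11, standard error 0.081, adjusted p = 3.48e-05) and Dgat2 (2.25, standard error 0.11, adjusted p = 7.01e-06) (limma). Acsl4 had 1.51, Acadl 0.65 and Ffar4 −2.97, each at an adjusted p of at most 0.000271. Tpi1, Pgk1, Eno1 and Gapdh have processed pseudogenes of close sequence, which leaves part of their reads uncertain. Eno1 lies in a stretch of 50 tested genes of chromosome 4 with a median of 0.69.
Among genes listed before the data were examined, 27 of glycolysis were tested, of which 20 were higher, 2 lower and 5 did not pass (21 higher and 2 lower when adjusted over the list alone). The set was higher, with a median log2 fold change of 0.69 (adjusted p = 1.49e-05 from camera, and adjusted p = 0.373 with an estimated correlation). Of 28 genes of triglyceride synthesis and lipid droplets, 18 were higher, 5 lower and 5 did not pass (19 higher and 5 lower when adjusted over the list alone), with a median of 0.50 (adjusted p = 0.00300 from camera, and adjusted p = 0.296 with an estimated correlation). They included Soat1 (1.63, standard error 0.12, adjusted p = 4.4e-05) and G0s2, at 27.0 ± 15.0 TPM in NHRI-8-B4 and listed at 0 in NHRI-1-E4. Of 24 genes of cholesterol synthesis, 11 were higher, 1 lower and 12 did not pass (10 higher and 1 lower when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.0159 from camera, and adjusted p = 0.696 with an estimated correlation). Among them Fdft1 (1.24, standard error 0.12, adjusted p = 0.000125) and Sqle (0.95, standard error 0.087, adjusted p = 0.000100) rose, Sqle from chromosome 15 and Fdft1 from a stretch of 50 tested genes of chromosome 14 with a median of 0.60. With fry, which tests a list against no change and not against the other genes, the cholesterol set did not pass (adjusted p = 0.0615). For fatty acid uptake, binding and activation, 9 were higher, 3 lower and 4 did not pass of 16 (9 higher and 3 lower when adjusted over the list alone), with a median of 0.46. The set did not pass (adjusted p = 0.0579 from camera, and adjusted p = 0.488 with an estimated correlation), but passed without NHRI-1-E4 replicate 3 (adjusted p = 0.0436), NHRI-8-B4 replicate 1 (adjusted p = 0.0367) or NHRI-8-B4 replicate 3 (adjusted p = 0.0484). With camera it also passed with the replicate number as a block (adjusted p = 0.0457), no filter (adjusted p = 0.0305) and all 24 libraries in 1 fit (adjusted p = 0.0180). Fry called it too (adjusted p = 0.00503). For fatty acid synthesis, elongation and desaturation, 10 were higher, 4 lower and 11 did not pass of 25 (10 higher and 5 lower when adjusted over the list alone), and the set did not pass (adjusted p = 0.305 from camera, and adjusted p = 0.744 with an estimated correlation). For mitochondrial fatty acid oxidation, 9 were higher, 11 lower and 8 did not pass of 28 (10 higher and 11 lower when adjusted over the list alone). Its median was −0.083 and its mean 0.19, and the set did not pass (adjusted p = 0.784 from camera, and adjusted p = 0.815 with an estimated correlation). Ehhadh (2.39) and Cpt1c (1.86) were among its members with the smallest adjusted p-values, at most 8.21e-05. From the genes of fat uptake and oxidation, fat synthesis and glycolysis, the paper proposes that NHRI-8-B4 cells use lipid and glucose metabolism to sustain proliferation, as in the Warburg effect.

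**Figure D1:**
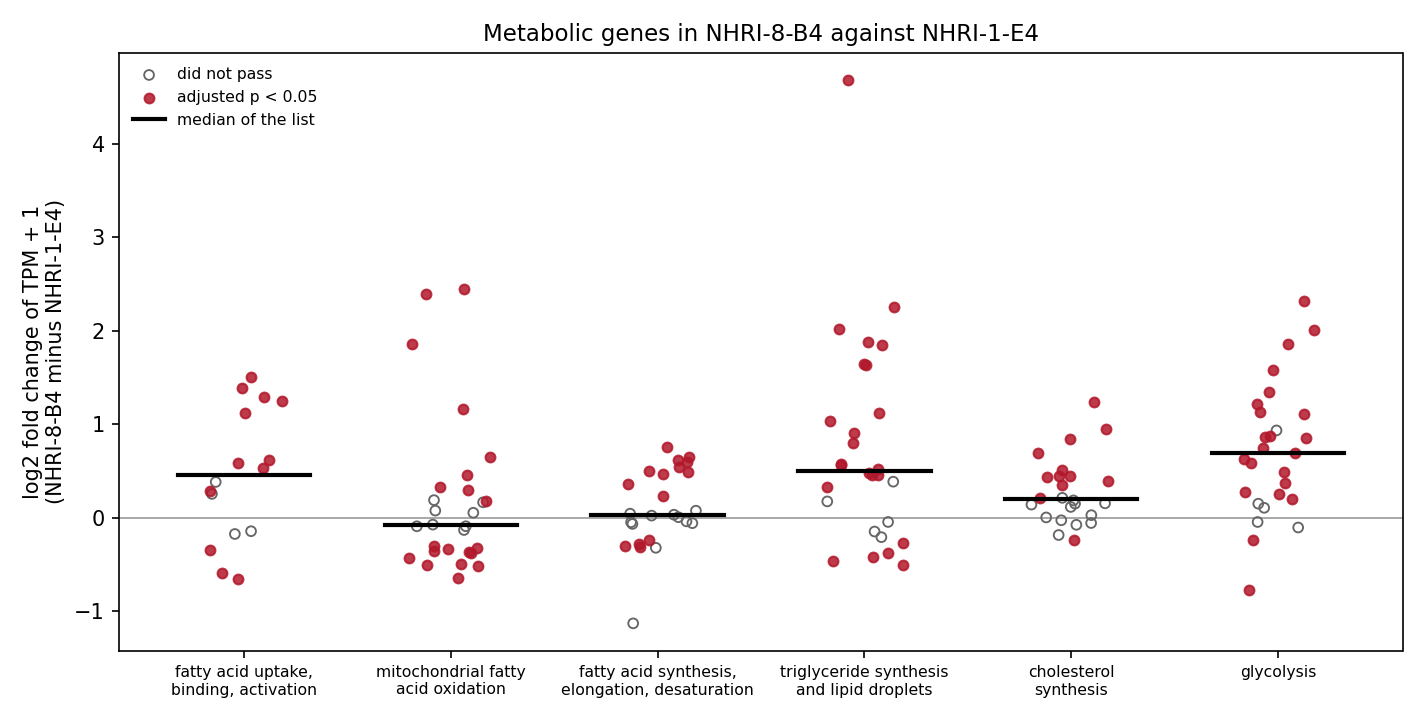
Log2 fold change of NHRI-8-B4 against NHRI-1-E4 for each tested gene of 6 metabolic gene lists, 1 point per gene, with 3 libraries per line. Filled red points passed at an adjusted p under 0.05 (limma), open points did not, and black bars mark the list medians, from −0.083 for mitochondrial fatty acid oxidation to 0.69 for glycolysis.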

Elevated expression of genes involved in lipid uptake, synthesis, elongation, desaturation and storage in NHRI-8-B4 cells was confirmed by quantitative PCR (Supplementary Figures S4A–D), which may explain their higher lipid content compared to NHRI-1-E4 (Figure 1H, Supplementary Figure S4E). However, the higher utilization of lipid and glucose metabolism in NHRI-8-B4 cells did not result in a faster growth rate compared to NHRI-1-E4 cells, as revealed by *in vitro* luciferase activity (Figure 3F).

**FIGURE 3:**
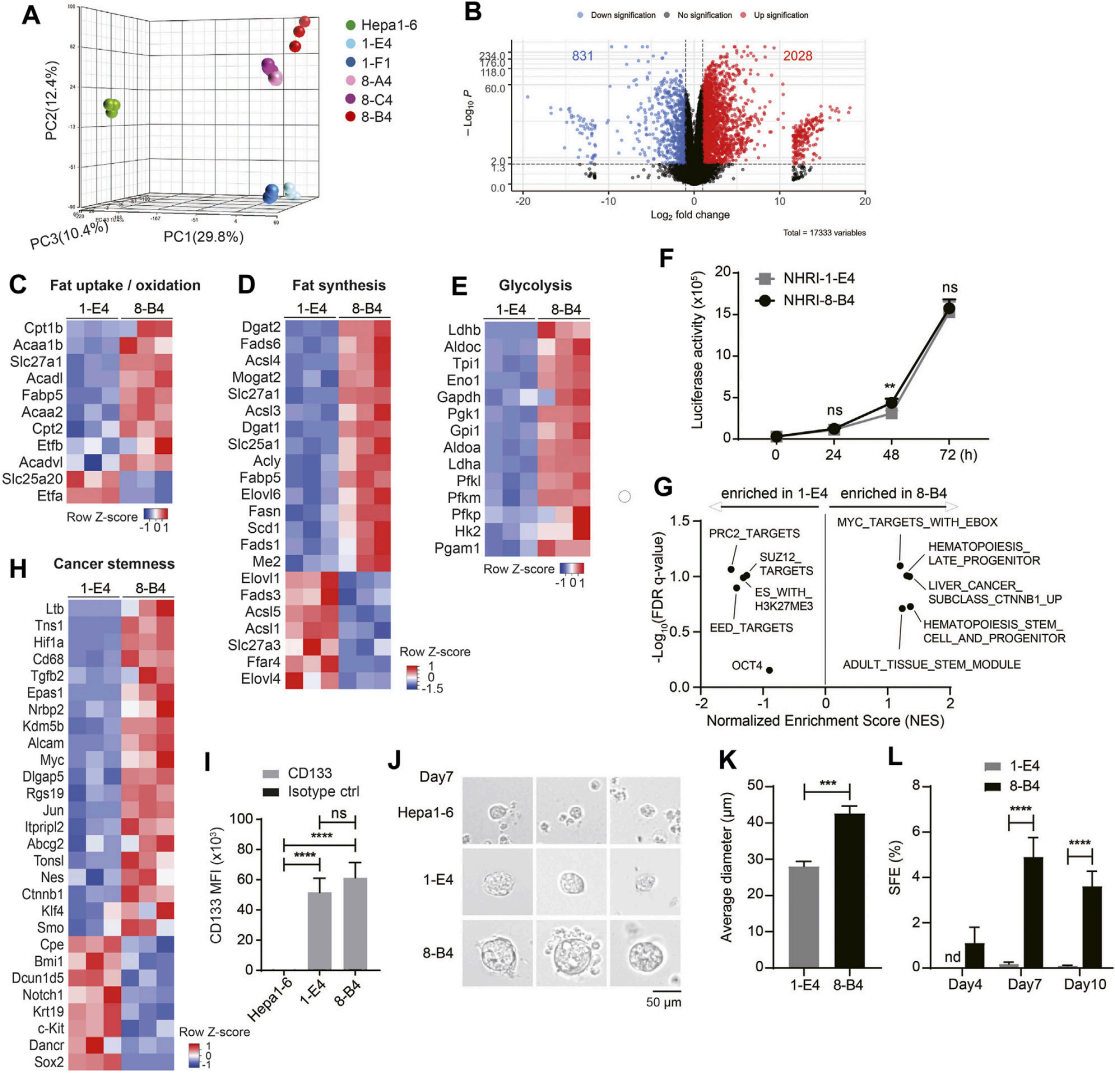
Transcriptional analyses show higher lipid metabolism and stemness in NHRI-8-B4 than NHRI-1-E4 cells. **(A)** Three-dimensional principal component analysis (PCA) visualizing the RNA-seq results of indicated HCC cell lines. **(B)** Volcano plot of RNA-Seq results showing log2 fold change versus -log *p* value. Heatmaps of genes involved in fat uptake/oxidation **(C)**, fat synthesis **(D)** and glycolysis **(E)**in NHRI-1-E4 and NHRI-8-B4 cells. **(F)** *In vitro* growth curves were generated based on luciferase activity. *n* = 6. **(G)** GSEA of cancer stemness gene sets. Normalized enrichment score (NES) > 0 indicates gene sets correlated with NHRI-8-B4 cells rather than NHRI-1-E4 cells. **(H)** Heatmaps of genes involved in cancer stemness. **(I)** CD133 expression on indicated cells. *n* = 3. **(J)** Representative images of spheres formed from indicated cells in serum-free culture for 7 days. Scale bar, 50 μm. **(K)** Average diameter (μm) of spheres measured at day 7. *n* = 3. **(L)** Spheres (diameter >40 μm) from each cell line are quantified by Leica X software to calculate sphere formation efficiency (SFE; %). *n* = 3. Data are representative of three independent experiments **(I–L)**. nd, not detected; ns, not significant; **p < 0.01; ***p < 0.001; ****p < 0.0001 *via* two-way ANOVA **(F, I, L)** or unpaired *t*-test **(K)**.

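Wnt/beta-catenin signaling switches on target genes such as Tnfrsf19, Oat and Slc1a2, and Polycomb complexes hold developmental regulators such as the Hox and Zic genes silent. In NHRI-8-B4 the tested Wnt target genes that changed were all higher than in NHRI-1-E4. Most tested members of a list of Polycomb-target developmental regulators were higher in NHRI-1-E4, and Polycomb binding was not measured. Zic2 stood at 22.4 ± 1.36 TPM in NHRI-1-E4 and 0.247 ± 0.118 in NHRI-8-B4, and Hoxb6 at 29.3 ± 2.86 and 1.06 ± 0.209 (mean ± SD, n = 3 libraries per line). Of 33 listed Wnt/beta-catenin targets 16 were tested, and the others, the feedback target Axin2 among them, were below the TPM minimum. Of these 16, 10 were higher, 0 lower and 6 did not pass (10 higher and 0 lower when adjusted over the list alone). The median log2 fold change was 0.61 (adjusted p = 0.00375 from camera, and adjusted p = 0.296 with an estimated correlation). The call was lost without the filter on low values (adjusted p = 0.0681). The members with the smallest p were Tnfrsf19 (2.94, standard error 0.13, adjusted p = 4.19e-06), Oat (0.52, standard error 0.067, adjusted p = 0.000481) and Slc1a2 (1.32, standard error 0.17, adjusted p = 0.000513) (limma); Oat is a mitochondrial aminotransferase and Slc1a2 a glutamate transporter. Of 155 listed Polycomb-target developmental regulators only 55 were tested, the others being below the TPM minimum. Of these 55, 13 were higher, 35 lower and 7 did not pass (13 higher and 38 lower when adjusted over the list alone). The median was −0.84 (adjusted p = 8.48e-05 from camera, and adjusted p = 0.463 with an estimated correlation). This call was lost when NHRI-1-E4 replicate 1, 2 or 3 was left out (adjusted p = 0.296, adjusted p = 0.256 and adjusted p = 0.192). In each case 123 of the 388 genes called lower were no longer tested, Sox2 and Zic2 of this list among them. Hoxb6 had a log2 fold change of −3.88 (standard error 0.12, adjusted p = 1.13e-06) and Hoxa13 of −2.84 (standard error 0.22, adjusted p = 4.97e-05). Of 40 MYC targets in ribosome biogenesis and growth, 2 were higher, 23 lower and 15 did not pass (2 higher and 23 lower when adjusted over the list alone), with a median of −0.30 (adjusted p = 0.000240 from camera, and adjusted p = 0.488 with an estimated correlation). Rrp12 (−0.89), Nolc1 (−0.70) and Ddx21 (−0.59), which act in ribosome assembly, were lower at adjusted p-values of at most 0.000169. Of 22 cancer stem cell and pluripotency markers, 8 were higher, 5 lower and 9 did not pass (8 higher and 5 lower when adjusted over the list alone). The set did not pass (adjusted p = 0.626 from camera, and adjusted p = 0.787 with an estimated correlation), and among its members Aldh1a3, an aldehyde dehydrogenase, and the adhesion molecule gene Icam1 were higher in NHRI-8-B4 (3.04 and 3.75, adjusted p = 1.08e-05 and adjusted p = 1.23e-05). The gene sets of Figure 3G were not used here.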

GSEA revealed that NHRI-8-B4 cells expressed distinct sets of genes related to cancer stemness, including CHIANG LIVER CANCER SUBCLASS CTNNB1 UP (Chiang et al., 2008) (normalized enrichment score (NES) = 1.36, false discovery rate (FDR) *q* value = 0.10), IVANOVA HEMATOPOIESIS STEM CELL AND PROGENITOR (Ivanova et al., 2002) (NES = 1.36, FDR *q* value = 0.19), and IVANOVA HEMATOPOIESIS LATE PROGENITOR (Ivanova et al., 2002) (NES = 1.31, FDR *q* value = 0.10), whereas NHRI-1-E4 cells expressed other stemness related gene sets, including BENPORATH PRC2 TARGETS (NES = −1.51, FDR *q* value = 0.09), BENPORATH EED TARGETS (NES = −1.42, FDR *q* value = 0.13), and BENPORATH ES WITH H3K27ME3 (NES = -1.31, FDR *q* value = 0.10) (Figure 3G) (Ben-Porath et al., 2008). Expression of the *Ctnnb1*, *Myc* (downstream of the WNT/*β*-catenin signaling pathway), *Hif1α*, *Tgfb2*, *Alcam*, and *Ltb* genes were enriched in NHRI-8-B4 cells (Figure 3H, Supplementary Figure S4F). 

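Ctnnb1 encodes beta-catenin, Hif1a the oxygen-regulated subunit of hypoxia-inducible factor 1, Tgfb2 a transforming growth factor, Alcam an adhesion molecule and Ltb the cytokine lymphotoxin beta. All 6 mRNAs, Myc included, were higher in NHRI-8-B4 than in NHRI-1-E4. The largest differences were in Ltb, at 47.2 ± 28.2 TPM against 1.24 ± 0.570, and Hif1a, at 393 ± 21.3 against 86.0 ± 9.36 (mean ± SD, n = 3 libraries per line). Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530) had a log2 fold change of 2.18 (standard error 0.085, adjusted p = 2.5e-06, limma) and Ltb (ENSMUSG00000024399, chromosome 17 from 35194439 to 35196320) of 4.25 (standard error 0.47, adjusted p = 0.000227). Ctnnb1 (ENSMUSG00000006932, chromosome 9 from 120929216 to 120960507) stood at 681 ± 39.3 TPM in NHRI-8-B4 and 539.9 ± 15.0 in NHRI-1-E4 (log2 fold change 0.33, standard error 0.063, adjusted p = 0.00290, limma). Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) stood at 77.0 ± 16.7 TPM in NHRI-8-B4 and 46.2 ± 4.40 in NHRI-1-E4 (log2 fold change 0.71, standard error 0.14, adjusted p = 0.00417, limma); it lies on chromosome 15, whose genes had a median log2 fold change of 0.42. Alcam (ENSMUSG00000022636, chromosome 16 from 52248996 to 52454074) stood at 92.8 ± 9.02 TPM in NHRI-8-B4 and 50.8 ± 1.97 in NHRI-1-E4 (log2 fold change 0.85, standard error 0.080, adjusted p = 0.000109, limma). Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) stood at 2.82 ± 1.29 TPM in NHRI-8-B4 and 0.994 ± 0.158 in NHRI-1-E4 (log2 fold change 0.88, standard error 0.26, adjusted p = 0.0201, limma). Its call was lost without NHRI-1-E4 replicate 2 (adjusted p = 0.0560) or 3 (adjusted p = 0.0624), without NHRI-8-B4 replicate 2 (adjusted p = 0.0700) or 3 (adjusted p = 0.0612), and without the filter on low values (adjusted p = 0.0717). Against its sister clones NHRI-8-A4 and NHRI-8-C4, Hif1a was higher in NHRI-8-B4 as well (1.61, standard error 0.052, adjusted p = 1.15e-14). Of 27 tested genes of Figure 3H, 19 were higher, 7 lower and 1 (Klf4) did not pass, the same as when adjusted over the list alone. The smallest adjusted p-values of the figure's genes were those of Sox2 (adjusted p = 7.79e-07), which was lower, Tns1 and Hif1a. Tns1, for a focal adhesion protein, stood at 21.5 ± 3.33 TPM in NHRI-8-B4 and 0.785 ± 0.0673 in NHRI-1-E4 (3.64, standard error 0.13, adjusted p = 2.17e-06), and the intermediate filament gene Nes had 0.37 (adjusted p = 0.0195). Cpe, Bmi1, Dcun1d5, Notch1, Krt19, Dancr and Sox2 were lower, Krt19 with a log2 fold change of −1.07 (standard error 0.14, adjusted p = 0.000559).

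**Figure D2:**
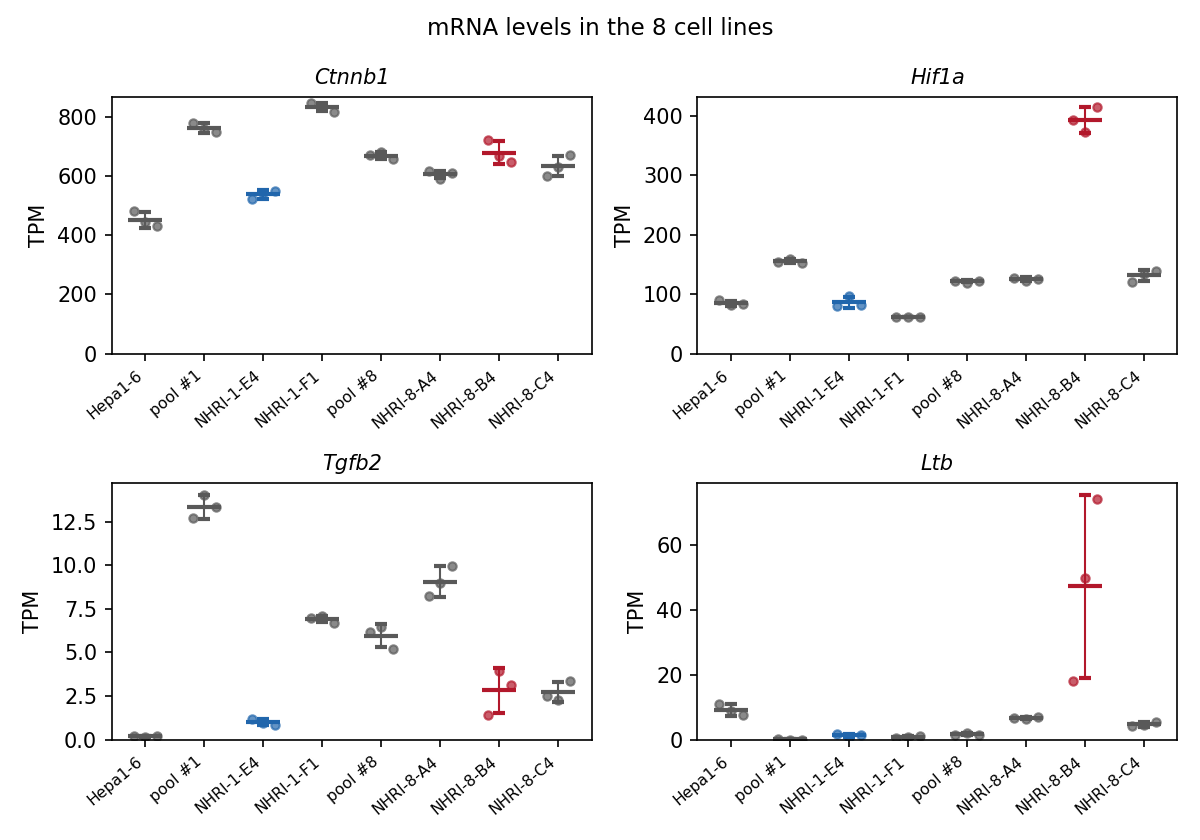
TPM of Ctnnb1, Hif1a, Tgfb2 and Ltb in each library of the 8 lines, 3 per line, with the mean and SD of each line; NHRI-1-E4 in blue and NHRI-8-B4 in red. Hif1a is at 393 TPM in NHRI-8-B4 and at most 155 elsewhere (pool #1), whereas Ctnnb1 is highest in NHRI-1-F1 (835 TPM) and Tgfb2 in pool #1 (13.4).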

HIF and Myc crosstalk has been proposed, and the overexpression of Myc has been shown to increase HIF expression and activity (Li et al., 2020). The distinct patterns of expression of genes involved in cancer stemness between NHRI-1-E4 and NHRI-8-B4 did not affect their *in vitro* proliferative capacity, but have the potential to affect their cancer stemness and *in vivo* cancer progression.

### NHRI-8-B4 Cells Show Stronger Cancer Stemness than NHRI-1-E4 Cells

Both the NHRI-1-E4 and NHRI-8-B4 cell lines were CD44^high^ and CD133^high^, whereas Hepa1-6 cells expressed low levels of CD44 and CD133 (Figures 1G, 3I). Consistent with transcriptional profiles, both NHRI-1-E4 and NHRI-8-B4 were cancer stem cell-like cell lines. We further examined whether there was variation in cancer stemness function by sphere formation assay (Bahmad et al., 2018). Equal numbers of the three HCC cell lines, Hepa1-6, NHRI-1-E4, and NHRI-8-B4 cells, were seeded (equal cell number confirmed in Supplementary Figure S4G) and sphere formation was observed at days 4, 7, and 10. Significant sizes and numbers of spheres were observed in NHRI-1-E4 and NHRI-8-B4 cultures starting at day 7, whereas fewer and smaller spheres were observed in Hepa1-6 culture (Figure 3J). The average diameter of spheres formed from NHRI-1-E4 cells (28.03 ± 1.38 μm) were much smaller than those from NHRI-8-B4 cells (42.62 ± 2.03 μm) at day 7 (Figures 3J,K). The sphere formation efficiency (SFE) of NHRI-8-B4 cells peaked at day 7 at 4.9%, whereas the SFE of NHRI-1-E4 cells was 0.17% at day 7 (Figure 3L), which suggests that NHRI-8-B4 cells are higher in stemness compared to NHRI-1-E4 cells.

### Endogenous and Exogenous Lipids Are Required for Sphere Formation

Lipid metabolism, including *de novo* FA synthesis and lipid desaturation, are involved in cancer pathogenesis in many cancer types (Menendez and Lupu, 2007). We therefore examined whether activated lipid metabolism in NHRI-8-B4 cells contributed to their high degree of cancer stemness. *De novo* lipid synthesis can be inhibited by the FASN inhibitors triclosan and TVB-2640 and the SREBP inhibitor fatostatin. NHRI-1-E4 and NHRI-8-B4 cells were able to tolerate triclosan, TVB-2640 and fatostatin at concentrations of 20 μM, 300 nM and 5 μM, respectively, during *in vitro* proliferation (Supplementary Figures S5A,B). We then treated the HCC cells with 10 μM triclosan, 300 nM TVB-2640 and 5 μM fatostatin, respectively, in the sphere formation assay. Inhibition of FASN by triclosan or TVB-2640 caused significant reduction of sphere formation in NHRI-1-E4 cells, but only slight reduction in NHRI-8-B4 cells (Figure 4A, arrows). This suggests that NHRI-1-E4 cells, but not NHRI-8-B4 cells, rely on *de novo* FA synthesis to maintain their cancer stemness. SREBP1 is a master transcriptional factor for lipid metabolism and is activated by PI3K/Akt signaling, which subsequently regulates not only expression of genes involved in *de novo* lipogenesis (FASN, ACC), but also genes involved in FA re-esterification, FA desaturation, and elongation (Hagen et al., 2010; Guo et al., 2014). Therefore, fatostatin treatment dramatically reduced sphere formation in both NHRI-1-E4 and NHRI-8-B4 cells (Figures 4A,B), suggesting increased FA re-esterification, FA desaturation, or elongation by activation of SREBP1 may play an important role in cancer stemness (Figure 4C). We then treated the two cell lines with 1.5 nM stearoyl-CoA desaturase1 (SCD1) inhibitor, CAY10566, and found that only the SFE of NHRI-8-B4 but not that of NHRI-1-E4 slightly decreased when FA desaturation was inhibited (Figures 4A,B).

**FIGURE 4:**
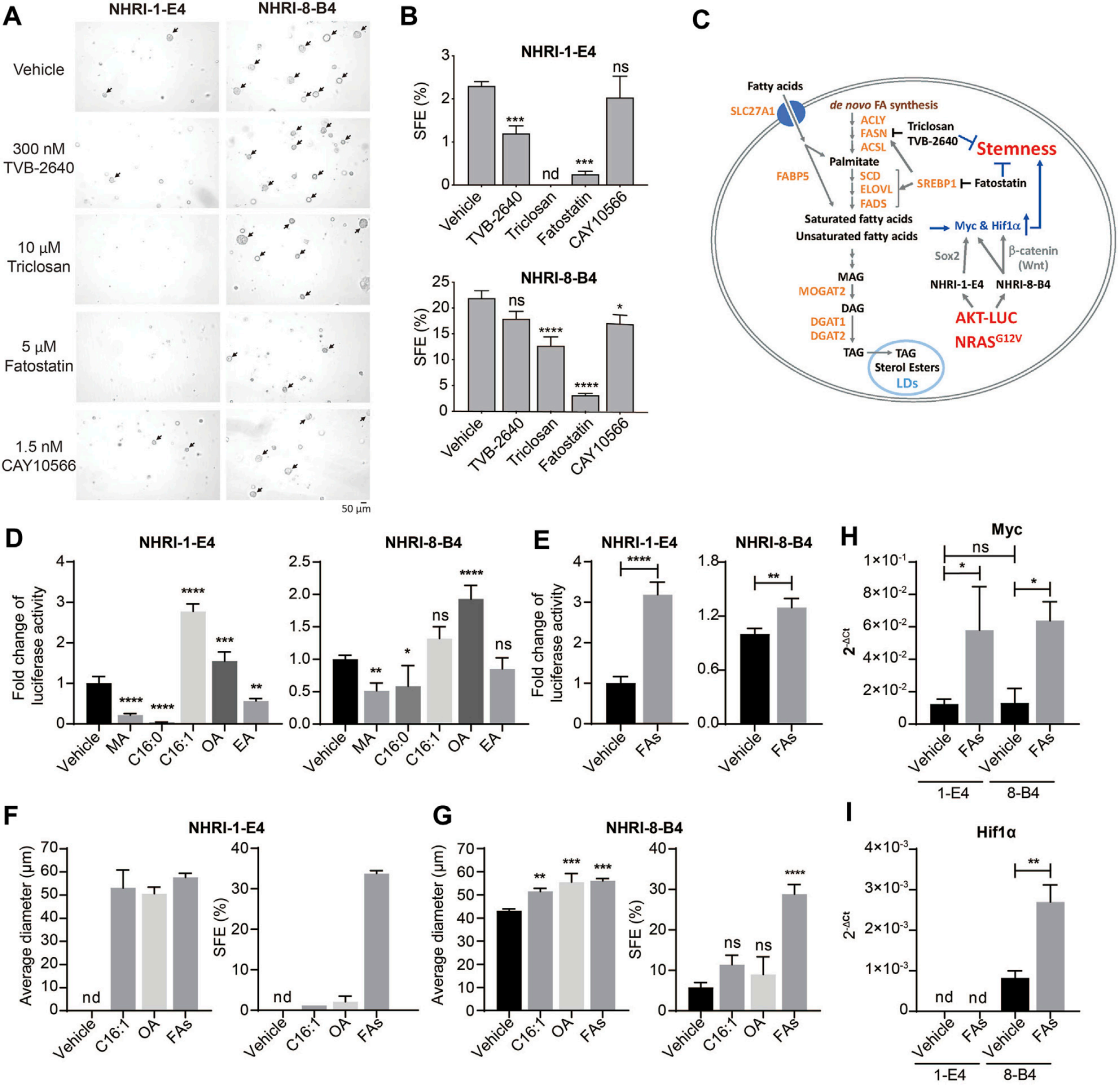
Endogenous and exogenous lipids contribute to cell proliferation and stemness of NHRI-1-E4 and NHRI-8-B4 cells. **(A)** Representative spheres, indicated by arrows, formed at day 7 in the presence of indicated inhibitors. **(B)** SFE (%) from **(A)**. *n* = 3. **(C)** Schematic representation of crosstalk between lipid metabolism and cancer stemness in NHRI-1-E4 and NHRI-8-B4 cells. Growth of NHRI-1-E4 and NHRI-8-B4 for 72 h with 150 μM indicated fatty acid **(D)** or 150 μM multiple fatty acids (FAs) **(E)**; combination of five fatty acids used in **(D)**. *n* = 4. **(F,G)** Average diameter (μm) of spheres and SFE (%) of each cell line with indicated treatment for 7 days. *n* = 3. Levels of Myc **(H)** and Hif1α **(I)** mRNA in NHRI-1-E4 and NHRI-8-B4 cells with 150 μM multiple fatty acid treatment (FAs) for 24 h. *n* = 3. Data are representative of two **(A,B,F,G)**, four **(D,E)**, or three **(H,I)** independent experiments. nd, not detected; ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 via one-way **(B,D,G)** or two-way **(H)** ANOVA, or unpaired *t*-test **(E,I)**. MA, myristic acid; C16:0: palmitic acid; C16:1: palmitoleic acid; OA, oleic acid; EA, erucic acid.

We next examined the role of FAs generated downstream of SREBP1 signaling in the promotion of proliferation and cancer stemness in these HCC cell lines. We observed an increase of neutral lipid content in both NHRI-1-E4 and NHRI-8-B4 when treated with indicated FAs (Supplementary Figures S5C,D). Treatment of saturated FAs, myristic acid (MA, C14:0) and palmitic acid (C16:0), suppressed growth of NHRI-1-E4 and NHRI-8-B4 cells. In contrast, MUFAs, palmitoleic acid (C16:1 n-7) and oleic acid (OA, C18:1 n-9), promoted growth of NHRI-1-E4 and NHRI-8-B4 cells (Figure 4D). NHRI-1-E4 cells favored palmitoleic acid over oleic acid, with the reverse occurring in NHRI-8-B4 cells. Combination of the five examined FAs (MA, palmitic acid, palmitoleic acid, OA, and erucic acid (EA, C22:1n-9) in equal concentration also promoted growth of both NHRI-1-E4 and NHRI-8-B4 cells (Figure 4E). Treatment with a single MUFA (palmitoleic acid or oleic acid) or multiple FAs increased the size and number of spheres formed from either NHRI-1-E4 or NHRI-8-B4 cells (Figures 4F,G). Treatment with the combined five FAs resulted in the most dramatic enhancement of cancer stemness for both NHRI-1-E4 and NHRI-8-B4 cell lines. Thus, we analyzed mRNA levels of stemness related genes and found that expression of *Myc* was upregulated by FA treatment in both cell lines (Figure 4H), whereas upregulated expression of Hif1α by FA treatment only was observed in NHRI-8-B4 (Figure 4I). Together, these results demonstrate that NHRI-1-E4 cells are more dependent on exogenous FAs than NHRI-8-B4 cells for promotion of proliferation and cancer stemness, whereas NHRI-8-B4 cells had a higher lipid metabolic rate and accumulated more endogenous FAs than NHRI-1-E4 cells and therefore less dependent on *de novo* FA synthesis or exogenous FAs.

### NHRI-8-B4 Cells Grow Aggressively and Stably than NHRI-1-E4 Cells or Hepa1-6 *in Vivo*

Since NHRI-8-B4 cells showed no advantage in *in vitro* growth but stronger cancer stemness compared to NHRI-1-E4 cells, we assessed the *in vivo* growth capacity of both cell lines in comparison to Hepa1-6. Equal numbers of NHRI-1-E4 or NHRI-8-B4 cells and Hepa1-6 were subcutaneously injected into the left groin and the right groin, respectively, of C57BL/6j mice (Figure 5A). NHRI-8-B4 cells and NHRI-1-E4 gradually grew and Hepa1-6 grew significantly slower than NHRI-8-B4 and NHRI-1-E4 in the same mice (Figure 5B). At the end point, Hepa1-6 tumors were much smaller than NHRI-1-E4 or NHRI-8-B4 tumors (Figures 5C,D). We also inoculated Hepa1-6 alone in C57BL/6j mice to exclude the possible interference in its tumor growth from the other HCC tumors and observed that only 3 out of the 8 inoculated mice developed visible Hepa1-6 tumors within 50 days (Supplementary Figure S6A). In another set of experiment, we inoculated equal numbers of NHRI-1-E4 and NHRI-8-B4 into the left and the right groins, respectively. NHRI-8-B4 cells showed a continuous increase in total flux from day 1 to the end point, whereas NHRI-1-E4 cells showed a downtrend of total flux from day 1 to day 4, followed by an upward trend until the end point (Supplementary Figure S6B). At the end point, NHRI-8-B4 tumors were larger than NHRI-1-E4 tumors (Supplementary Figures S6C,D), which indicated more aggressive *in vivo* growth of NHRI-8-B4-derived tumors compared to those developing from NHRI-1-E4 cells. Progression of orthotopic tumors derived from NHRI-1-E4 and NHRI-8-B4 cells was similar in that NHRI-8-B4 tumors grew faster than NHRI-1-E4 tumors (Figures 5E,F), leading to giant HCC-bearing liver tissue in mice injected with NHRI-8-B4 cells (Figures 5G,H). NHRI-1-E4 tumors developed at lower incidence in the liver at 62.5% (5/8), compared to 100% (5/5) incidence of NHRI-8-B4 tumors after orthotopic inoculation with 1 × 10^5^ tumor cells (data not shown). Histological examination of the subcutaneous tumors showed that NHRI-1-E4 and NHRI-8-B4 tumor cells were similar to Hepa1-6 tumors. The tumors were composed of hyperchromatic cancer cells with high nuclear/cytoplasmic ratio and arranged in thin trabecular patterns. Immunohistochemical stains for the 3 above mentioned subcutaneous tumors were strongly positive for CK18 and albumin in the cytoplasm diffusely, while stains for CK19 in Hepa1-6 were completely negative, and positive in NHRI-1-E4 and NHRI-8-B4 only focally (Supplementary Figure S6E). The histological results echoed the transcriptomic analysis and suggest that NHRI-1-E4 and NHRI-8-B4 harbor features of hepatocyte-originated carcinoma with poor differentiation.

**FIGURE 5:**
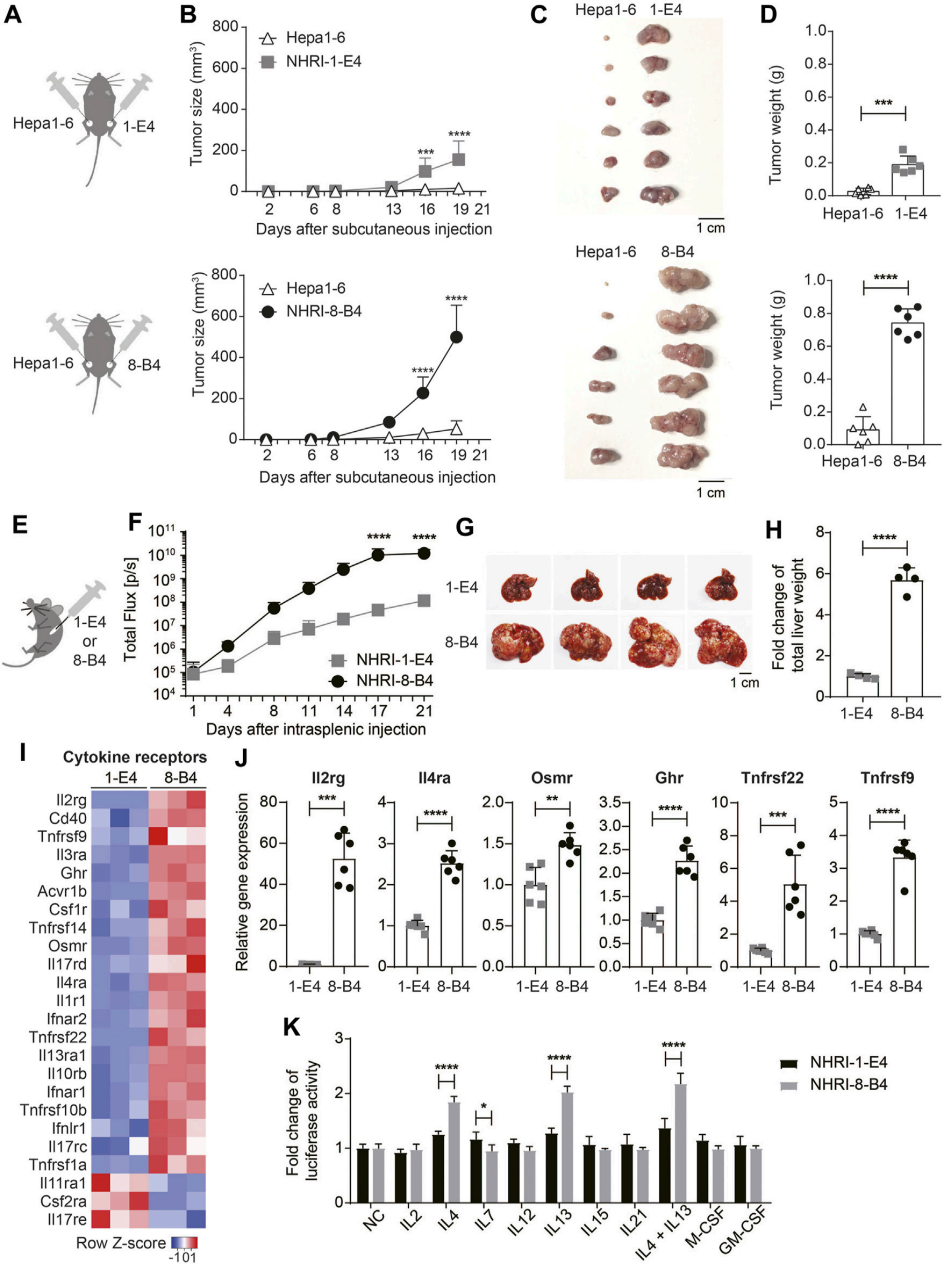
NHRI-8-B4 cells grow more aggressively and stably than NHRI-1-E4 cells or Hepa1-6 *in vivo*. **(A)** Schematic depiction of subcutaneous inoculation of Hepa1-6 (6 × 10^5^) and NHRI-1-E4 (6 × 10^5^) or NHRI-8-B4 (6 × 10^5^) cells in groins of male C57BL/6j mice. **(B)** Subcutaneous tumor size was measured from day 2 to day 19 after inoculation. *n* = 6. Gross appearance **(C)** and tumor weight **(D)** at day 22. *n* = 6. **(E)** Schematic depiction of intrasplenic inoculation of mice with NHRI-1-E4 (1 × 10^5^) or NHRI-8-B4 (1 × 10^5^) cells. **(F)** Hepatic tumor progression. *n* = 4. Liver appearance **(G)** and relative weight **(H)** at day 22. *n* = 4. **(I)** Heatmap of cytokine receptors from RNA-Seq results. **(J)** Levels of mRNA of indicated genes in NHRI-1-E4 and NHRI-8-B4 cells. *n* = 6. **(K)** Cell growth after treatment for 72 h with indicated cytokines at the following concentrations: 250 U/ml IL2, 50 ng/ml IL4, 50 ng/ml IL7, 50 ng/ml IL12, 50 ng/ml IL13, 50 ng/ml IL15, 50 ng/ml IL21, 50 ng/ml IL4 plus 50 ng/ml IL13, 100 ng/ml M-CSF, and 100 ng/ml GM-CSF. *n* = 5. Data are representative of two independent experiments **(F–H,J,K)**. NC, no treatment control; *p < 0.05; **p < 0.01; ****p < 0.0001 *via* two-way ANOVA **(B,F,K)** or unpaired *t*-test **(D,H,J)**.

### Cytokine Receptor Expression in NHRI-8-B4 Cells Is Correlated with Aggressive Growth

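Il2rg encodes the gamma chain that several interleukin receptors share, Acvr1b a type I receptor for activins, Il3ra the ligand-binding chain of the interleukin-3 receptor, and Tnfrsf19 a TNF receptor family member. All were higher in NHRI-8-B4 than in NHRI-1-E4. Il2rg stood at 27.4 ± 6.35 TPM in NHRI-8-B4 and 0.790 ± 0.211 in NHRI-1-E4 (log2 fold change 3.97, standard error 0.17, adjusted p = 3.77e-06, limma), n = 3 libraries per line. Among the other lines its highest mean was 1.56 TPM, in NHRI-8-A4. Il2rg (ENSMUSG00000031304) lies on chromosome X from 101264378 to 101268255. Of 51 tested cytokine and growth factor receptors, 30 were higher, 8 lower and 13 did not pass (30 higher and 8 lower when adjusted over the list alone), with a median log2 fold change of 0.49. As a set they were higher (adjusted p = 0.000114 from camera, and adjusted p = 0.296 with an estimated correlation). Acvr1b stood at 40.6 ± 3.14 TPM in NHRI-8-B4 and 10.2 ± 0.259 in NHRI-1-E4 (log2 fold change 1.90, standard error 0.079, adjusted p = 3.21e-06, limma) and lies on chromosome 15, where most genes had a log2 fold change above 0. Il3ra stood at 22.8 ± 0.275 TPM in NHRI-8-B4 and 5.41 ± 0.811 in NHRI-1-E4 (log2 fold change 1.90, standard error 0.11, adjusted p = 1.14e-05, limma). Among the 24 receptor genes of Figure 5I, 22 were tested, of which 19 were higher, 2 lower (Il11ra1 and Csf2ra) and 1 (Ifnlr1) did not pass (20 higher and 2 lower when adjusted over the list alone). Cd40 and Il17re were below the TPM minimum. Of the genes of the figure, 10 were higher by at least 2-fold.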

Analysis of the transcriptome demonstrated that, in comparison to NHRI-1-E4 cells, NHRI-8-B4 cells had upregulated gene expression of numerous cytokine receptors, with especially high levels of interleukin-2 receptor subunit gamma (Il2rg; Figures 5I,J). Il2rg is the common subunit of cytokine receptors for IL-2, IL-4, IL-7, IL-9, IL-15, and IL-21 (Rochman et al., 2009). We therefore examined whether NHRI-8-B4 cells utilized cytokines as growth factors more efficiently than NHRI-1-E4 cells. NHRI-1-E4 and NHRI-8-B4 cells were treated with individual cytokines, including IL-2, IL-4, IL-7, IL-12, IL-13, IL-15, IL-21, M-CSF, GM-CSF, and IL-4 combined with IL-13, for 72 h. Among these cytokines, only IL-4, IL-13, and IL-4 combined with IL-13 dramatically promoted the *in vitro* growth of NHRI-8-B4 cells, but the effect on growth was not observed in NHRI-1-E4 cells (Figure 5K). 

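Il4ra encodes the chain that binds interleukin-4 and, paired with the product of Il13ra1, also transmits interleukin-13, while Il13ra2 encodes a second, decoy-type receptor for interleukin-13. Il4ra and Il13ra1 mRNA were higher in NHRI-8-B4 than in NHRI-1-E4, and Il13ra2 was near the lower end of the values in both. Il4ra (ENSMUSG00000030748, chromosome 7 from 125552120 to 125579474) stood at 31.9 ± 1.81 TPM in NHRI-8-B4 and 11.1 ± 1.26 in NHRI-1-E4 (log2 fold change 1.45, standard error 0.10, adjusted p = 2.42e-05, limma), n = 3 libraries per line. Il13ra1 (ENSMUSG00000017057, chromosome X from 36112110 to 36171259) stood at 84.9 ± 2.71 TPM in NHRI-8-B4 and 44.4 ± 2.61 in NHRI-1-E4 (log2 fold change 0.92, standard error 0.064, adjusted p = 2.82e-05, limma). Il13ra2 (ENSMUSG00000031289, chromosome X from 147383476 to 147429192) was listed at 0 in every NHRI-1-E4 library and stood at 0.413 ± 0.150 TPM in NHRI-8-B4, below the TPM minimum, so it was not tested and no fold is given. It was more abundant in pool #8 (0.909 ± 0.175 TPM) and NHRI-8-A4 (1.99 ± 0.0689). Il4ra reached its highest mean in pool #1 (43.1 ± 0.235 TPM), and Il13ra1 was higher in NHRI-8-C4 (71.1 ± 4.62) and NHRI-8-A4 (67.5 ± 2.20) than in NHRI-1-E4 too. The spread between libraries was smaller than either difference between NHRI-8-B4 and NHRI-1-E4.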

Expression of *Il4ra*, *Il13ra1*, and *Il13ra2* (data not shown due to no expression in NHRI-1-E4) genes were higher in NHRI-8-B4 cells than in NHRI-1-E4 cells (Figures 5I,J). These results suggest that IL-4 and IL-13 signaling may have roles in NHRI-8-B4 tumor progression.

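Osmr encodes a receptor chain for oncostatin M and Ghr the growth hormone receptor. Tnfrsf22 is a decoy receptor of the TNF receptor family, and Tnfrsf9, or 4-1BB, a costimulatory receptor of the same family. Each was higher in NHRI-8-B4 than in NHRI-1-E4. Osmr (ENSMUSG00000022146, chromosome 15 from 6813577 to 6874969) stood at 27.7 ± 3.53 TPM in NHRI-8-B4 and 7.90 ± 0.659 in NHRI-1-E4 (log2 fold change 1.68, standard error 0.11, adjusted p = 2.37e-05, limma), n = 3 libraries per line. Ghr (ENSMUSG00000055737, chromosome 15 from 3317760 to 3583492) stood at 14.9 ± 0.873 TPM in NHRI-8-B4 and 3.60 ± 0.968 in NHRI-1-E4 (log2 fold change 1.81, standard error 0.16, adjusted p = 7.44e-05, limma). Both genes lie on chromosome 15, where 82.0% of 561 tested genes had a log2 fold change above 0 in NHRI-8-B4, passing the test or not. Tnfrsf22 (ENSMUSG00000010751, chromosome 7 from 143634806 to 143649661) stood at 63.5 ± 7.85 TPM in NHRI-8-B4 and 32.4 ± 0.488 in NHRI-1-E4 (log2 fold change 0.94, standard error 0.090, adjusted p = 0.000124, limma). Tnfrsf9 (ENSMUSG00000028965, chromosome 4 from 150914562 to 150946102) stood at 2.39 ± 1.52 TPM in NHRI-8-B4 and 0.518 ± 0.240 in NHRI-1-E4 (log2 fold change 1.08, standard error 0.30, adjusted p = 0.0157, limma); the call was lost without NHRI-1-E4 replicate 3 (adjusted p = 0.0562) and without the filter on low values (adjusted p = 0.0595). It lies in a stretch of 50 tested genes of chromosome 4 whose median log2 fold change was 0.69. In Hepa1-6 the means were 3.20 TPM for Osmr, 4.06 for Ghr, 121 for Tnfrsf22 and 3.04 for Tnfrsf9.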

Besides *Il2rg* and *Il4ra*, *Osmr* (Oncostatin M receptor), *Ghr* (growth hormone receptor), *Tnfrsf22*, and *Tnfrsf9* were upregulated in NHRI-8-B4 cells compared to NHRI-1-E4 cells (Figure 5J). *Osmr* and *Ghr* are known to promote cancer progression (Yu et al., 2019; Strous et al., 2020), and Tnfrsf22 (DcR2), a member of the TNF receptor superfamily, has been shown to be a receptor for TRAIL, but lacks a functional death domain (Sag et al., 2019). Upregulation of *Tnfrsf22* in NHRI-8-B4 cells may result in TRAIL-resistance. *Tnfrsf9* (also known as 4-1BB or *Cd137*) expression has been well-studied in immune cells, but little is known about its function in tumor cells (Glorieux and Huang, 2019). The upregulation of expression of these cytokine receptor genes, as well as surface receptors, may contribute to the rapid progression of NHRI-8-B4 cell derived tumors. Further investigation is needed to characterize this process.

### NHRI-8-B4 Cells Recruit Myeloid Cells to the TME Through Chemokine Expression

The RNA-seq results revealed that the mRNA levels of several chemokines were more abundant in NHRI-8-B4 cells than in NHRI-1-E4 cells (Figure 6A), especially *Cxcl2* and *Cxcl3*, which were further confirmed by qPCR (Figure 6B). 

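Cxcl1, Cxcl2, Cxcl3 and Cxcl5 are ligands of the receptor CXCR2 that draw in neutrophils, Ccl2 draws in monocytes, and Cx3cl1 is a membrane-bound chemokine. In NHRI-8-B4 the CXCR2 ligands were higher than in NHRI-1-E4, and Cx3cl1 was lower. Cxcl3 stood at 129 ± 54.5 TPM in NHRI-8-B4 and 17.3 ± 4.29 in NHRI-1-E4 (log2 fold change 2.77, standard error 0.31, adjusted p = 0.000238, limma), n = 3 libraries per line, and Cxcl2 at 2.91 ± 1.63 TPM in NHRI-8-B4 and 0.122 ± 0.0684 in NHRI-1-E4 (log2 fold change 1.73, standard error 0.27, adjusted p = 0.00113, limma). Cxcl3 (ENSMUSG00000029379) lies on chromosome 5 from 90786103 to 90789600 and Cxcl2 (ENSMUSG00000058427) on chromosome 5 from 90903871 to 90905938. Cxcl1 stood at 91.4 ± 36.1 TPM in NHRI-8-B4 and 23.5 ± 0.713 in NHRI-1-E4 (log2 fold change 1.84, standard error 0.25, adjusted p = 0.000621, limma). Of the 9 chemokines of Figure 6A, 8 were higher and 1 lower, the same when adjusted over the list alone. The others that were higher were Cxcl5 (0.74, standard error 0.064, adjusted p = 7.63e-05), Cxcl16 (0.86, standard error 0.13, adjusted p = 0.000914), Cxcl17 (1.33, standard error 0.17, adjusted p = 0.000526), Ccl20 (0.96, standard error 0.34, adjusted p = 0.0433) and Ccl2 (0.47, standard error 0.17, adjusted p = 0.0428), and Ccl28 (−0.45, standard error 0.13, adjusted p = 0.0201) was lower (limma). Ccl2 was no longer called without any 1 of NHRI-1-E4 replicates 1, 2 and 3 (adjusted p = 0.122, adjusted p = 0.0619 and adjusted p = 0.104), without NHRI-8-B4 replicate 2 (adjusted p = 0.128) or 3 (adjusted p = 0.108), or without the filter on low values (adjusted p = 0.129). Ccl20 was no longer called without NHRI-1-E4 replicate 1, 2 or 3 (adjusted p = 0.108, adjusted p = 0.106 and adjusted p = 0.0801), without NHRI-8-B4 replicate 2 (adjusted p = 0.0824), or without that filter (adjusted p = 0.142), and Ccl28 without NHRI-8-B4 replicate 1 (adjusted p = 0.0811) or 2 (adjusted p = 0.0772). Ccl28 also lost its call with the replicate number as a block (adjusted p = 0.0519, limma). Of 18 chemokine genes listed in advance, 9 were higher, 4 lower and 5 did not pass (9 higher and 4 lower when adjusted over the list alone). Cx3cl1 was among the lower ones, at 34.7 ± 1.87 TPM in NHRI-8-B4 and 57.8 ± 1.10 in NHRI-1-E4 (log2 fold change −0.72, standard error 0.063, adjusted p = 7.93e-05, limma). The set did not pass (adjusted p = 0.164 from camera, and adjusted p = 0.698 with an estimated correlation); without NHRI-8-B4 replicate 1 it passed (adjusted p = 0.0427). Cxcl15 stood at 0.342 ± 0.117 TPM in NHRI-8-B4 and was listed at 0 in NHRI-1-E4.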

*Cxcl2* and *Cxcl3* are the major chemokines responsible for neutrophil recruitment. Myeloid cells, including tumor-associated macrophages (TAMs), monocytes, and neutrophils, are abundant in the HCC microenvironment and play a decisive role in HCC progression (Wan et al., 2015). We therefore analyzed the recruitment of myeloid cells in the TME in subcutaneous NHRI-1-E4 and NHRI-8-B4 tumors. NHRI-1-E4 and NHRI-8-B4 tumors were grown in the left and the right groins, respectively, of the same mice; therefore, the absolute number of tumor-associated myeloid cells directly reflects the chemoattractant ability of these two tumors. Tumor-associated neutrophils, monocytes, and macrophages were defined as Ly6C^int^ Ly6G^+^ MHC II^−^, Ly6C^high^ Ly6G^−^ MHC II^−^, and F4/80^+^ MHC II^+^, respectively, among CD45^+^ CD11b^+^ cells (Supplementary Figure S7A). We found that more neutrophils, monocytes, and macrophages accumulated in the NHRI-8-B4 TME than in the NHRI-1-E4 TME (Figure 6C). Similar results were observed in the orthotopic model, where more neutrophils, monocytes, and monocyte-derived macrophages (MoMs) were recruited to the NHRI-8-B4 TME than to the NHRI-1-E4 TME (Supplementary Figures S7B,C; Figure 6D). Accumulated neutrophils or monocytes, stained with anti-Gr-1, were far more apparent in the NHRI-8-B4 TME than in the NHRI-1-E4 TME in the liver (Figure 6E). We further analyzed the mRNA levels of chemokines and chemokine receptors in the subcutaneous and intrahepatic tumor tissues. As expected, expression of *Cxcl2*, *Cxcl3*, and corresponding receptors *Cxcr2* and *Cxcr4*, was significantly higher in the NHRI-8-B4 TME than in the NHRI-1-E4 TME (Figures 6F–H, Supplementary Figures S7E–G). In addition, *Cxcl15* and *Cxcl17* levels were enriched in the NHRI-8-B4 tumor tissues (Figure 6F; Supplementary Figure S7E) as well as in NHRI-8-B4 cells (Supplementary Figure S7D). The function of *Cxcl15* in the mouse is unknown, and *Cxcl17* is a chemoattractant factor for macrophages and dendritic cells (Sokol and Luster, 2015), which may explain the accumulation of macrophages in the NHRI-8-B4 TME.

**FIGURE 6:**
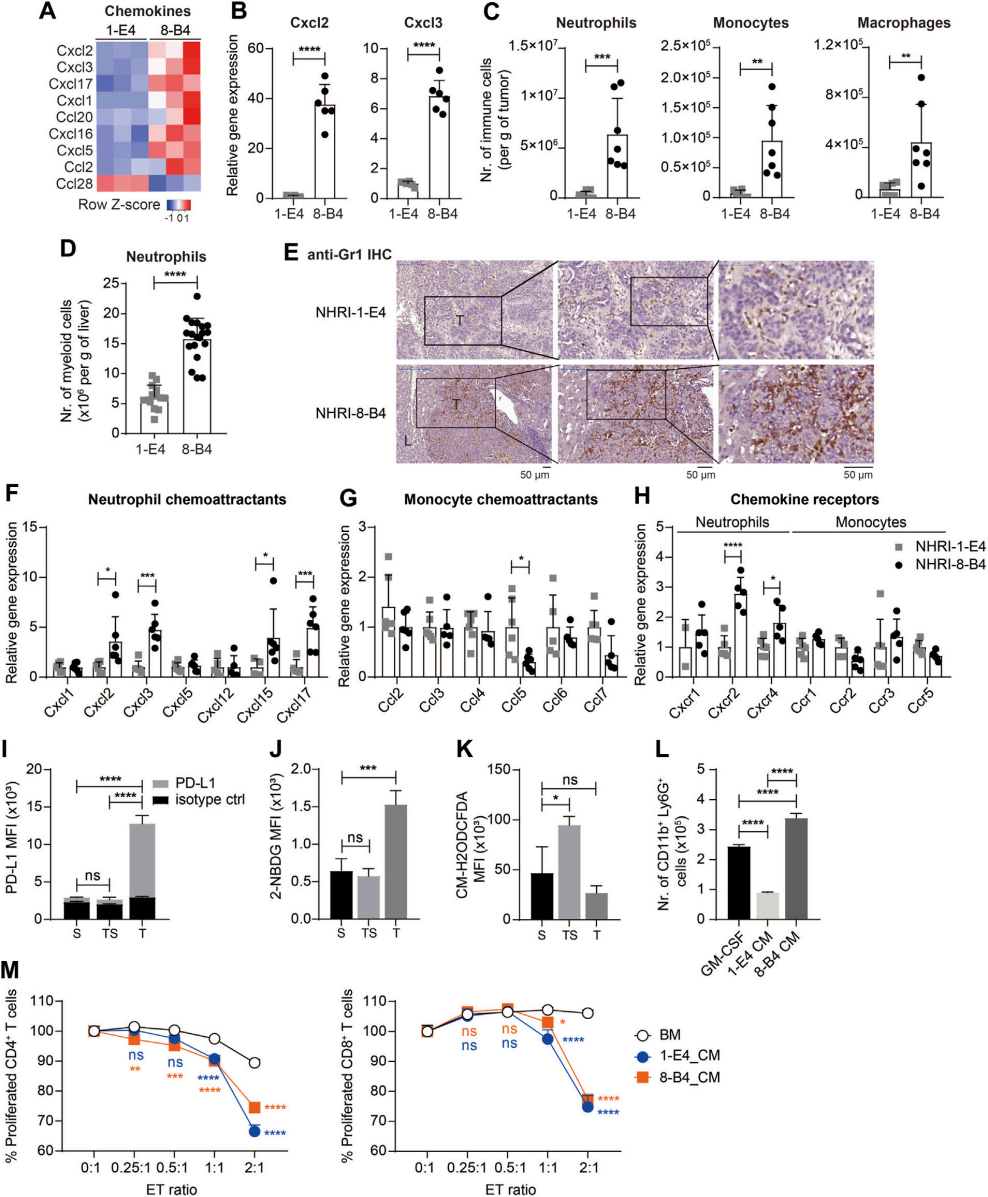
NHRI-8-B4 tumors recruit more neutrophils than NHRI-1-E4 tumors. **(A)** Heatmap of chemokines from RNA-Seq results. **(B)** Levels of *Cxcl2* and *Cxcl3* mRNA in NHRI-1-E4 and NHRI-8-B4 cells. *n* = 6. **(C)** Absolute numbers of neutrophils, monocytes, and macrophages per gram of subcutaneous tumors. *n* = 7. **(D)** Absolute numbers of neutrophils per gram of livers. *n* = 14 for 1-E4 tumors; *n* = 19 for 8-B4 tumors. **(E)** Representative images of intrahepatic tumors with immunostaining for Gr1. All scale bar, 50 μm. T: tumor; L: liver. Levels of chemokine **(F,G)** and chemokine receptor **(H)** mRNA in subcutaneous tissues. *n* = 5. **(I)** PD-L1 expression, **(J)** glucose uptake, and **(K)** ROS in Ly6G^+^CD11b^+^ myeloid cells from subcutaneous NHRI-8-B4 tumors (T) and spleen from tumor-bearing (TS) or normal (S) mice, as detected by PD-L1 antibodies **(I)**, 2-NBDG **(J)**, and CM-H_2_ODCFDA **(K)**, respectively. *n* = 3. **(L)** The number of CD11b^+^ Ly6G^+^ cells present among 1 × 10^6^ bone marrow (BM) cells after a 5 day-culture in GM-CSF (20 ng/ml in RPMI-based medium) or tumor cell-conditioned medium (CM). *n* = 3. **(M)** Proliferation of CD4^+^ and CD8^+^ T cells detected by CFSE staining (2.5 μM for 10 min). *n* = 3. ET (effector to target) ratio indicates the ratio of APC-Ly6G selected bone marrow-derived cells to splenocytes in coculture over 66 h. Data are representative of two independent experiments. ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 *via* unpaired *t*-test **(B–D)** or two-way ANOVA **(F–M)**.

We then analyzed the neutrophils (CD45^+^ CD11b^+^ Ly6G^+^ MHC II^−^) from subcutaneous NHRI-8-B4 tumors and found that tumor-associated neutrophils (T) expressed higher PD-L1 than splenic neutrophils from tumor-bearing mice (TS) or normal mice (Figure 6I). Tumor-associated macrophages also expressed higher PD-L1 and PD-L2 than splenic macrophages (Supplementary Figures S7H,I). Granulocytic myeloid-derived suppressor cells (gMDSCs) in tumor-bearing mice exhibited a higher glycolytic rate and lower levels of reactive oxygen species (ROS) than neutrophils from normal mice did (Jian et al., 2017). We also observed similar phenotypes in NHRI-8-B4 tumor-associated Ly6G^+^ myeloid cells, as demonstrated by results from the 2-NBDG uptake assay and CM-H2DCFDA staining for detection of ROS (Figures 6J,K). There were more CD11b^+^Ly6G^+^ cells recovered from *in vitro* culture of primary bone marrow (BM) cells grown in conditional medium from NHRI-8-B4 cells than from those grown in medium from NHRI-1-E4 cells (Figure 6L). The BM cells cultured in conditional medium from NHRI-1-E4 or NHRI-8-B4 cells exhibited stronger *in vitro* T-cell suppression in comparison to control BM cells (Figure 6M), suggesting that, in addition to showing higher chemoattractant capability in recruitment of neutrophils to the TME compared to NHRI-1-E4 cells, NHRI-8-B4 tumor cells are also able to induce more gMDSC differentiation as potential support for tumor progression.

## Discussion

In this study, we isolated and characterized two phenotypically distinct murine HCC clones derived from liver cancers after SB transposon-mediated integration of *AKT* and *NRAS* oncogenes. The two HCC cell lines expressed higher levels of stemness markers, CD44 and CD133, and also CK18 and CK19 in comparison to the widely used murine HCC cell line, Hepa1-6. CK8 and CK18 are markers for hepatocyte-origin cells, whereas CK7 and CK19 are biliary markers and also are expressed in bipotential hepatic progenitor cells (Eyken et al., 1987). CK19 is detected in tumor sections in more than 20% of HCC patients (Wu et al., 1996; Zhuo et al., 2020). CK19-positive HCC has been shown to have a high metastatic potential, which is associated with a poor prognosis (Uenishi et al., 2003; Zhuo et al., 2020). CK19 expression in HCC can be inherited from the originally transformed hepatic progenitor cells or induced by environmental stimulation e.g. oncogenic growth factors (Yoneda et al., 2011; Rhee et al., 2018). In comparison to Hepa1-6, NHRI-1-E4 and NHRI-8-B4 tumor cells also up-regulated the gene expression of CD56 and epithelial cell adhesion molecule (EpCAM) (data not shown), and therefore we classified them as poorly differentiated HCC type with higher proliferative capability and worse prognosis, which can be a feature of PI3K/AKT-mTOR/RAS-MAPK signaling (Giraud et al., 2021). It has been demonstrated that HCC relies on *de novo* lipogenesis more than cholangiocarcinoma does for tumorigenesis in mouse models (Li et al., 2016). 

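Ncam1 encodes the neural cell adhesion molecule CD56, a marker of hepatic progenitor and stellate cells, and Epcam an adhesion molecule of progenitor and biliary epithelia. Both mRNAs were higher in NHRI-1-E4 and NHRI-8-B4 than in Hepa1-6. Ncam1 stood at 17.4 ± 2.34 TPM in NHRI-1-E4, 7.68 ± 2.08 in NHRI-8-B4 and 0.0901 ± 0.0429 in Hepa1-6 (mean ± SD, n = 3 libraries per line). Epcam stood at 29.7 ± 3.22, 29.0 ± 5.33 and 10.6 ± 0.978 TPM. Ncam1 (ENSMUSG00000039542, chromosome 9 from 49502136 to 49798925) had log2 fold changes against Hepa1-6 of 4.07 in NHRI-1-E4 (standard error 0.14, adjusted p = 3.75e-16, limma) and 2.97 in NHRI-8-B4 (standard error 0.14, adjusted p = 7.81e-14). Epcam (ENSMUSG00000045394, chromosome 17 from 87635979 to 87651129) had 1.41 (standard error 0.11, adjusted p = 1.6e-10) and 1.36 (standard error 0.11, adjusted p = 2.67e-10). Between the NHRI lines themselves, Ncam1 was lower in NHRI-8-B4 than in NHRI-1-E4 (−1.10, standard error 0.17, adjusted p = 0.00126), while the difference in Epcam did not pass (−0.046, adjusted p = 0.802). In pool #1 Epcam was lower than in Hepa1-6, at 3.42 ± 0.452 TPM.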

The two novel HCC cell lines harboring progenitor phenotypes and distinct metabolic statuses, can be useful tools for addressing whether lipid metabolism involves in the differentiation of hepatic progenitor cells toward HCC or cholangiocarcinoma or in keeping poorly differentiated status. NHRI-8-B4 showed gene enrichment in β−catenin signaling in comparison to NHRI-1-E4 (Chiang et al., 2008), which may be also a consequence of the aberrant lipid metabolism in NHRI-8-B4 and have further influence on HCC progression (Kim et al., 2015; He and Tang, 2020). The distinct lipid metabolic status between the two cell lines enable to study the influence of lipid in the phenotype and the differentiation of cancer cells and in their involvement in TME.

The SB transposon belongs to Tc1/mariner family and has been shown to arbitrarily insert into palindromic AT-repeats (Vigdal et al., 2002). Besides AT-richness, DNA with bendable structure and deformations of the double helix also determine insertion efficiency of the SB transposon (Vigdal et al., 2002; Geurts et al., 2006). We used Nanopore sequencing to generate long sequencing reads for identification of SB transposon integration sites in the genome of mouse hepatocytes/liver cancer cells. *AKT* and *NRAS* demonstrated higher likelihood for insertion into TA-rich regions. *AKT* insertion into the same TA-rich regions of chromosomes 9, 10, 13, 16, and 18 were found for both HCC clones we developed. NHRI-1-E4 and NHRI-8-B4 also have two identical integration sites for *NRAS* on chromosome 2 and 3. It is likely that the two clones were derived from the same parental progenitor cell before tumorigenesis and therefore had identical integration sites for transgenes. Despite sharing the same genetic composition, the two HCC clones exerted distinct phenotypes regarding fatty acid metabolism and cancer stemness.

NHRI-8-B4 showed up-regulation of the gene expression of fatty acid uptake e.g. SLC27A1 and fatty acid-binding proteins (FABPs). FABPs are important in FA transportation, disposition and metabolism, with some carrying out transcriptional regulation (McKillop et al., 2019). FABP4 is mainly expressed in white and brown adipose tissues, macrophages, and monocytes and upregulation of adipocyte-derived FABP4 promotes tumor progression (Nie et al., 2017; Gharpure et al., 2018). Hepatocytes do not normally express FABP4, but expression occurs in obesity-associated HCC progression and promotes proliferation and migration of human HCC cell lines (Thompson et al., 2018). FABP5, the most widely expressed FABP, is detectable in the epidermis, liver, kidney, lung, adipocytes, brain, and mammary gland (Storch and Corsico, 2008) and is related to tumor progression through activation of peroxisome proliferator-activated receptor signaling (Schug et al., 2007). We observed that levels of FABP4 and FABP5 mRNA were higher in NHRI-8-B4 than in NHRI-1-E4. 

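Fatty acid-binding proteins carry fatty acids through the cytoplasm. Fabp5 was among the abundant mRNAs of NHRI-1-E4 and NHRI-8-B4, and was higher in NHRI-8-B4, whereas Fabp4 was scarcely detected in either line. Fabp5 (ENSMUSG00000027533, chromosome 3 from 10012548 to 10016607) stood at 2582 ± 107 TPM in NHRI-8-B4 and 1789 ± 90.5 in NHRI-1-E4 (log2 fold change 0.53, standard error 0.072, adjusted p = 0.000609, limma), n = 3 libraries per line. It has processed pseudogenes of close sequence, so part of its reads is uncertain. Fabp4 (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576) stood at 0.450 ± 0.243 TPM in NHRI-8-B4 and 0.266 ± 0.293 in NHRI-1-E4, below the TPM minimum, so it was not tested; the difference was smaller than the SD of either line. The paper's quantitative PCR of lipid uptake genes was not used here. In Hepa1-6 the means were 150.0 ± 4.38 TPM for Fabp5 and 5.64 ± 1.12 for Fabp4. Both genes lie on chromosome 3, and Fabp12, another member of the family in that region, was listed at 0 in NHRI-1-E4 and stood at 0.0161 TPM in NHRI-8-B4.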

FABP4 and FABP5 have the capacity to regulate transcription (McKillop et al., 2019) and may regulate tumor progression through both FA metabolism and/or the modulation of gene expression. The roles of FABP4 and FABP5 in HCC progression in NHRI-8-B4 can be explored further via comparison with the phenotypically distinct cell line NHRI-1-E4.

Previous studies have shown that accumulation of LDs is associated with tumor proliferation and aggressiveness, and is a feature of CSCs (Tirinato et al., 2015). Lipid metabolites of stearoyl-CoA-desaturase (SCD) activity are abundant in aggressive HCC samples and could promote tumor invasion and tumor incidence (Budhu et al., 2013), and MUFAs are more abundant in CSCs than in their non-stem counterparts (Li et al., 2017; Mukherjee et al., 2017). In our study, cancer stemness of a cell line correlated with the level of intrinsic accumulation of LDs, which can be enhanced by consumption of exogenous MUFAs. Exogenous MUFAs, but not saturated FAs, promoted tumor proliferation, especially for NHRI-1-E4 (LD^lo^). NHRI-8-B4 (LD^hi^) may generate more MUFAs through higher SCD1 expression and is therefore less dependent on exogenous MUFA consumption for the maintenance of cancer stemness or tumor proliferation. Indeed, NHRI-8-B4 are more susceptible to SCD1 inhibitor treatment than NHRI-1-E4 does regarding cell proliferation and cancer stemness.

NF-κB is the primary pathway regulating the expression and activation of SCD. The expression of SCD also promotes AKT/ERK mediated NF-κB signaling (Fritz et al., 2010; Li et al., 2017). Moreover, the SCD-dependent MUFA level directly regulates CSCs through activation of the Wnt/*β*-catenin pathway (Lai et al., 2017). The NHRI-8-B4 (LD^hi^) characteristics, including upregulation of Scd1 mRNA, activation of the Wnt/β-catenin pathway, and promotion of *β*-catenin downstream target genes, e.g., *Myc* clearly demonstrate that this novel cell line recapitulates the features of CSCs induced by aberrant lipid metabolism.

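Scd1 encodes the desaturase that makes monounsaturated fatty acids. Fasn builds palmitate, Acly supplies its acetyl-CoA, Slc25a1 exports mitochondrial citrate, Mcat acts in mitochondrial fatty acid synthesis, and Srebf1 encodes a transcription factor of lipid synthesis. The mRNAs of these enzymes and of the citrate carrier were modestly higher in NHRI-8-B4 than in NHRI-1-E4, while that of Srebf1 did not pass the test. Scd1 (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879) stood at 233 ± 25.6 TPM in NHRI-8-B4 and 168 ± 11.8 in NHRI-1-E4 (log2 fold change 0.47, standard error 0.092, adjusted p = 0.00343, limma), n = 3 libraries per line. The others were Fasn (0.49, standard error 0.085, adjusted p = 0.00201), Acly (0.54, standard error 0.080, adjusted p = 0.000904), Slc25a1 (0.59, standard error 0.081, adjusted p = 0.000621) and Mcat (0.76, standard error 0.10, adjusted p = 0.000530) (limma). Srebf1 stood at 122 ± 1.46 TPM in NHRI-8-B4 and 118 ± 2.79 in NHRI-1-E4 (0.043, standard error 0.050, adjusted p = 0.488). Genes of fatty acid elongation and triglyceride assembly were Elovl6 (0.50, standard error 0.092, adjusted p = 0.00273), Dgat1 (0.58, standard error 0.066, adjusted p = 0.000270) and Mogat2 (1.12, standard error 0.16, adjusted p = 0.000814). The desaturase family gene Fads6 stood at 5.69 ± 1.33 TPM in NHRI-8-B4 and 1.53 ± 0.271 in NHRI-1-E4 (adjusted p = 0.000386). Mcat and Dgat1 lie on chromosome 15, where most genes had a log2 fold change above 0. In Hepa1-6 the mean of Scd1 was 186 ± 12.9 TPM.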

NHRI-1-E4 harbors more cancer stemness than Hepa1-6, although it shows less cancer stemness than NHRI-8-B4. 

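Sox2 is a pluripotency transcription factor, Notch1 a receptor of Notch signaling and Bmi1 a Polycomb protein that sustains stem cell self-renewal. Their mRNAs were higher in NHRI-1-E4 than in NHRI-8-B4, Sox2 by far the most. Sox2 (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) stood at 18.6 ± 2.35 TPM in NHRI-1-E4 and 0.0177 ± 0.0307 in NHRI-8-B4 (mean ± SD, n = 3 libraries per line), a log2 fold change of −4.26 for NHRI-8-B4 against NHRI-1-E4 (standard error 0.12, adjusted p = 7.79e-07, limma). Of the other lines, pool #1 held 1.95 ± 0.233 TPM, and NHRI-1-F1, from the same pool, 0.0101 ± 0.0175. Notch1 (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) stood at 16.5 ± 0.946 TPM in NHRI-8-B4 and 31.2 ± 7.11 in NHRI-1-E4 (log2 fold change −0.86, standard error 0.15, adjusted p = 0.00171, limma). Bmi1 (ENSMUSG00000026739, chromosome 2 from 18677018 to 18686629) stood at 68.6 ± 3.49 TPM in NHRI-8-B4 and 82.2 ± 5.21 in NHRI-1-E4 (log2 fold change −0.26, standard error 0.069, adjusted p = 0.0141, limma). The call for Bmi1 was lost without NHRI-1-E4 replicate 3 (adjusted p = 0.0547) or NHRI-8-B4 replicate 2 (adjusted p = 0.0568). All 3 were higher in NHRI-1-E4 than in Hepa1-6, where Sox2 was listed at 0, Notch1 stood at 4.76 ± 0.111 TPM and Bmi1 at 27.6 ± 1.51, with log2 fold changes of 2.46 for Notch1 (adjusted p = 3.02e-15) and 1.54 for Bmi1 (adjusted p = 6.38e-17).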

NHRI-1-E4 upregulates expression of distinct genes, e.g., *Bmi1*, *Sox2*, *Notch1*, compared to NHRI-8-B4, suggesting that NHRI-1-E4 relies on Hedgehog, NF-κB or Notch signaling pathways rather than Wnt/*β*-catenin to maintain its cancer stemness (Yang et al., 2020); these results also imply that the Wnt/*β*-catenin pathway is the major pathway regulating cancer stemness when aberrant lipid metabolism affects CSC differentiation.

IL-4 and IL-13 are Th2 cytokines secreted by macrophages, dendritic cells, mast cells, natural killer T cells, natural killer cells, basophils, eosinophils, and T lymphocytes, and are abundant in the TME. The IL-4Rα/IL-13Rα1 heterodimer (type II IL-4 receptor), predominantly expressed in nonhematopoietic cells, has been identified as the major receptor for both IL-4 and IL-13 in tumors. Type II IL-4 receptor signaling may activate STAT3/6, PI3K/Akt, and ERK1/2 signaling pathways and contribute to tumor progression, and this is the first study linking type II IL-4 receptor signaling with HCC progression. IL-13 can also bind to IL-13Rα2 on tumor cells and enhance tumor invasion and metastasis through activating ERK/activator protein 1 (AP-1) signaling and matrix metalloproteinases (Hallett et al., 2012). Detailed characterization of these paired syngeneic cell lines, NHRI-8-B4 and NHRI-1-E4, reveals the possibility that aberrant lipid metabolism may regulate the expression of chemokines and cytokines, which may further contribute to tumor differentiation, cancer stemness, and immune modulation of in the TME.

Hepa1-6 is the most frequently used syngeneic mouse HCC model, yet Hepa1-6 cells express nearly no MHC class I and growth of Hepa1-6 derived tumors in C57BL/6 mice is not stable, thereby limiting its use as an HCC model for studying immune function or immunotherapy. The two HCC cell lines isolated in this study showed normal expression of MHC class I and stable tumor growth in C57BL/6j mice, making them more suitable for immunological studies than Hepa1-6. The paired HCC cell lines can serve as useful tools for screening therapeutic agents targeting cancer with aberrant lipid metabolism, cancer stemness, and cytokine receptors related to aggressive cancer phenotypes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE189398.

# Supplementary material for: Novel Paired Cell Lines for the Study of Lipid Metabolism and Cancer Stemness of Hepatocellular Carcinoma
**Source:** Front Cell Dev Biol. 2022 May 26;10:821224. doi: 10.3389/fcell.2022.821224
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary materials and methods

**Culture medium**

DMEM-based medium: DMEM medium supplemented with 10% FBS, 1% Penicillin-Streptomycin, 2 mM L-glutamine, 10 mM HEPES, 1 mM sodium pyruvate, and 1% NEAA

RPMI-based medium: RPMI medium supplemented with 10% FBS, 1% Penicillin-Streptomycin, 2 mM L-glutamine, 10 mM HEPES, 1 mM sodium pyruvate, and 50 μM β-mercaptoethanol

RPMI-based medium for fatty acid treatment: RPMI medium supplemented with 1% defatted BSA, 1% Penicillin-Streptomycin, 2 mM L-glutamine, 10 mM HEPES, 1 mM sodium pyruvate, and 50 μM β-mercaptoethanol

**Animal studies and HCC induction by hydrodynamic injection**

Male C57BL/6j mice at 4–5 weeks old were purchased from the National Laboratory Animal Center (Taipei, Taiwan) and were kept in the laboratory animal center (LAC) of NHRI. The two animal facilities are accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International. C57BL/6j mice were anesthetized with isoflurane mixed with O_2_ before hydrodynamic injection (HDI), and then given HDI of endotoxin-free plasmids dissolved in filtered Dulbecco Phosphate Buffered Saline (DPBS) in a volume equivalent to 8% body weight within 5 seconds. For the mice receiving 2 μg of pCMV(CAT)T7-SB100, 10 μg of pT/Caggs-NRASV12, and 10 μg of pKT2/CLP-AKT-LUC plasmids, the photons emitted from the transduced hepatocytes or tumor cells within the live animals were detected and quantified periodically using IVIS imaging (Caliper Life Sciences, Massachusetts, USA). The mice were injected intraperitoneally with 3 mg of D-luciferin. Ten minutes after injection, the mice were subjected to imaging under anesthesia by isoflurane inhalation. HCC-bearing mice with total flux, measured via IVIS imaging, above 3 × 10^10^ photons/sec were euthanized for liver cell isolation.

**Isolation of HCC clones**

HCC-bearing mice with tumors induced by HDI were anesthetized using isoflurane and perfused with 25 ml of prewarmed Gey’s balanced salt solution (GBSS) via the portal vein at a flow rate of 5 ml/min, with a lamp nearby to maintain the liver temperature at 37 °C. Mice were perfused with 35 ml of DMEM-based medium (10% FBS) with 0.5 mg/ml collagenase IV after the GBSS. Following perfusion, livers were collected and cut to release cells into culture medium. The liver suspension was filtered through a 250 μm cell strainer and then washed in medium three times at 50 g for 1 min. The isolated cells were used to seed two wells of a 6-well plate and then incubated at 37 °C with 5% CO_2_ until colonies formed. Colonies were locally trypsinized with 30-50 μl trypsin and transferred to new wells for continuous growth. The CD45^-^ PDGFR^-^ CD44^+^ cells were further sorted as single cells via FACSorting using Influx (BD Biosciences). Cells grown from a single cell were further characterized using assays for expression of albumin and HCC markers.

**Implantation of HCC cells by subcutaneous injection and intrasplenic injection**

Male C57BL/6j mice at 5-8 weeks old underwent groin implantation of 6x10^5^ HCC cells in 120 μl DPBS containing 16.67% Matrigel via subcutaneous injection or underwent orthotopic implantation of 1x10^5^ HCC cells in 50 μl DPBS via intrasplenic injection. For intrasplenic injection, C57BL/6j mice were anesthetized using isoflurane mixed with O_2_ and subcutaneous injection of buprenorphine for analgesia. The operation was performed under sterile conditions. The spleen was double knotted in the center and cut into two fragments to ensure half of the spleen remained after surgery. Tumor progression was monitored using IVIS imaging twice per week. Mice with up to two subcutaneous tumors with total diameter above 2 cm, or with a liver tumor with the total flux from IVIS imaging above 3 × 10^10^ photons/sec, were euthanized to prevent discomfort associated with large tumors. To analyze orthotopic tumor-associated myeloid cells, 4-8 x10^5^ NHRI-1-E4 cells were injected to induce HCC of similar total liver weight as that induced by 1 x10^5^ NHRI-8-B4 cells.

**Cell isolation and flow cytometry**

Subcutaneous tumors and livers were perfused with a 0.5 mg/ml collagenase IV solution, mechanically disrupted, and digested for 30 min at 37 °C at 250 rpm in GBSS with 0.5 mg/ml collagenase IV, then filtered through a 250-μm cell strainer. For subcutaneous tumors, 1 mg/ml DNase I was added to digest the tumor. Cells were then resuspended in 3 mL DPBS and underlaid with 6.8 mL of 80% Percoll and 5 ml of 25% Percoll for gradient centrifugation for 30 min at 1350 xg at 4 °C. After centrifugation, leukocytes were collected from the interface and subjected to flow cytometry.

All staining for analysis by flow cytometry was performed in the presence of 10 μg/ml Fc block (2.4G2) in fluorescence-activated cell sorting buffer (FACS buffer, phosphate-buffered saline / 2% bovine serum albumin / 0.02% NaN_3_). Acquisition and data analysis were conducted on an Attune NxT flow cytometer (Thermo Fisher Scientific) and using FlowJo software (V.10.0.8r1, FlowJo). Antibodies and dye used for flow cytometric analyses are listed in Supplementary Table 2.

The number of cells for specific cell populations in tumors and liver tissue were adjusted to weight and expressed as absolute number/gram. The tumor-associated neutrophils (CD45^+^ CD11b^+^ Ly6G^+^ Ly6C^int^ MHC II^-^), monocytes (CD45^+^ CD11b^+^ Ly6G^-^ Ly6C^hi^ MHC II^-^), and macrophages (CD45^+^CD11b^+^F4/80^+^MHC II^+^), including Kupffer cells (KC; CD45^+^ CD11b^int^ F4/80^+^ MHC II^+^) and monocyte-derived macrophages (MoM; CD45^+^ CD11b^hi^ F4/80^+^ MHC II^+^), from subcutaneous tumors or liver tumors of tumor-bearing mice were gated using the markers indicated.

**Immunohistochemistry**

Paraffin-embedded liver/tumor tissue sections were deparaffinized, rehydrated, subjected to trypsin-digestion for antigen retrieval, and then incubated with an anti-mouse Ly6G/Ly6C (Gr-1), anti-CK18, CK17/19 or albumin antibody. ImmPRESS anti-Rat or anti-Rabbit IgG, DAB Peroxidase Substrate Kit, and Hematoxylin (all from Vector laboratories) were used for detection and visualization. For Oil Red O staining, 7 μm frozen sections of liver/tumor tissue were fixed in 10% formalin at 4 °C for 10 min, incubated with 0.3 % oil red O solution at room temperature for 15 min, and washed with 60% isopropanol to remove excess dye before mounting with glycerol jelly mounting medium. Images were captured using an automatic digital slide scanner, the Pannoramic MIDI with Plan-Apochromat 20x/0.8 objective (3D HISTECH), in the Pathology Core Laboratory of NHRI and evaluated by an experienced pathologist.

**General ROS detection**

Detection of ROS was performed using 5 μM CM-H_2_DCFDA followed by surface marker staining and flow cytometric analysis.

**Detection of glucose uptake**

Cultured cells were starved in glucose-free RPMI medium at 37 °C with 5% CO_2_ for 1 h, followed by a 1 h treatment with 200 μM 2-NBDG. Glucose uptake was analyzed by flow cytometric analysis after surface marker staining.

***In vitro* T cell suppression assay**

Splenocytes were stained with 2.5 μM Carboxyfluorescein diacetate succinimidyl ester (CFDA-SE) at 37 °C for 10 min at a cell concentration of 1x10^6^/ml in DPBS, followed by a 5 min recovery in RPMI-based medium in 5-fold volume. A total of 1x10^5^ CFSE-labeled splenocytes stimulated by 1 μg/ml anti-CD3/anti-CD28 antibodies were cocultured with various numbers of bone marrow-differentiated Ly6G^+^ myeloid cells for 66 h. The proliferation of T cells was measured by the decrease in the CFSE^+^ population compared to non-stimulated splenocytes.

# Supplementary figures

##
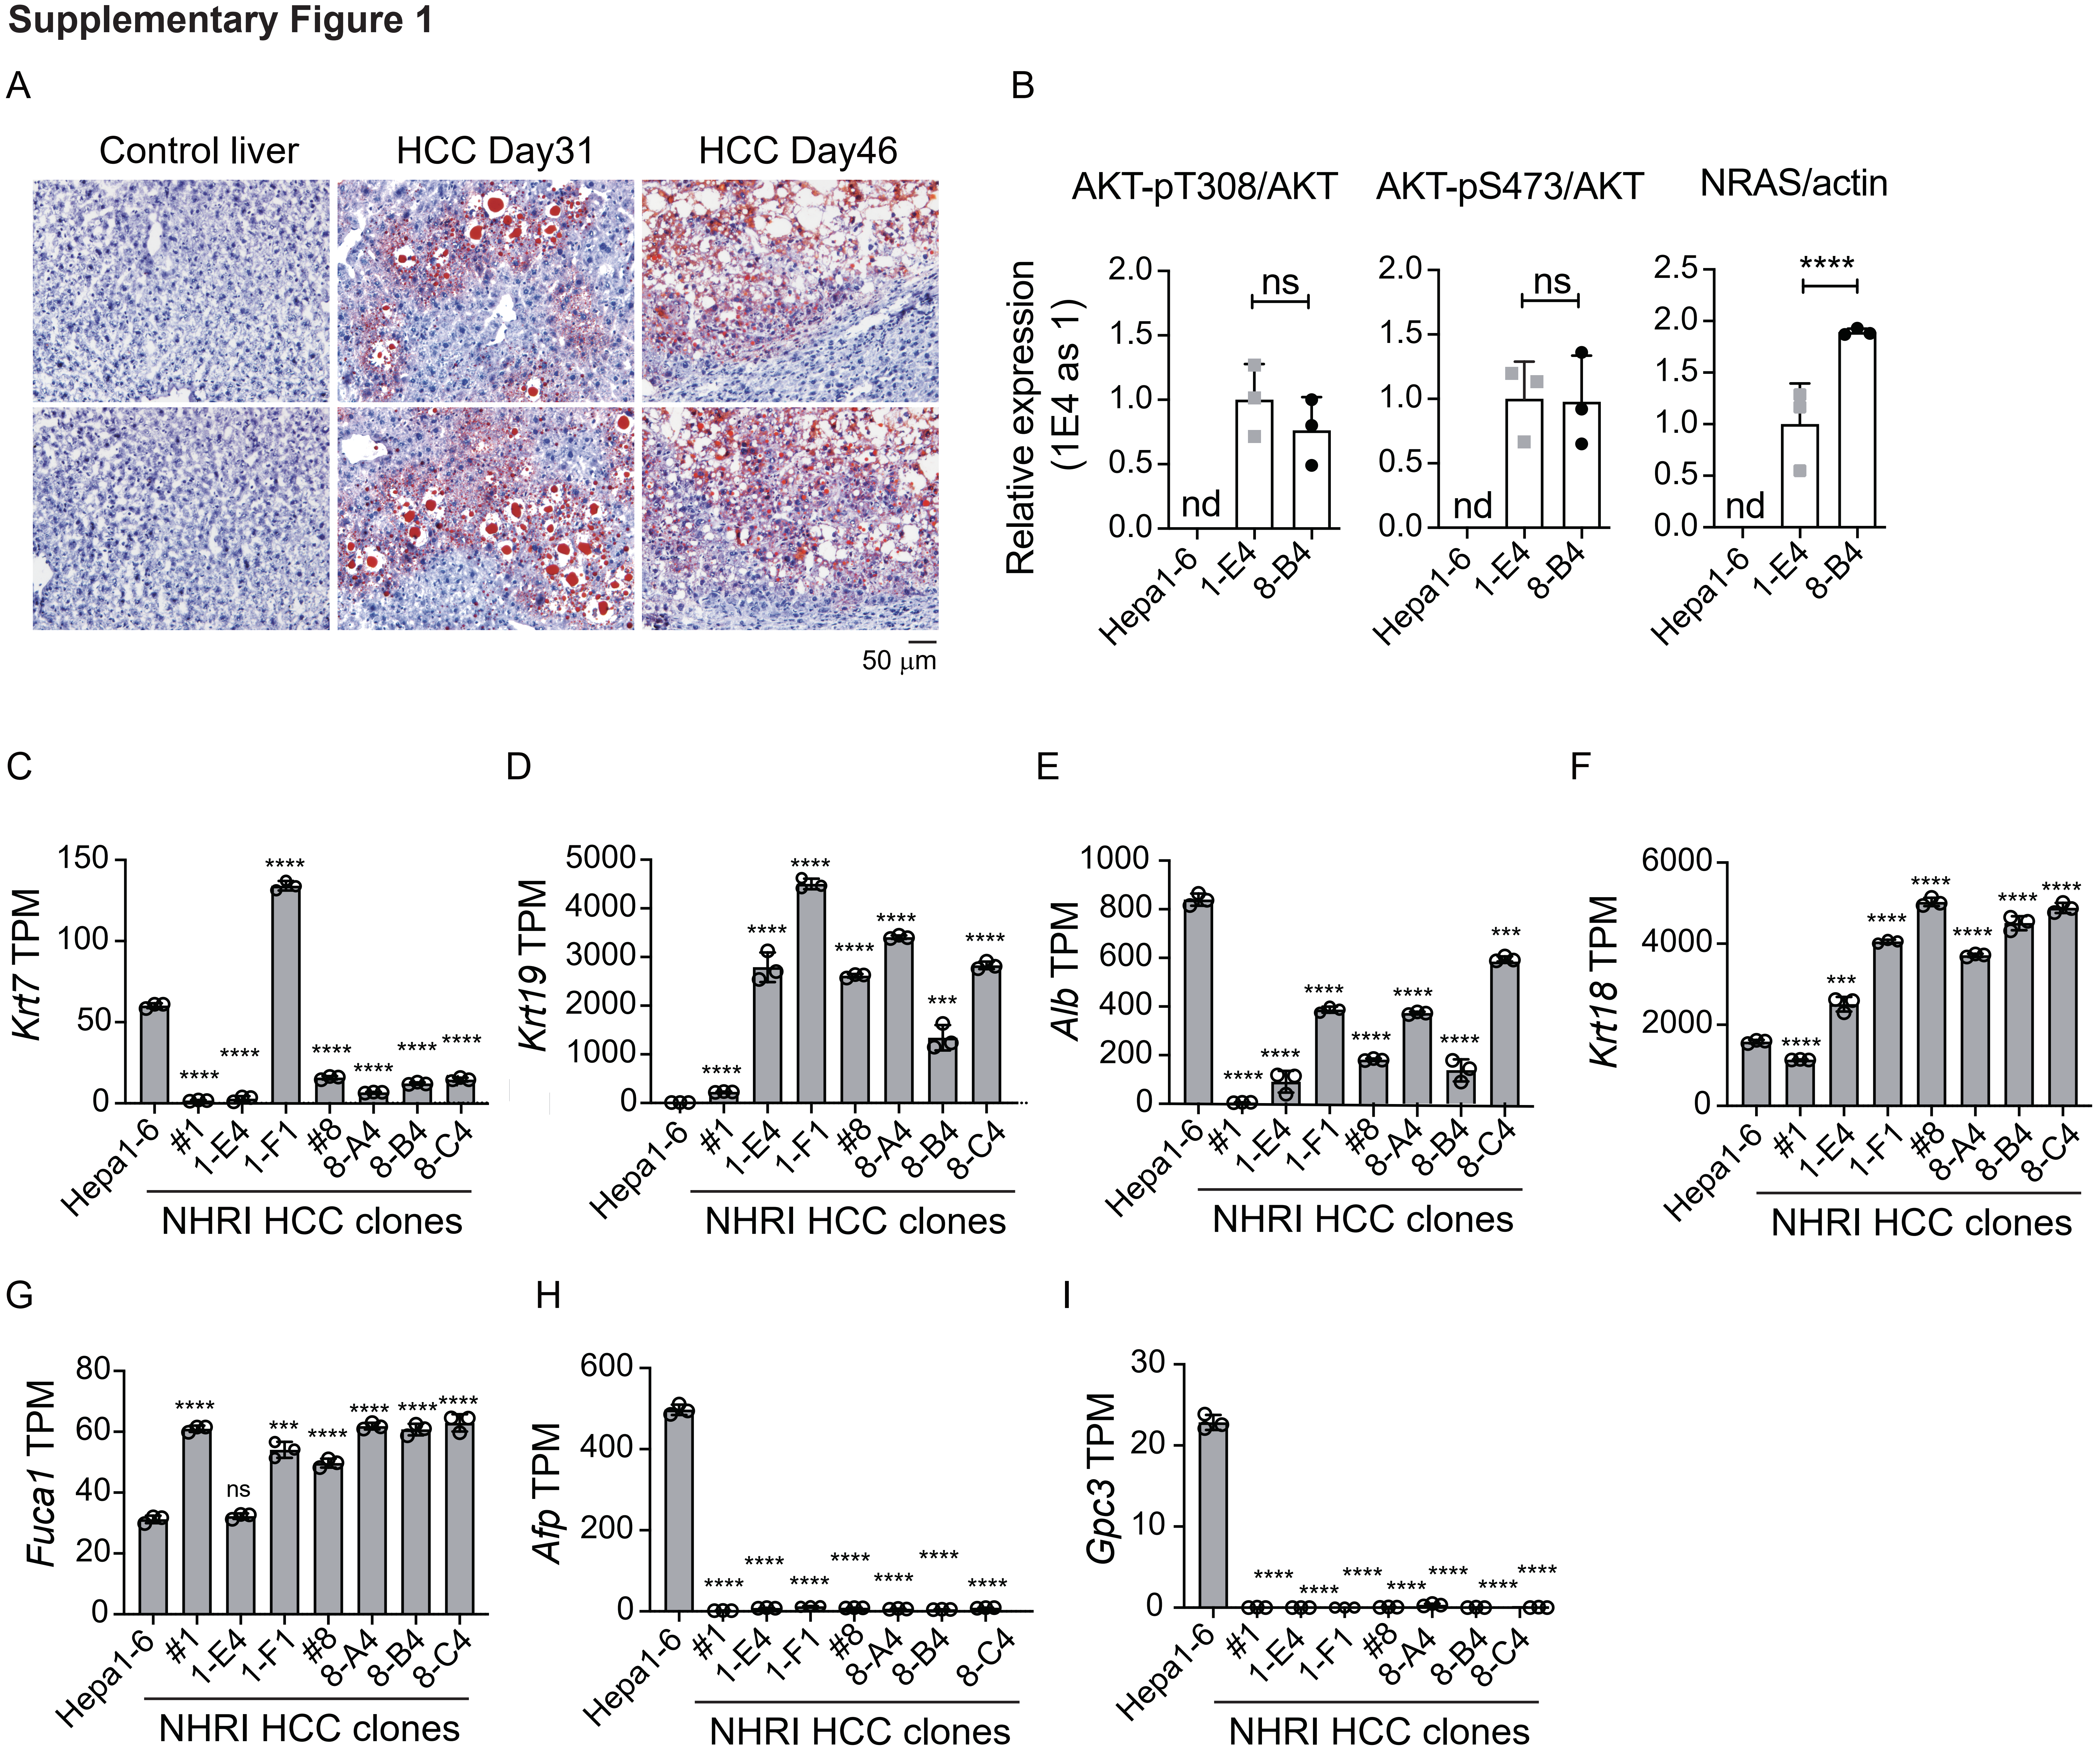

**Supplementary Figure S1. Characterization of HCC clones.** **(A)** Lipid droplets stained by Oil red O in control (normal) liver and *AKT*/*NRAS*-induced HCC bearing liver. **(B)** Quantification of indicated protein expression from Western blot (Figure 1D). Relative protein level compared to that in NHRI-1-E4 cells. nd, not detected; ns, not significant; ****p<0.0001 via one-way ANOVA. Data are representative of three independent experiments. **(C-I)** TPM of Krt7, Krt19, Alb, Krt18, Fuca1, Afp and Gpc3 in Hepa1-6 and several NHRI HCC clones by RNA-seq. n=3. nd, not detected. ns, not significant; *p<0.05; **p<0.01; ***p<0.001;****p<0.0001 via two-way ANOVA compared to Hepa1-6. HCC: hepatocellular carcinoma.

**Supplementary Figure S2. Whole-genome sequencing of NHRI-1-E4 and NHRI-8-B4 cells. (A)** Targeted PCR amplification of Hepa1-6 and several NHRI HCC single clones. NTC: non-template control. **(B)** Sanger sequencing results of fragments amplified from NHRI-1-E4 or NHRI-8-B4 gDNA. Primer sequences for targeted PCR amplification and sanger sequencing are listed in Supplementary Table 4.

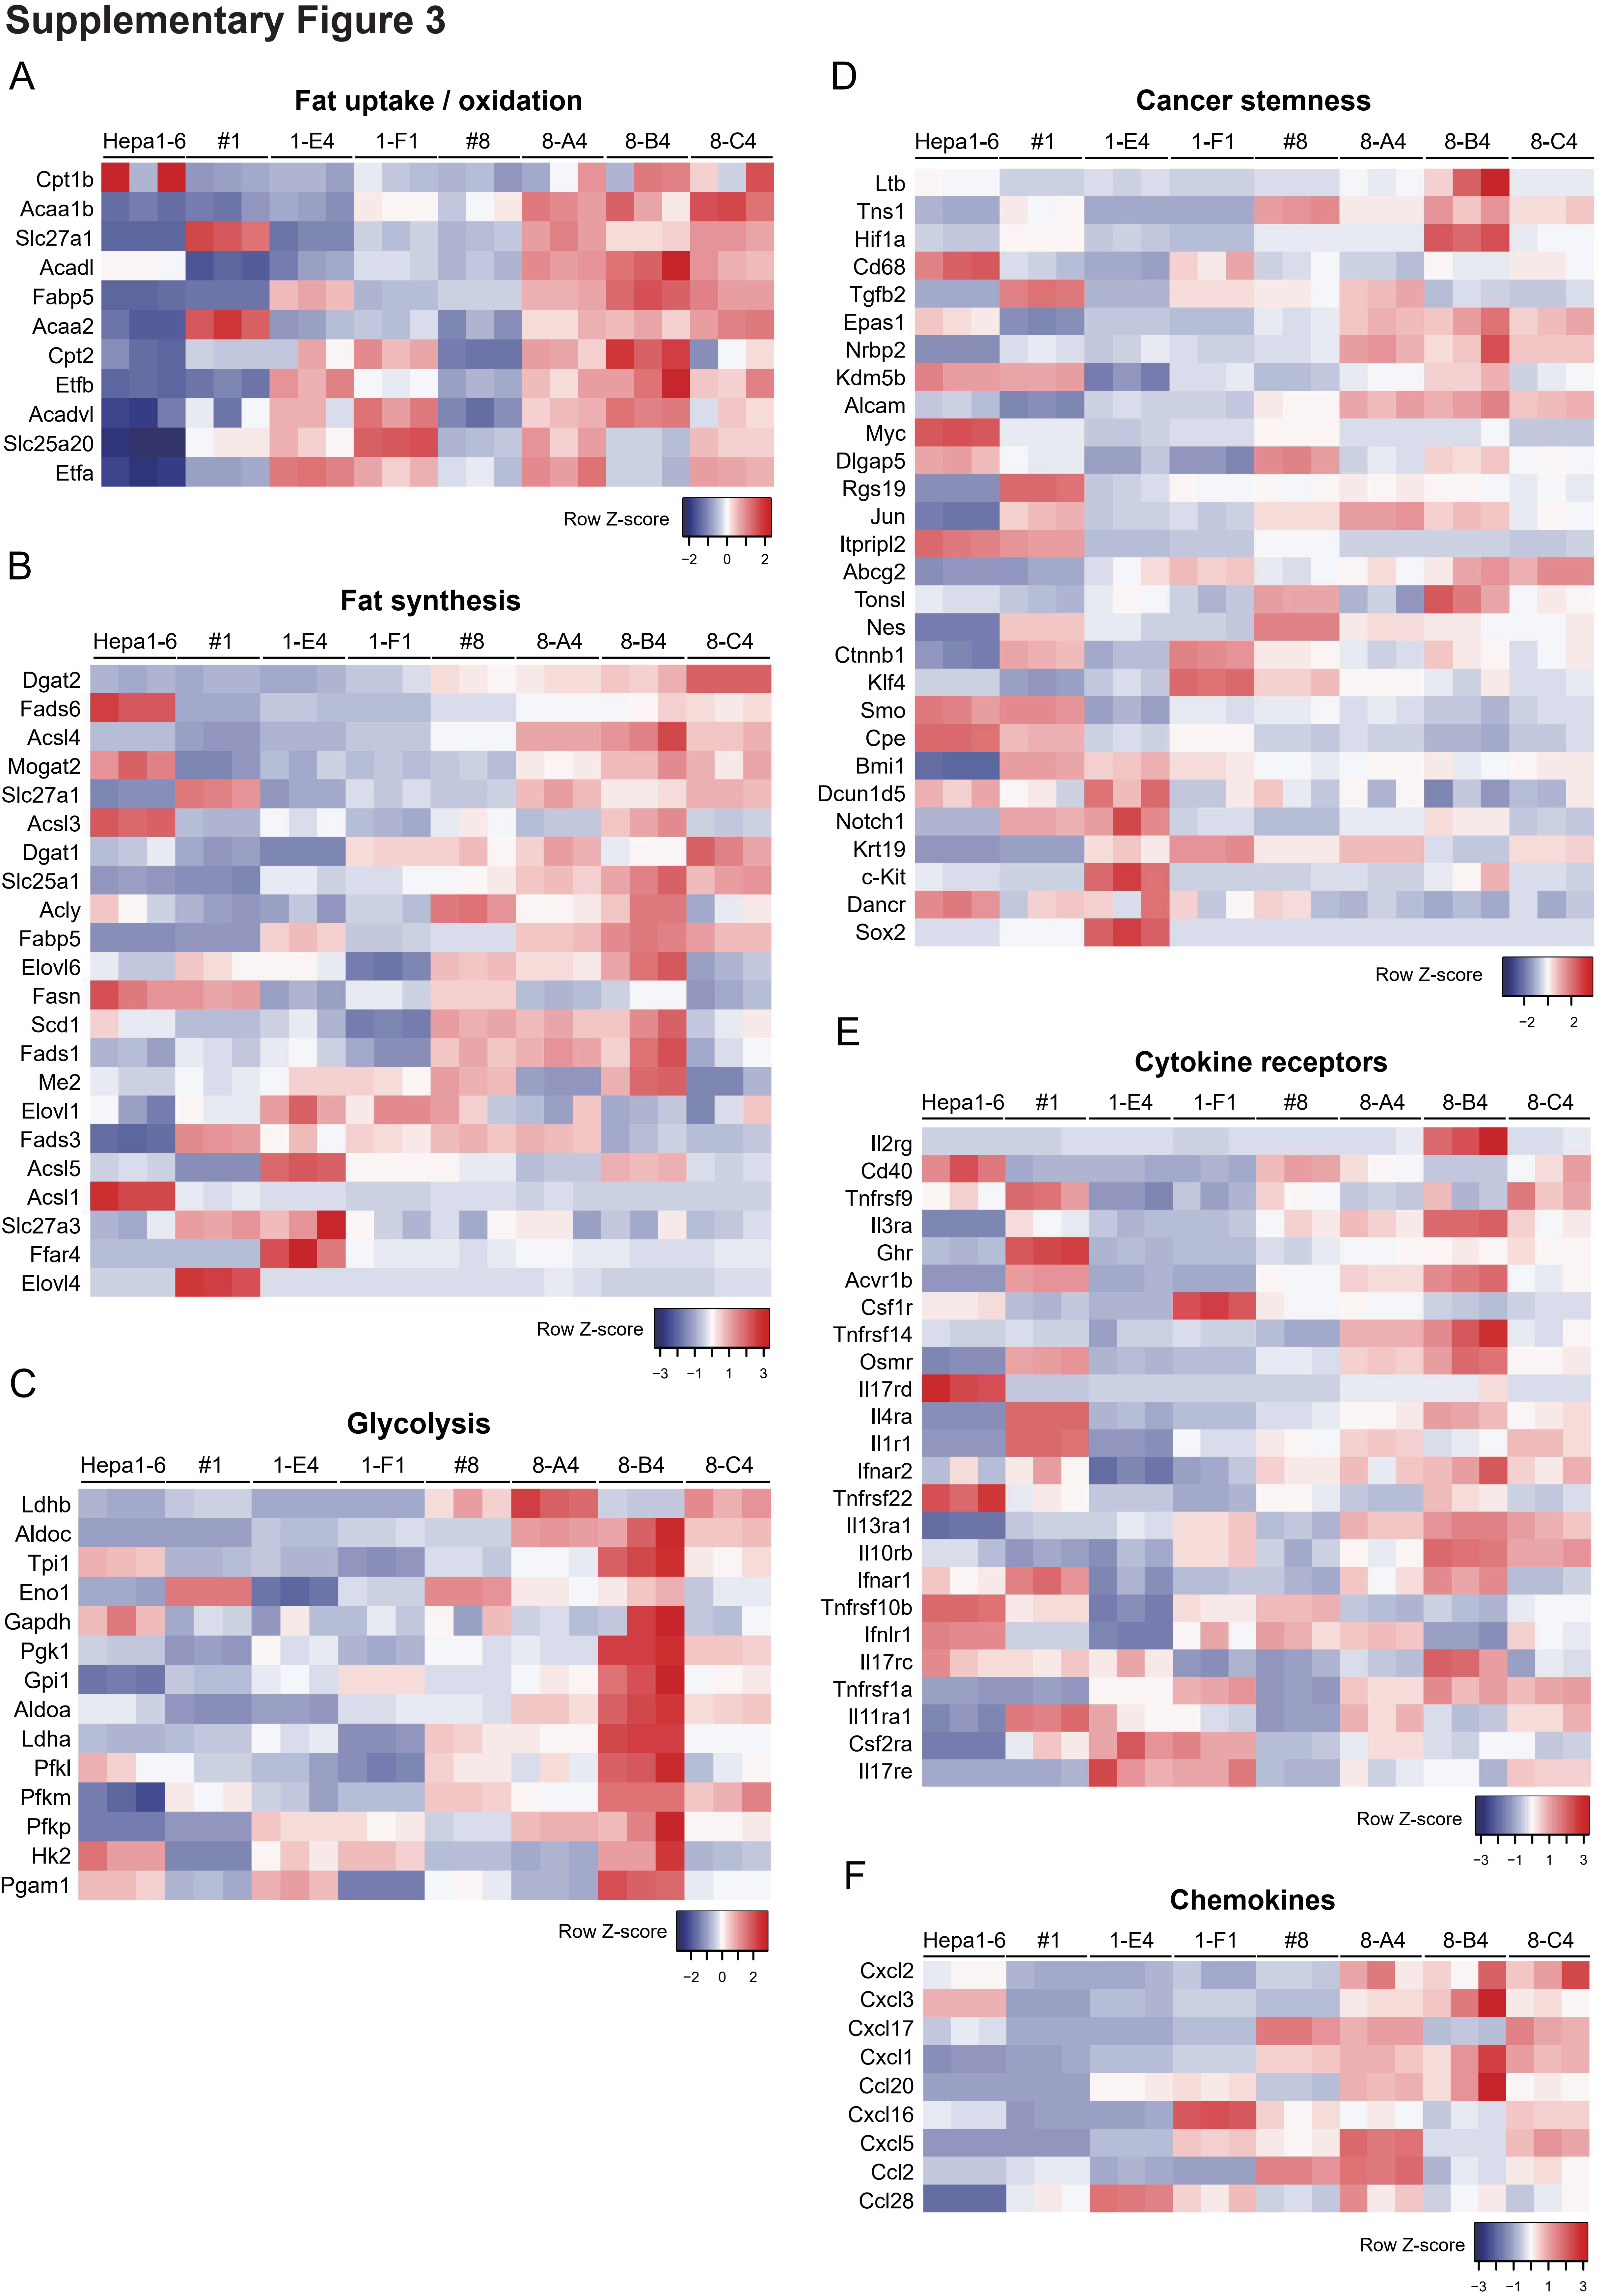

**Supplementary Figure S3. Heatmap of genes involved in (A) fat uptake/oxidation, (B) fat synthesis, (C) glycolysis, (D) cancer stemness, (E) cytokine receptors and (F) chemokines in Hepa1-6 and several NHRI HCC clones from RNA-Seq results.**

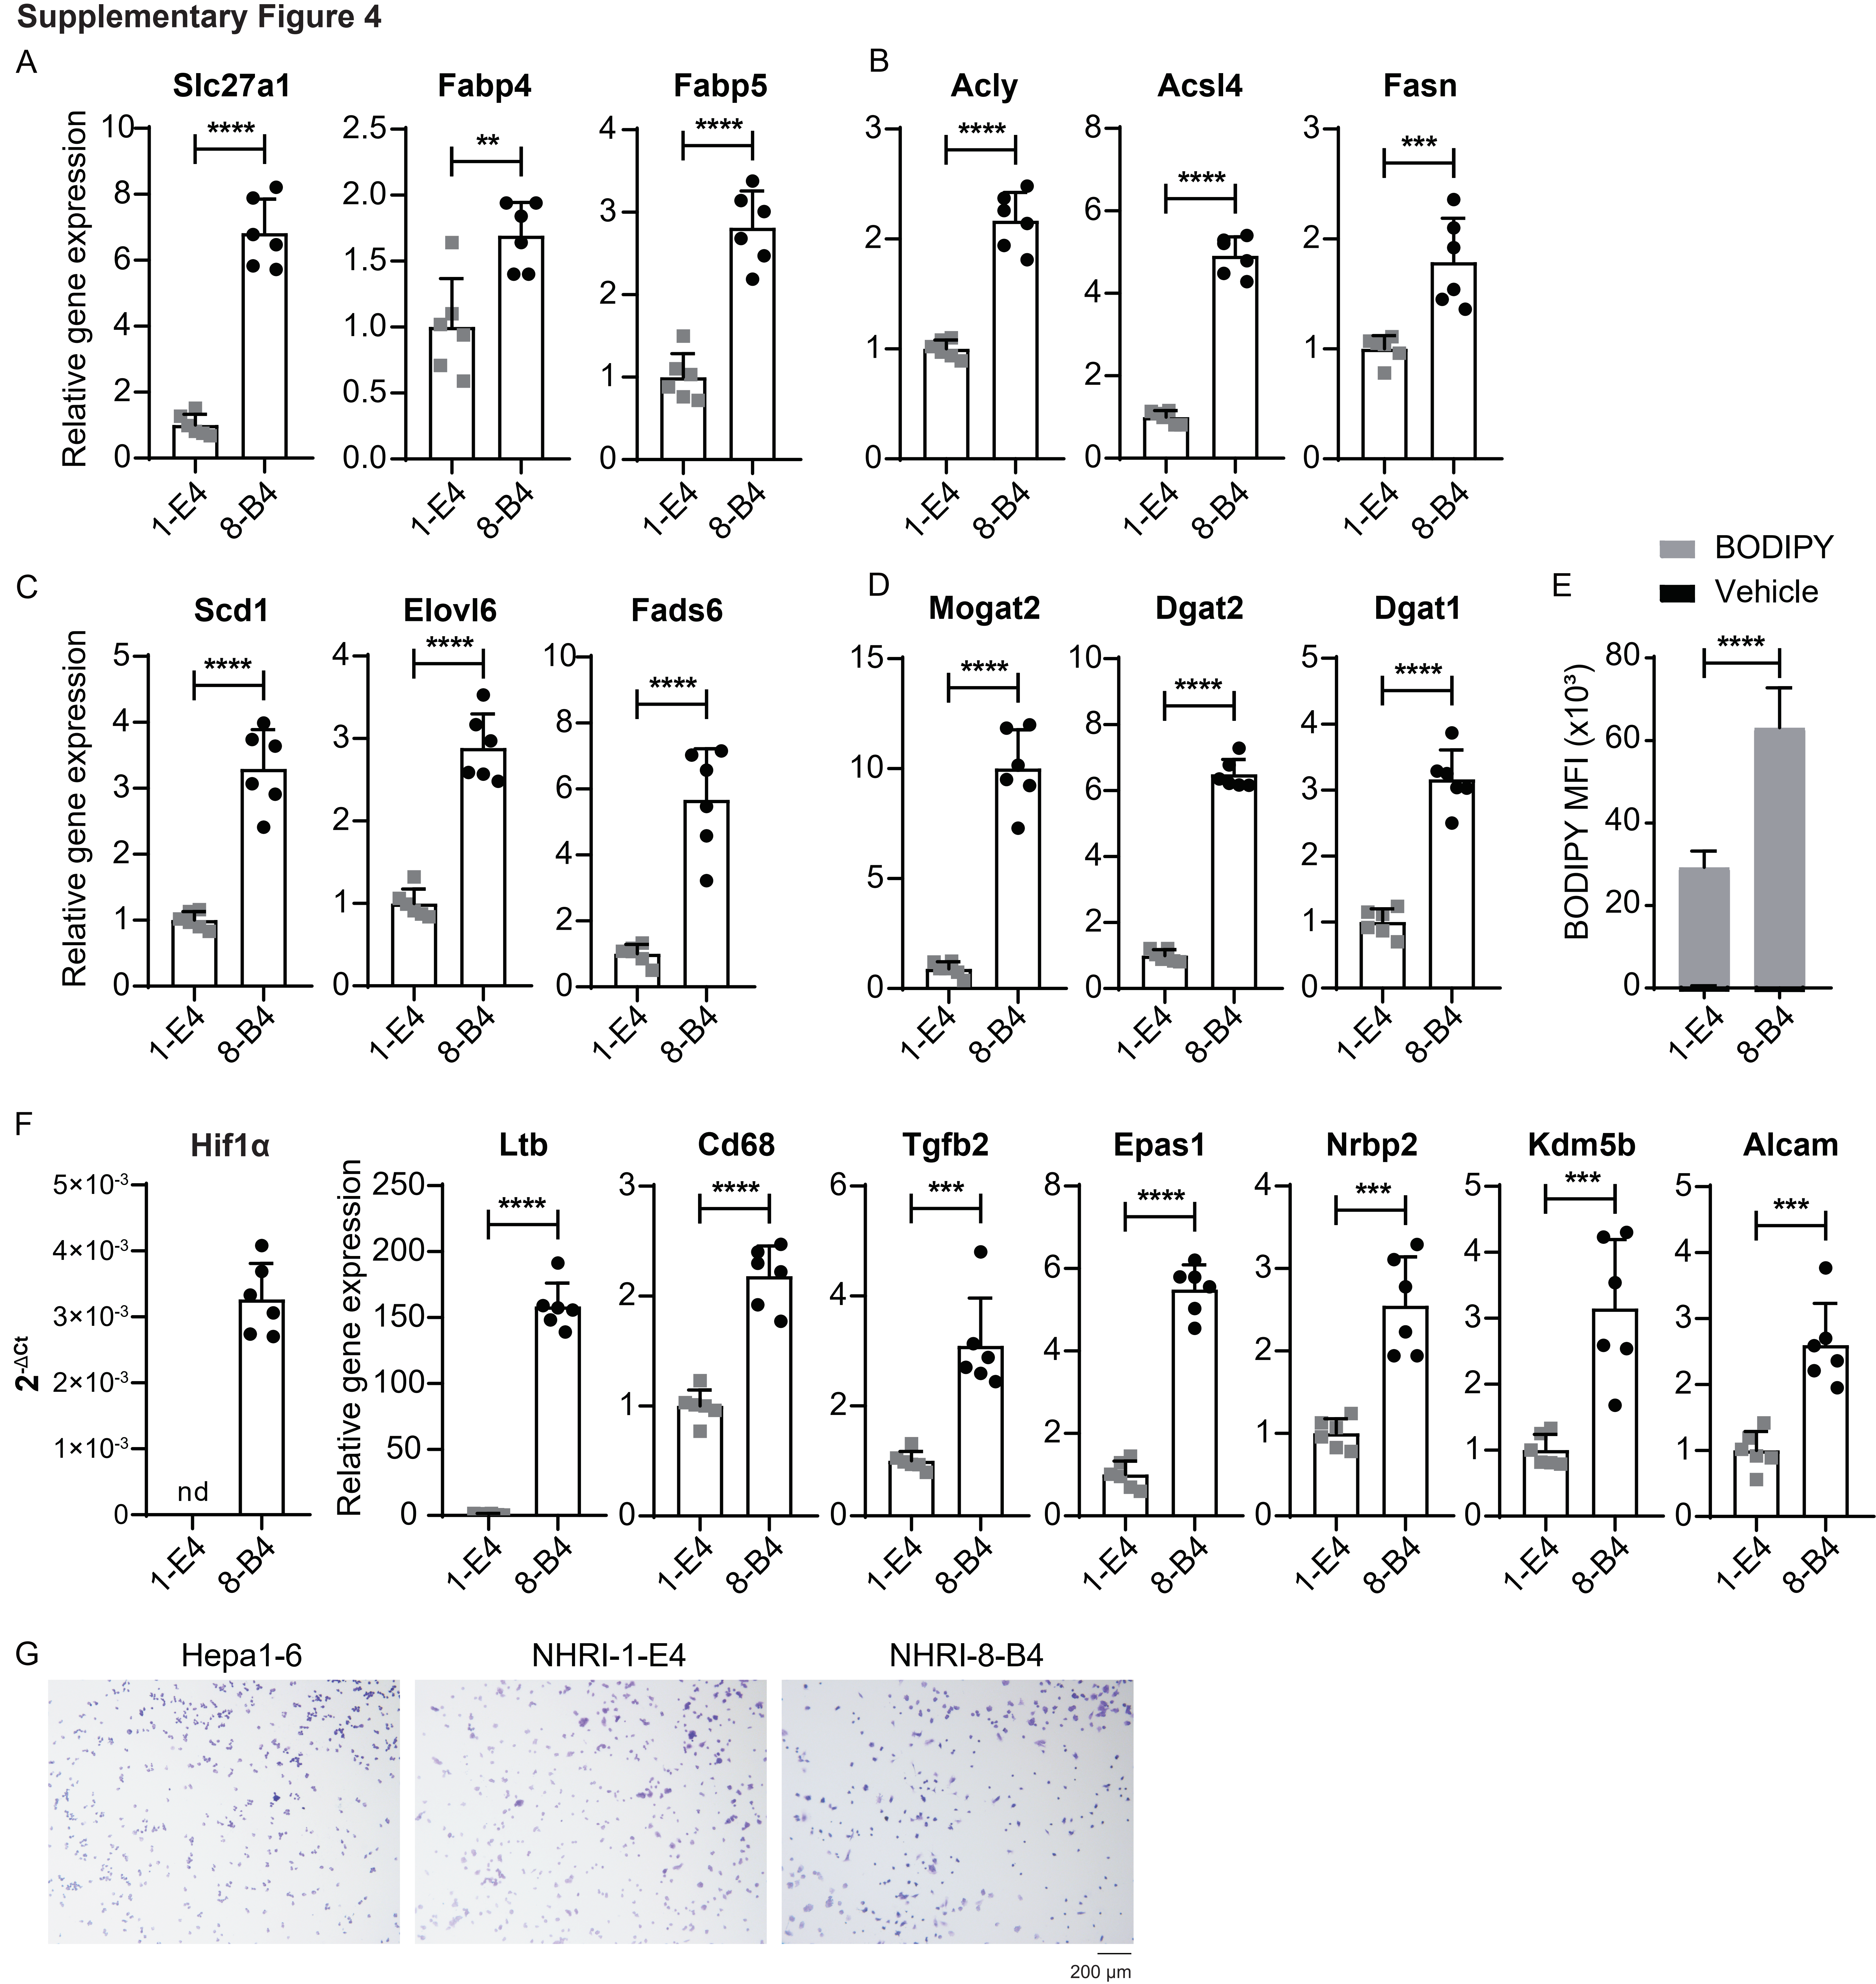

**Supplementary Figure S4. Genes upregulated in NHRI-8-B4 cells compared to NHRI-1-E4 cells.** **(A-D, F)** Quantified levels of mRNA of genes involved in fat uptake **(A)**, synthesis **(B)**, metabolism **(C)** and storage **(D)** and cancer stemness (**F**) in both cell lines. n=6. **(E)** Lipid content in cell lines via BODIPY 493/503 staining. Vehicle: DMSO for BODIPY staining control, indicating low background. n=3. Data are representative of two independent experiments. nd, not detected; **p<0.01; ***p<0.001; ****p<0.0001 via unpaired *t*-test. **(G)**  Crystal violet staining of indicated cells, which originated from the same cell suspension used for Figure 3I.
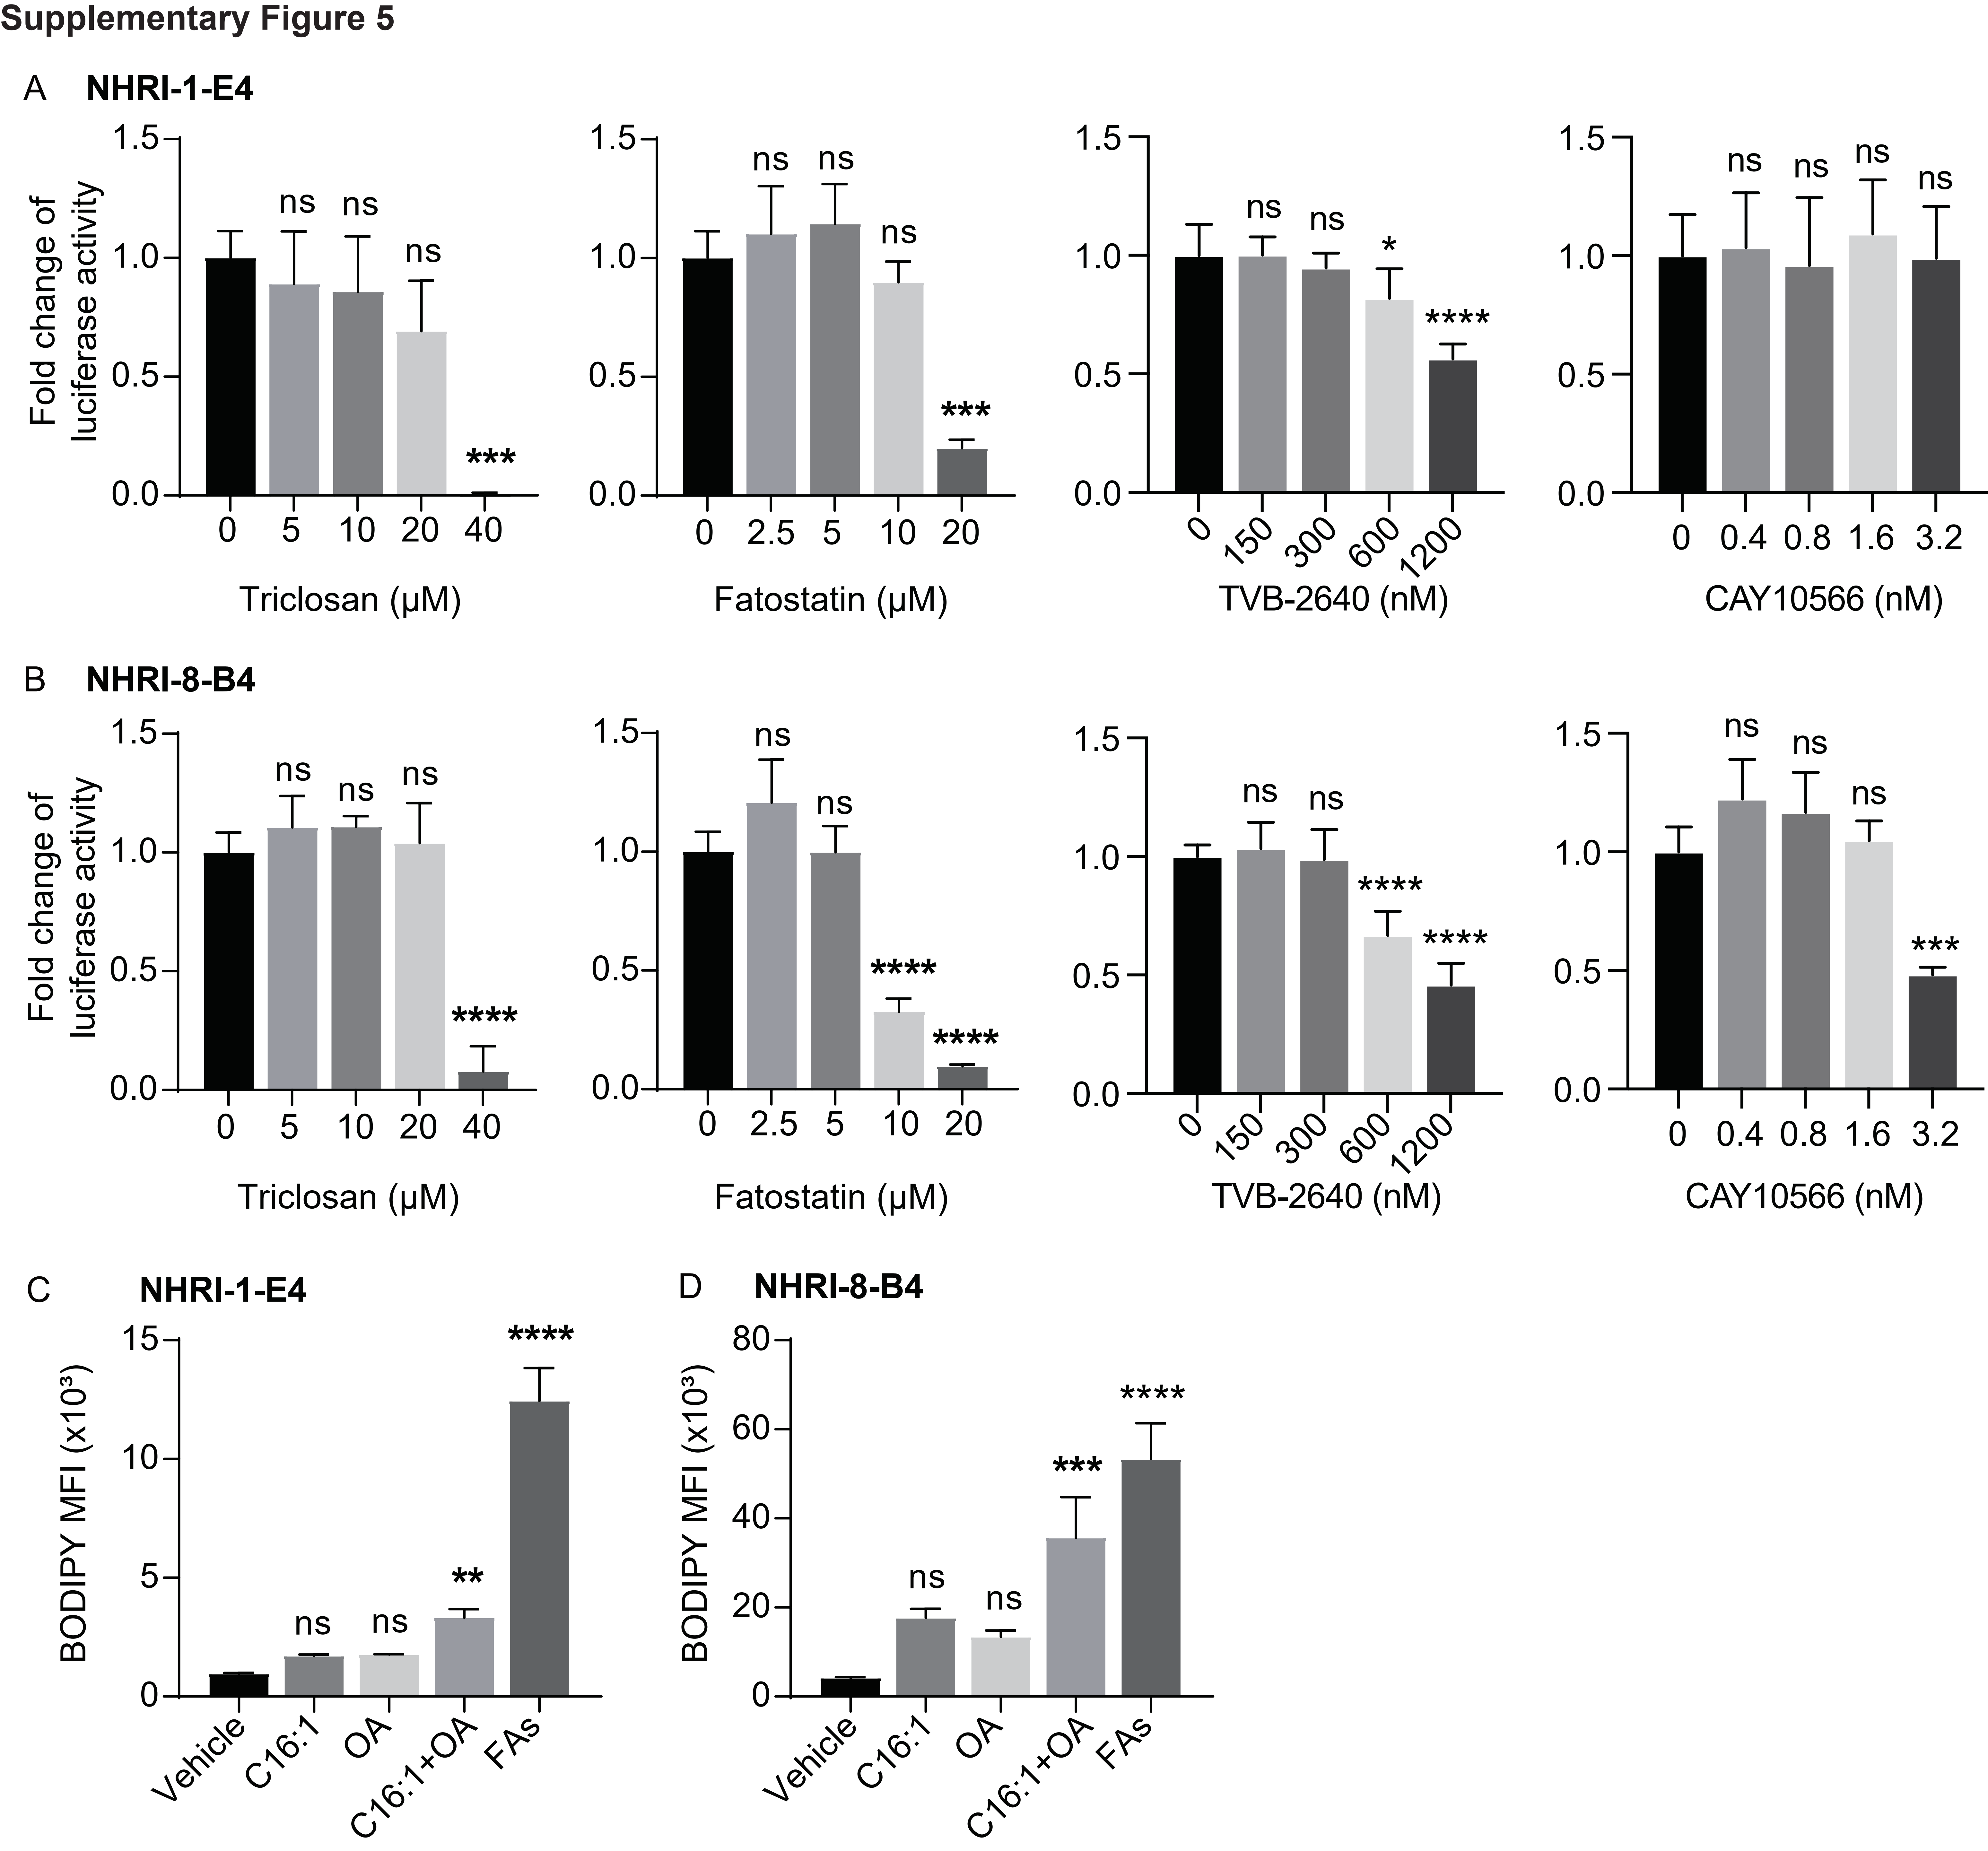

**Supplementary Figure S5. Effects of FASN, SREBP and SCD1 inhibitors on proliferation of HCC cells. (A-B)** Luciferase activity after NHRI-1-E4 (A) and NHRI-8-B4 (B) cells were treated with TVB-2640 and triclosan (FASN inhibitors), or fatostatin (SREBP inhibitor), or CAY10566 (SCD1 inhibitor) at indicated concentrations. n=4. Data are representative of three independent experiments. FASN: Fatty acid synthase; SREBP: Sterol regulatory element-binding protein; SCD1: Stearoyl-CoA desaturase-1. **(C-D)** Lipid content in cell lines treated by indicated fatty acids via BODIPY 493/503 staining. Vehicle: DMSO for BODIPY staining control, indicating low background. n=3. Data are representative of two independent experiments. ns, not significant; *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001 via one-way ANOVA.

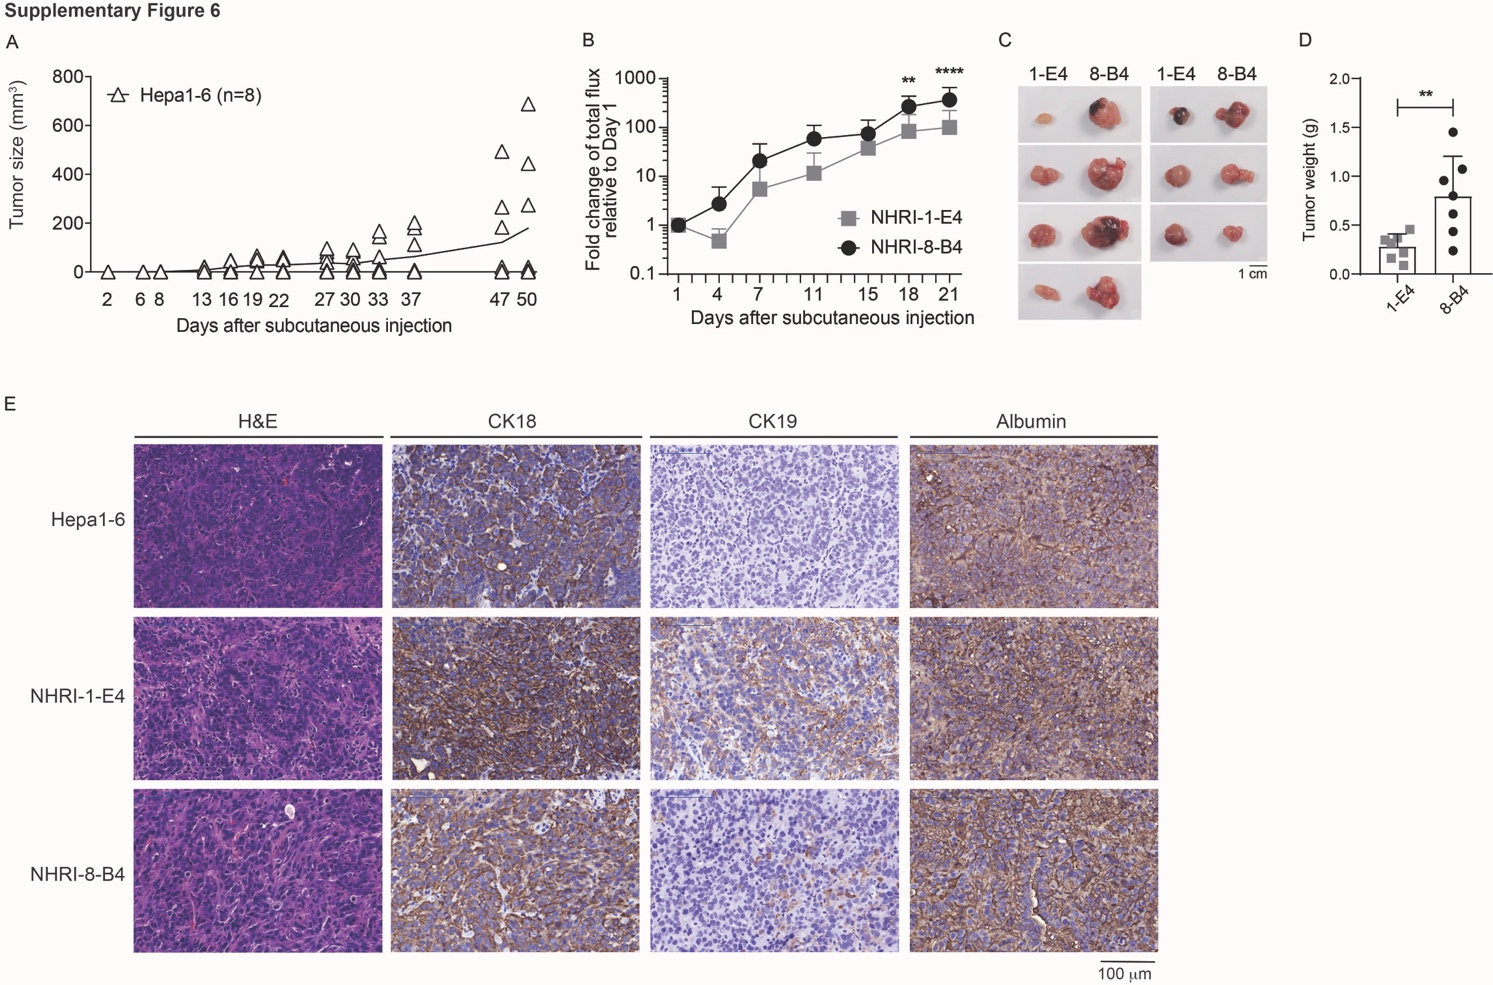

**Supplementary Figure S6. Tumor growth of Hepa1-6, NHRI-8-B4 cells and NHRI-1-E4 cells *in vivo*. (A)** Tumor size of subcutaneously inoculated Hepa1-6 (6x10^5^) cells in groins of C57BL/6j mice (n=8) at indicated time points. **(B)** Tumor growth curves of subcutaneously inoculated NHRI-1-E4 (6x10^5^) and NHRI-8-B4 (6x10^5^) cells in groins of C57BL/6j mice, which were determined by fold change of total flux relative to day 1. **(C-D)** Gross view (C) and tumor weight (g) (D) at day 22 (n=7). **(E)** Representative images of indicated subcutaneous tumors from Figure 5C with H&E staining and immunostaining for CK18, CK19 and albumin.

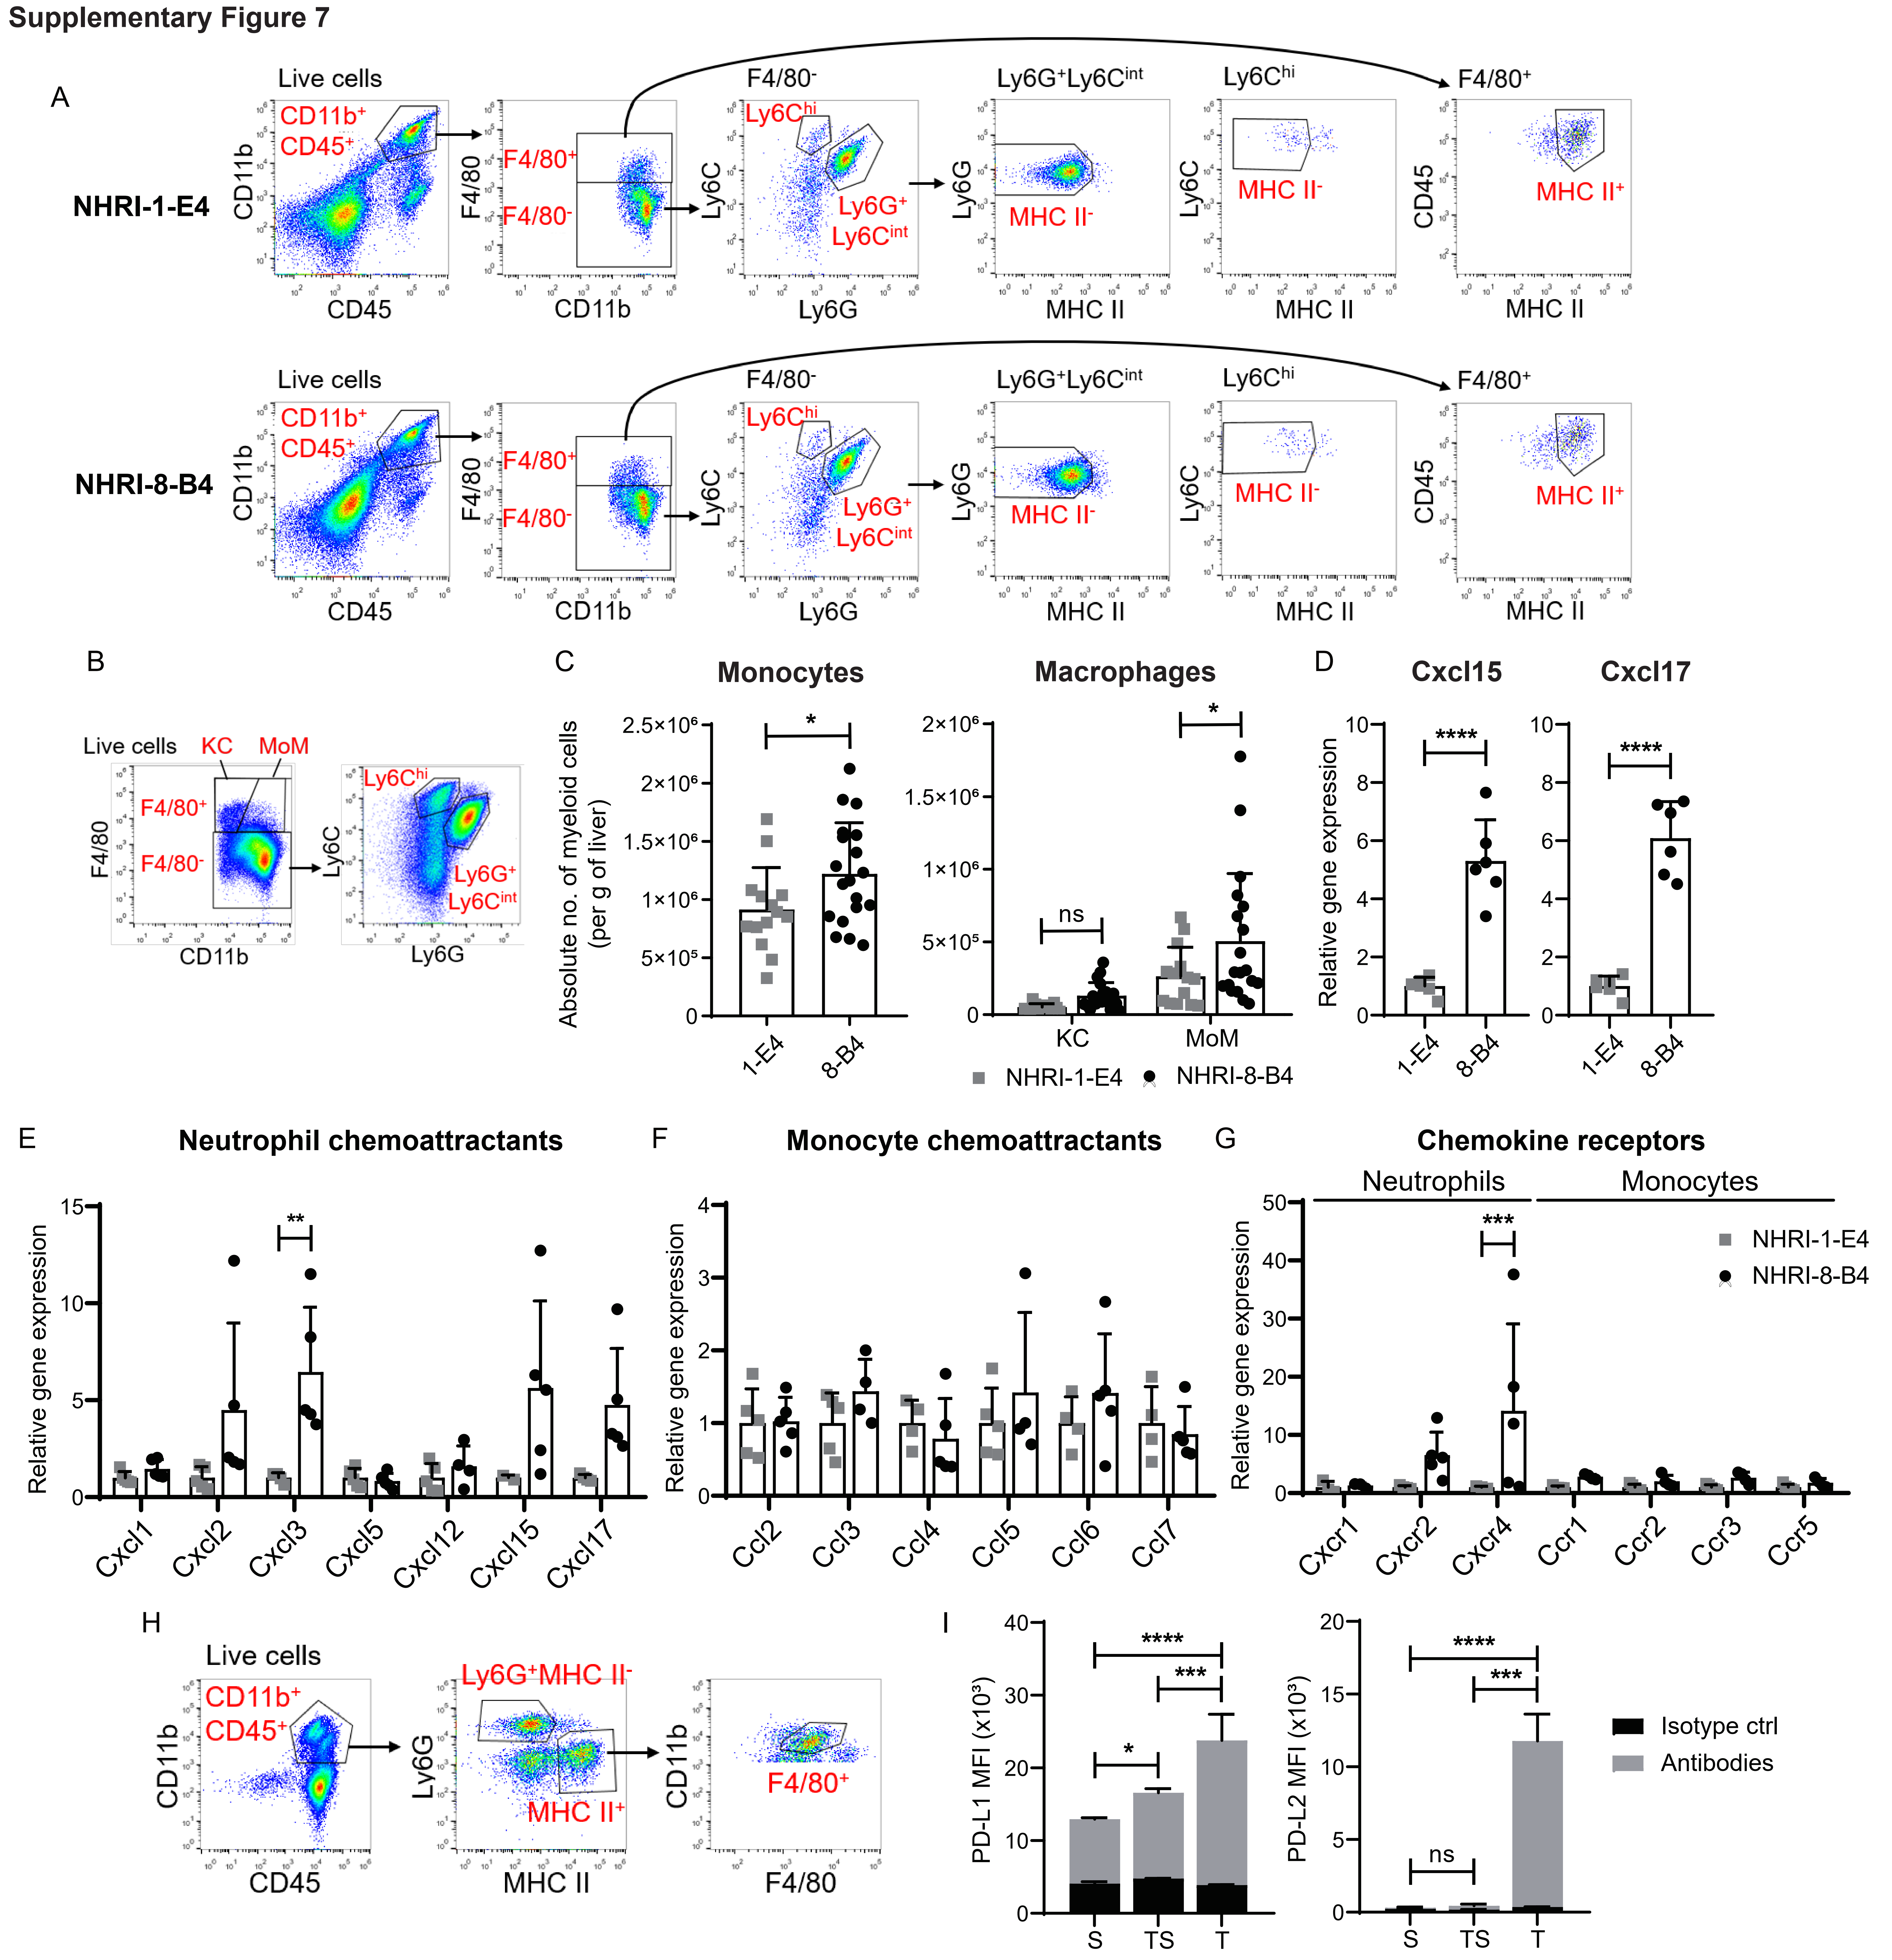

**Supplementary Figure S7. Composition of myeloid cells and chemoattractants in an orthotopic tumor model. (A)** Gating strategy for separation of myeloid cells, CD45^+^ CD11b^+^ Ly6G^+^ Ly6C^int^ MHC II^-^ neutrophils, CD45^+^ CD11b^+^ Ly6C^hi^ MHC II^-^ monocytes, and CD45^+^ CD11b^+^ F4/80^+^ MHC II^+^ macrophages from subcutaneous tumors. **(B)** Gating strategy for separation of CD45^+^ CD11b^low^ F4/80^+^ MHC II^+^ Kupffer cells (KC), CD45^+^ CD11b^hi^ F4/80^+^ MHC II^+^ monocyte-derived macrophages (MoM), CD45^+^ CD11b^+^ Ly6G^+^ Ly6C^int^ MHC II^-^ neutrophils, and CD45^+^ CD11b^+^ Ly6C^hi^ MHC II^-^ monocytes from orthotopic tumors. **(C)** Absolute number of myeloid cells per gram of tumor-bearing liver. n=14 for NHRI-1-E4 tumors; n=19 for NHRI-8-B4 tumors. In order to achieve similar tumor size for comparison of myeloid cell infiltration at the endpoint, we inoculated C57BL/6j mice with 4-8x10^5^ NHRI-1-E4 cells and C57BL/6j mice with 1x10^5^ NHRI-8-B4 tumor cells via intrasplenic injection. The tumor in the liver was isolated when total flux was higher than 1x10^9^ (p/s) and analyzed as the subcutaneous tumor. Neutrophils and monocytes were defined as previously described. Hepatic macrophages were divided into Kupffer cells (KCs) and monocyte-derived macrophages (MoMs) based on CD11b^int^ and CD11b^high^, respectively. ns, not significant; *p<0.05; ****p<0.0001 via unpaired *t*-test for monocytes or two-way ANOVA for macrophages. **(D)** Levels of *Cxcl15* and *Cxcl17* mRNA in NHRI-1-E4 and NHRI-8-B4 cells. n= 6. ****p<0.0001 via unpaired *t*-test. **(E-G)** mRNA levels of chemokine and chemokine receptor in tissue lysates from orthotopic NHRI-1-E4 or NHRI-8-B4 tumors. n=5~6. **p<0.01; ***p<0.001; ****p<0.0001 via two-way ANOVA. **(H)** Representative gating strategy for separation of CD45^+^ CD11b^+^ Ly6G^+^ MHC II^-^ neutrophils and CD45^+^ CD11b^+^ F4/80^+^ MHC II^+^ macrophages from spleen tissue of mice with subcutaneous NHRI-8-B4 tumors. **(I)** PD-L1 and PD-L2 expression in macrophages from (H). n=3. MFI: fluorescence intensity; S: spleen from normal mouse; TS: spleen from tumor-bearing mouse; T: subcutaneous tumor. ns, not significant; *p<0.05; ***p<0.001; ****p<0.0001 via two-way ANOVA. Data are representative of two independent experiments.

**Supplementary Table S1.** Primer sequences for quantitative polymerase chain reaction (qPCR)

**Supplementary Table S2.** Antibodies

| **Antibodies** | **Clone** | **Isotype** | **Cat. no** | **Company** |
| --- | --- | --- | --- | --- |
| Anti-Akt (pan) | C67E7 | - | #4691 | Cell Signaling |
| Anti-phospho-Akt (Thr308) | D25E6 | - | #13038 | Cell Signaling |
| Anti-phospho-Akt (Ser473) | D9E | - | #4060 | Cell Signaling |
| Anti-N-Ras | C-20 | - | Sc-519 | Santa Cruz |
| Anti-CK7 | - | - | HPA007272 | Atlas Antibodies |
| Anti-CK18 | N2C2 | - | GTX105624 | GeneTex |
| Anti-CK17/19 | D4G2 | - | #12434 | Cell Signaling |
| Anti-Beta Actin | AC-15 | - | A5441 | Sigma-Aldrich |
| Anti-albumin | - | - | GTX102419 | GeneTex |
| Anti-Gr1 | RB6-8C5 | Rat IgG2b, κ | 108402 | BioLegend |
| PerCP/Cyanine5.5 anti-mouse/human CD44 Antibody | IM7 | Rat IgG2b, κ | 103032 | BioLegend |
| PE anti-mouse CD133 Antibody | 315-2C11 | Rat IgG2a, λ | 141203 | BioLegend |
| BV421 Rat Anti Mouse CD326 | G8.8 | Rat IgG2a, κ | 563214 | BD Biosciences |
| CD45 Monoclonal Antibody, PE-Cyanine 7 | 30-F11 | Rat IgG2b, κ | 25-0451-82 | e-Biosciences |
| PE anti-mouse/human CD11b Antibody | M1/70 | Rat IgG2b, κ | 101208 | BioLegend |
| Brilliant Violet 421™ anti-mouse F4/80 Antibody | BM8 | Rat IgG2a, κ | 123137 | BioLegend |
| Brilliant Violet 605™ anti-mouse I-A/I-E Antibody | M5/114.15.2 | Rat IgG2b, κ | 107639 | BioLegend |
| PerCP/Cyanine5.5 anti-mouse Ly-6G Antibody | 1A8 | Rat IgG2a, κ | 127616 | BioLegend |
| APC anti-mouse Ly-6C Antibody | HK1.4 | Rat IgG2c, κ | 128016 | BioLegend |
| PE anti-mouse CD273 (B7-DC, PD-L2) Antibody | TY25 | Rat IgG2a, κ | 107205 | BioLegend |
| PE/Cyanine7 anti-mouse CD274 (B7-H1, PD-L1) Antibody | 10F.9G2 | Rat IgG2b, κ | 124313 | BioLegend |

**Supplementary Table S3.** Reagents

| **Reagents** | **Catalog number** | **Company** |
| --- | --- | --- |
| Bovine Serum Albumin (BSA), Fraction V, Fatty Acid Free for tissue culture | A-421-50 | Gold Biotechnology |
| TVB-2640 | S9714 | Selleckchem |
| Triclosan | 72779 | Sigma-Aldrich |
| Fatostatin | 13562 | Cayman |
| CAY10566 | 10012562 | Cayman |
| Myristic acid | 70079 | Sigma-Aldrich |
| Palmitic acid | 76119 | Sigma-Aldrich |
| Palmitoleic acid | 76169 | Sigma-Aldrich |
| Oleic acid | O1383 | Sigma-Aldrich |
| Erucic acid | 45629 | Sigma-Aldrich |
| Zombie NIR™ Fixable Viability Kit | 423106 | BioLegend |
| BODIPY 493/503 | D3922 | Thermo Fisher Scientific |
| Collagenase, type IV | C5138 | Sigma-Aldrich |
| D-luciferin Firefly | L-8220 | Biosynth Chemistry & Biology |
| Matrigel | 356237 | Corning |
| Proleukin (aldesleukin, IL-2) | - | Clinigen |
| Recombinant Mouse IL-4 (carrier-free) | 574304 | BioLegend |
| Recombinant Mouse IL-7 (carrier-free) | 577802 | BioLegend |
| Recombinant Mouse IL-12 (p70) (carrier-free) | 577002 | BioLegend |
| Recombinant Mouse IL-13 (carrier-free) | 575902 | BioLegend |
| Recombinant Mouse IL-15 (carrier-free) | 566302 | BioLegend |
| Recombinant Mouse IL-21 (carrier-free) | 574502 | BioLegend |
| Recombinant Murine M-CSF | 315-02 | PEPRO TECH |
| Recombinant Murine GM-CSF (carrier-free) | 576306 | BioLegend |
| 2-NBDG | N13195 | Thermo Fisher Scientific |
| CM-H_2_DCFDA | C6827 | Thermo Fisher Scientific |
| CellTrace CFSE Cell Proliferation Kit | C34554 | Thermo Fisher Scientific |

Fatty acids were prepared at 100 mM in DMSO as stock and at final concentration of 150 μM in culture medium for treatment.

**Supplementary Table S4.** Primer sequences for targeted PCR amplification and sanger sequencing

| Insertion cassette | Junction | PCR primers (5'→3') | Sequencing primer (5'→3') |
| --- | --- | --- | --- |
| Chr2_NRAS | 3’ | cgaaggcttcctctgtgt | gacagggtgttgaagatgc |
|  |  | GACCACTAACAGGAGAATG |  |
| Chr3_NRAS | 5’ | CACGTCTGCACAGTTATG | cgaccatggtaatagcga |
|  |  | cgaccatggtaatagcga |  |
|  | 3’ | gacagggtgttgaagatgc | gacagggtgttgaagatgc |
|  |  | CAGGAGTGGTCTGCAGAG |  |
| Chr9_AKT | 5’ | GAGCAGAGTTGTATCGCA | cctgttgattcaccccta |
|  |  | cctgttgattcaccccta |  |
|  | 3’ | gtgtgtgagaggtcctatg | GGAAAGATCGCCGTGTAA |
|  |  | CCTTCCATAGCAACCTGAC |  |
| Chr10_AKT | 5’ | CTGCACTGTAGCTGGGAG | cctgttgattcaccccta |
|  |  | gaggaggaagtagcgtgg |  |
|  | 3’ | gtgtgtgagaggtcctatg | GGAAAGATCGCCGTGTAA |
|  |  | GCTGCCGTAAATCCTAGTC |  |
| Chr13_AKT | 5’ | GACGCACACGCTTATAGT | cctgttgattcaccccta |
|  |  | gaggaggaagtagcgtgg |  |
|  | 3’ | gtgtgtgagaggtcctatg | GGAAAGATCGCCGTGTAA |
|  |  | CAGAATGCCATACAGAACAA |  |
| Chr16_AKT | 5’ | GCGATCCATTCCATCCAATAGC | cctgttgattcaccccta |
|  |  | cctgttgattcaccccta |  |
|  | 3’ | gacatagcttactgggacg | GGAAAGATCGCCGTGTAA |
|  |  | GATGTTCCAACCAGTAAGAAGG |  |
| Chr18_AKT | 5’ | GCTTTGAGCGCCATAACACA | GCTTTGAGCGCCATAACACA |
|  |  | gaggaggaagtagcgtgg |  |
|  | 3’ | TGACTCCCAAGAGGTACACCA | TGACTCCCAAGAGGTACACCA |
|  |  | gtgtgtgagaggtcctatg |  |

How the deposited data were processed for this re-analysis (not part of the article)

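RNA was measured by sequencing in 24 libraries, 3 from each of 8 mouse cell lines: Hepa1-6, the sorted pools #1 and #8, NHRI-1-E4 and NHRI-1-F1 from pool #1, and NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4 from pool #8. Each library was assigned to its line by its own label, and the replicate number in the label was kept.

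The authors made the gene-level TPM of each library with software their processing notes list as bcl2fastq, Trimmomatic 0.36, HISAT2 2.1.0 and StringTie 2.1.4, on the genome build GRCm38.p6. The notes do not give the role or settings of each tool, or the annotation release. As deposited, TPM were kept per library, with zeros written as 0.0001 and no further scaling between libraries stated. For NHRI-8-B4 and NHRI-1-E4 the authors also deposited the mean TPM of the 3 libraries of each line. The score columns in the same table are, as deposited by the authors, the standard deviations of the TPM of those 3 libraries. The fold ratio that the authors deposited is the mean TPM of NHRI-8-B4 over that of NHRI-1-E4, with zeros at 0.0001, and the deposited log2 values are the log2 of that ratio. The p-value and q-value columns that the authors deposited are those of their own test of each gene, unadjusted and adjusted; DESeq and DESeq2 are the tests their notes name, and which of them gave the values is not stated. A second table of theirs holds the subset of genes they list as different, with the same columns.

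Values of 0.0001 were read as 0 and TPM were taken as log2(TPM + 1). Genes with a TPM of at least 1 in at least 3 of the fitted libraries were kept. Lines were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend on and robust off, 1 mean per line, no replicate block). NHRI-8-B4 and NHRI-1-E4 were fitted alone on their 6 libraries (14379 genes), and all other comparisons came from 1 fit of the 24 libraries (16538 genes), where all lines share the estimate of the spread. P-values were adjusted with the Benjamini-Hochberg method within each contrast. Counts of genes are at an adjusted p under 0.05 and a 2-fold change, and named genes and list members were called at an adjusted p under 0.05 with no minimum fold. The design had been written for read counts as well; since the values are TPM, the limma fit set for that case was used. A gene was called in all NHRI lines against Hepa1-6 only where it passed in each of the 7 contrasts, and in the clones of pool #8 against those of pool #1 only where it passed in each of the 6. Standard errors are those of limma's moderated fit, and ± gives the SD of 3 libraries. No p-value of this kind says more than how the libraries of these lines differ, and how the 3 libraries of a line were grown is not given in the sources used here.

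The genes named were set by a rule before the data were examined. They are every gene that the paper names for an RNA measurement and, from each heatmap of Figures 3C to 3E, 3H, 5I and 6A, the 3 with the smallest adjusted p. From NHRI-8-B4 against NHRI-1-E4 come the 10 genes with the largest log2 fold change in each direction, among called genes with a mean of at least 10 TPM in the higher line and no overlap between the libraries of the lines. From Hepa1-6 come 8 in each direction, by the smallest absolute log2 fold change over the lines, and from the clones of pool #8 against those of pool #1 come 5 in each direction, by the smallest over the contrasts. In each gene list the 3 called members with the smallest adjusted p are named. Predicted genes with no name were left out of the ranked groups, and some genes that these rules select are not reported here. The genes of the heatmaps were read from the figures and only counted, with no set test. Other genes named as list members or beside another gene, among them those of pool #1, were chosen after their values were seen.

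A total of 31 gene lists were fixed before the data were examined. They cover fatty acid synthesis, triglyceride synthesis, fatty acid uptake, fatty acid oxidation, cholesterol synthesis, glycolysis, hypoxia and HIF targets, Wnt targets, MYC targets, Polycomb targets, stem cell markers, cytokine receptors, chemokines, hepatocyte differentiation, biliary markers, oncofetal genes, epithelial to mesenchymal transition, the cell cycle, MHC class I, the interferon response, NF-kB targets, RAS-ERK output, NRF2 targets, the integrated stress response, fibroblast, leukocyte and endothelial markers, mitochondrial mRNAs, histones, nuclear-retained transcripts and Y-linked genes. Lists with at least 5 tested members were tested with camera from limma at a preset inter-gene correlation of 0.01, and again with the correlation estimated from the data and with fry. Camera sets the genes of a list against the other genes, while fry asks whether they move on balance in one direction, so a difference between the 2 is not a failure of either. Chromosomes were tested in the same way as sets of their genes, with medians over windows of 50 neighbouring genes, using the coordinates in the authors' tables.

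Principal components were taken of centred log2(TPM + 1) of 18 libraries of Hepa1-6 and the 5 clones. Lines were clustered on 1 minus the Pearson correlation of their mean profiles, with average linkage. The grouping by pool was tested by exact permutation of the pool labels over the 7 NHRI lines. GC content and transcript length, used to remove trends with splines of 5 degrees of freedom, came from GENCODE vM39 transcripts matched by Ensembl identifier. Spreads of medians are from 2000 bootstrap draws, and the spread of the correlation is from fewer bootstrap draws. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

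The fits were tested on simulated data with 200 changed genes, 50 at each size, drawn from genes with a mean level of about 10 TPM or more. For NHRI-8-B4 against NHRI-1-E4 (14053 genes), calls were scored at an adjusted p under 0.05 with no minimum fold, unlike the 2-fold rule of the gene counts. There 86% of genes changed by a log2 of 1 were recovered, 98% at 1.5, 98% at 2 and 100% at 3, and 14 unchanged genes were called. The 2 other comparisons needed a 2-fold change in every contrast, so their shares cannot be set against these. For all NHRI lines against Hepa1-6 (14998 genes) the shares were 14%, 100%, 100% and 100%, and for the clones of the 2 pools (15004 genes) 8%, 100%, 98% and 100%, with 0 unchanged genes called in either by limma. With no list moved, camera called a mean of 0.05 lists over 20 simulations, and it called a list moved by a log2 of 0.5 in 100% of them. The simulated genes vary independently, whereas in the real libraries the 9 other splits of NHRI-8-B4 and NHRI-1-E4, which mix the libraries of the 2 lines but keep part of their difference, called 6 to 19 lists each, against 18 in the real one.

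The alternatives tried were a pseudocount of 0.1, no filter on low values, a minimum of 5 TPM, median-of-ratios scaling of the libraries, leaving out each library in turn, the replicate number as a block, and all 24 libraries in 1 fit. Others were an unadjusted p, no minimum fold, the authors' p-values over the genes kept, other sets of lines, Spearman correlation, and a PCA of scaled or unlogged values. The gene sets of Figure 3G, the protein, lipid and animal measurements, and any reads were not used here.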

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

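The tests of fibroblast markers and of the pool #1 label, both tests of a separate round of library preparation, the test of capture without a poly(A) tail, the control of the correlation between the clones, and the test of copy number were chosen only after the result was seen.

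Pool #1, which the paper does not compare with its own clones, had 1612 genes higher and 1681 lower than the mean of NHRI-1-E4 and NHRI-1-F1 by at least 2-fold, whereas pool #8 against its clones, as the control, gave 190 and 492. Scaling between libraries is argued against, since the number after it was 99.5% of that before (1613 higher and 1665 lower, 3273 of them the same genes in the same direction, scaling factors differing by a log2 of −0.0062), whereas a pool #8 line under the wrong label cannot be told apart, since against the pool #8 clones the chromosome 15 median was −0.249 (spread 0.0315), as in the clones of pool #1 (−0.255), but the chromosome 14 median 0.0471 (spread 0.0186), unlike theirs (−0.220). Fibroblasts or stellate cells that express Dcn and Lum are argued against too, as these stood at 0.254 and 0.0791 TPM, although Krt19 was at 6.22% of its level in the clones. In all, 10 of 20 markers were under 1 TPM, Pdgfra (0.0746) among them. The sort would have removed cells with PDGFRα, so a low Pdgfra decides nothing. Yet Col6a3 (409 TPM), Col3a1 (370.5), Postn (325), Pdgfrb (278) and Acta2 (146) were abundant. Of 14 markers tested against the clones, 10 were higher in pool #1 and 2 lower. Fibroblast-like cells without PDGFRα, pericyte-like cells or tumor cells of mesenchymal character, none of them tested, stay open. With each of the 3 lines set in turn against the other 2, the splits are too few for a share under 0.05 (1 of 3 as large, real 3293 genes, highest other 2005).

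NHRI-1-E4 and NHRI-8-B4 differ from the other clones of their pools in the same direction: across 16538 genes, NHRI-1-E4 minus NHRI-1-F1 and NHRI-8-B4 minus the mean of its sister clones had a correlation of 0.343 (0.303 with NHRI-8-B4 minus NHRI-8-A4 and 0.333 with NHRI-8-B4 minus NHRI-8-C4), and with NHRI-8-A4 minus NHRI-8-C4, as the control, 0.0179. These are the 2 lines whose libraries carry label prefixes of their own. GC content and transcript length are argued against, since the correlation was 0.352 (spread 0.0118) after removing their trends, which took away 0.802% and 1.86% of the variance, and 0.344 before. A separate round of library preparation or sequencing for these 2 lines (correlation 0.343) cannot be told apart from a property the lines share, since prefix and line coincide, and the same holds for capture of transcripts without a poly(A) tail, where the medians of 20 histone genes were 0.139 (spread 0.173) and 0.235 (spread 0.129). No biological explanation was tested, and every value of NHRI-8-B4 against its sister clones carries this limit.

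Genes on chromosome 15, which the paper does not discuss, had a median log2 fold change of 0.416 in NHRI-8-B4 against NHRI-1-E4, with a value above 0 in 82.0% of 561 genes, passing or not (adjusted p = 1.03e-14 from camera, and adjusted p = 0.162 with an estimated correlation), while the medians of the other chromosomes ran from −0.231 (chromosome 5) to 0.196 (chromosome 14), which hides stretches of 50 to 55 genes with larger shifts on parts of chromosome 14 (5 stretches, 0.583 to 0.703) and of chromosome 4 (4 stretches, 0.524 to 0.689). A separate round of library preparation as the whole cause is argued against, since with the other prefix alone NHRI-8-A4 against NHRI-1-F1 had a median of 0.174 (spread 0.0165), NHRI-8-C4 0.216 (spread 0.0169), and pool #8 against pool #1 0.261 (spread 0.0268). GC content, length and expression level are argued against too, the median being 0.334 (spread 0.0220) after removing their trends and 0.419 before, although these took only 3.58% of the variance and left the SD of the chromosome medians at 0.190. A different copy number of chromosome 15 in the lines of the 2 pools predicted a shift along the whole chromosome, and the 11 windows of 50 genes had medians from 0.181 to 0.571. It cannot be told apart from other sources, since all windows were above 0 on 4 other chromosomes too (1, 6, 16 and 18) and below 0 on 7 (3, 5, 8, 9, 10, 13 and 17). The paper sequenced genomic DNA of the clones to map the insertions, and those reads were not used here. Against Hepa1-6 the chromosome 15 medians were −0.313 in pool #1, −0.300 in NHRI-1-E4 and −0.276 in NHRI-1-F1, and 0, −0.084, 0.081 and −0.060 in pool #8, NHRI-8-A4, NHRI-8-B4 and NHRI-8-C4.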

How the results depend on the processing

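The authors' unadjusted p with a mean of at least 0.3 TPM, the settings without pool #1, 2 of the PCA settings and the alternatives for pool #1, the chromosomes, the label groups and the lists of the pool #8 clones were chosen after seeing the data; the rest were set before the data were examined. TPM with no read counts limit all results: a gene near 0 cannot be told from an undetected one, and genes expressed in a single line pass the minimum only with all 3 of its libraries. The count-based alternatives (DESeq2 size factors, a filter on counts, limma in place of a count test) were not run, since the values are TPM. Calls were tested and the same under every alternative for 109 of 145 named genes of NHRI-8-B4 against NHRI-1-E4 (14 changed and 25 had no test somewhere, some genes doing both), 73 of 84 marker comparisons with Hepa1-6 (4 and 7, the latter all of Gpc3), 10 of 16 genes named from Hepa1-6 (0 and 6) and 3 of 10 from the pool #8 clones (7, all with the pools included, and 0). Genes had no test where a library less, or the minimum of 5 TPM, put them below the filter. The same held for only 3 of 28 lists in NHRI-8-B4 against NHRI-1-E4, with fry counted among the alternatives. In the pool #8 clones it held for 9 of 30 lists, with fry left out of the count. With an estimated correlation all 18 called lists of the first comparison and all 16 of the second lost their calls. Where no value below shows it, the cause was not tested.

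For the 1132 genes higher and 388 lower in NHRI-8-B4, a minimum of 5 TPM gave 749 and 243 (fewer genes tested), no minimum fold 3900 and 4115, and the authors' unadjusted p and fold with a mean of at least 0.3 TPM 2028 and 831. Leaving out 1 library gave 728 (without NHRI-8-B4 replicate 3) to 1139 (without NHRI-1-E4 replicate 2) and 252 (without NHRI-1-E4 replicate 2) to 414 (without NHRI-8-B4 replicate 2), since 352 of the higher genes lost their test without an NHRI-8-B4 library and 123 of the lower ones without an NHRI-1-E4 library. A line with 2 libraries left was given the spread of the whole fit. Of the lists, 15 were higher and 3 lower; with an estimated correlation 0 were higher and 0 lower (camera; 4 and 0 at an unadjusted p under 0.05, 17 and 3 with fry), and without 1 library 14 to 18 and 2 to 4.

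Triglyceride synthesis (adjusted p = 0.296), glycolysis (0.373), Wnt targets (0.296) and cytokine receptors (0.296) no longer passed with an estimated correlation, and Wnt targets not without the filter either (0.0681). Fatty acid uptake passed with no filter (adjusted p = 0.0305), with all 24 libraries (0.0180) and with fry (0.00503), and without 1 library ran from 0.0367 to 0.0968. Fatty acid oxidation, with a median below 0 and a mean above it, was higher with fry, which tests against no change and not against the other genes (adjusted p = 0.0321). Chemokines ran from 0.0427 (without NHRI-8-B4 replicate 1) to 0.416 (without NHRI-8-B4 replicate 3). Without 1 library the others kept their side: receptors 9.86e-05 to 0.000522, glycolysis 5.91e-07 to 3.76e-05, triglyceride synthesis 0.00137 to 0.00404, Wnt targets 0.00387 to 0.00840, fatty acid synthesis 0.0532 to 0.428, fatty acid oxidation 0.473 to 0.770 and stem cell markers 0.331 to 0.546.

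Against Hepa1-6, 1007 genes higher became 1579 with a pseudocount of 0.1 and 1628 with the 5 clones only, and ran from 1000 to 1021 without 1 library. The 1003 lower ran from 573 (without Hepa1-6 replicate 1; 428 then lost their test) to 1006. Marker calls numbered 78 of 84, and 71 to 80 without 1 library. In the pool #8 clones, 243 and 28 became 443 and 66 with a pseudocount of 0.1, 47 and 0 with the pools included (limma; 0 lower at an unadjusted p as well), and 509 and 213 with the prefix H alone, and ran over 237 to 251 and 26 to 31 without 1 library. Their lists, 13 higher and 3 lower, became 0 and 0 with an estimated correlation (camera; 8 and 0 at an unadjusted p, 24 and 3 with fry), and 13 to 15 and 2 to 3 without 1 library. Polycomb targets (pool #8 clones) no longer passed without NHRI-1-E4 replicate 1, 2 or 3 (adjusted p = 0.157, adjusted p = 0.169 and adjusted p = 0.112), and Wnt targets not without NHRI-8-B4 replicate 1 (adjusted p = 0.0621). Polycomb targets were also lost with a pseudocount of 0.1 (adjusted p = 0.0511) and a minimum of 5 TPM (adjusted p = 0.154). Wnt targets were lost at that minimum (adjusted p = 0.0545) and with scaling (adjusted p = 0.0657, all from camera). Clustering by pool passed with a pseudocount of 0.1 (0.0217, exact permutation p = 0.0286). Genes of pool #1 against its clones ran over 1412 to 1637 and 1655 to 1691 without 1 library. The first 3 components held 45.5%, 16.9% and 12.6% with scaled genes, 43.5%, 17.1% and 13.3% with unlogged scaled values, and components 1 and 3 held 29.9% and 10.4% when these took all genes with variance.

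The replicate numbers did not pair the samples: deviations of the libraries with the same number had correlations of 0.00377, −0.0152 and 0.0644, and only replicate 3 correlated best with its own number. With the number as a block, the counts were 1138 and 389, 1007 and 1002 against Hepa1-6, and 243 and 28 in the pool #8 clones. Fatty acid uptake then passed (adjusted p = 0.0457), as did histones in the pool #8 clones (adjusted p = 0.0469), while Akt1 (adjusted p = 0.0604) and Ccl28 (adjusted p = 0.0519) did not; no other call changed with the block.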

Differences from the paper's values

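The setting with the authors' unadjusted p and a mean TPM of at least 0.3, and 2 of the PCA settings, were chosen only after the values were seen.

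The paper gives 2028 genes as upregulated in NHRI-8-B4 against NHRI-1-E4, and 1132 were higher here. For downregulated genes the paper gives 831, and 388 were lower here. The paper draws a 2-fold line and a line on the p-value, and states no minimum of expression. Among the alternatives set before the data were examined, a pseudocount of 0.1 (1383 and 568) and the authors' p-values over the genes kept here (1390 and 554) came within 1.5 times of the paper's counts. All others did not: no filter (1158 and 383), a minimum of 5 TPM (749 and 243), scaling (1153 and 373), leaving out 1 library (728 to 1139 and 252 to 414), the replicate block (1138 and 389), all 24 libraries (1171 and 393), an unadjusted p with a 2-fold change (1135 and 388) and no minimum fold (3900 and 4115). The authors' unadjusted p under 0.05 with a 2-fold ratio and a larger mean of at least 0.3 TPM, chosen after seeing the values, gave 2028 and 831 and dropped 0 of the genes in the authors' own list. Without that minimum of TPM it gave 2484 and 1046. Of that list 178 are marked as not significant and 2681 have a q-value under 0.05. Of its genes, 1969 were tested here and 1495 called, and 1495 of the 1520 genes called here are in the list.

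In the paper the first principal component holds about 30% of the variance in Fig. 3A, read by eye, and 64.9% here. Of the alternatives set before the data were examined, neither scaled genes (45.5%) nor unlogged TPM (63.4%) closes the gap. Unlogged and scaled values (43.5%, or 29.9% with all genes that have any variance), chosen after seeing the values, come within 1.5 times of it.

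The paper describes nearly no Krt7 in any of the lines or in Hepa1-6. Over the 8 lines the mean was at most 15.8 TPM in 6, and reached 134 TPM in NHRI-1-F1 and 60.2 in Hepa1-6. Fuca1 is said to be higher in the clones than in Hepa1-6, as it was in 6 of the 7 lines, but in NHRI-1-E4 the difference was 0.047 (adjusted p = 0.326, limma), and it passed under none of the settings tried. Krt18 is given as higher in the clones; it was in all 5 clones and in pool #8, and was lower in pool #1 (−0.48, adjusted p = 1.0e-08). Alb is given as lower in the clones than in Hepa1-6, as it was in 4 of the 5 clones, and in NHRI-8-C4 the difference did not pass (−0.49, adjusted p = 0.107) except without NHRI-1-E4 replicate 2.

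Fabp4 mRNA is said to be higher in NHRI-8-B4, and stood at 0.450 ± 0.243 TPM there against 0.266 ± 0.293 in NHRI-1-E4, below the minimum for a test, while Fabp5 was higher (0.53, adjusted p = 0.000609, limma). The paper also measured genes of lipid uptake by quantitative PCR, which was not used here, so these TPM do not decide its statement on Fabp4. Il13ra2 is said to be higher too, and was listed at 0 in NHRI-1-E4, as the paper says, and at 0.413 TPM in NHRI-8-B4, also below the minimum. Gapdh is shown with the glycolysis genes that are higher in NHRI-8-B4; 12 of the 13 tested genes of that heatmap were, and Gapdh did not pass (0.93, adjusted p = 0.0635) unless the adjustment was over the list alone.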

Other observations

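The list tests of pool #1 against its clones, those of the lines against Hepa1-6, and those of NHRI-8-B4 against its sister clones were chosen only after the result was seen, the HIF targets with their mean TPM in each line already in view.

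NHRI-8-B4 carried more mRNA of several cell programs than NHRI-1-E4. HIF targets and MHC class I were also higher in the mean of the pool #8 clones, NHRI-8-B4 included, than in the pool #1 clones. Camera gave adjusted p = 1.34e-08 and 1.02e-08, and 0.0953 and 0.118 with an estimated correlation. Against its sister clones MHC class I (adjusted p = 0.336), NRF2 (0.931), hepatocyte (0.233) and NF-kB genes (0.980) did not pass (camera). HIF targets and RAS-ERK output did, as given below. Of 24 tested hypoxia and HIF targets, 22 were higher, 2 lower and 0 did not pass, with a median log2 fold change over NHRI-1-E4 of 1.16 (n = 3 libraries per line, adjusted p = 5.68e-08 from camera, and adjusted p = 0.296 with an estimated correlation). They included the mitophagy receptor gene Bnip3 (3.35, standard error 0.069, adjusted p = 1.36e-07), the collagen-modifying enzyme gene P4ha2 (2.83, standard error 0.10, adjusted p = 2.17e-06) and the adenylate kinase gene Ak4 (2.23, standard error 0.11, adjusted p = 5.14e-06) (limma). Of 40 NRF2 and glutathione genes, 25 were higher, 2 lower and 13 did not pass (26 higher and 2 lower when adjusted over the list alone) (adjusted p = 1.57e-05, and adjusted p = 0.463 with an estimated correlation), among them Gstm2 (3.02, standard error 0.083, adjusted p = 6.05e-07), G6pdx (1.37, standard error 0.075, adjusted p = 9.91e-06) and Tkt (1.01, standard error 0.055, adjusted p = 1.01e-05), the latter 2 enzymes of the pentose phosphate pathway. Of 26 genes of MHC class I and antigen presentation, 18 were higher, 0 lower and 8 did not pass (18 higher and 1 lower when adjusted over the list alone) (adjusted p = 2.67e-05, and adjusted p = 0.463 with an estimated correlation). H2-Q7 (1.52) and H2-Q6 (1.36) are close copies whose reads may be shared, which was not tested (the list's adjusted p with an estimated correlation was 0.463), and Psme1, a proteasome activator, had 1.15; like Tkt, it lies in one of the stretches of chromosome 14 where most genes had a log2 fold change above 0. Their adjusted p-values were at most 3.48e-05. Of 34 hepatocyte differentiation genes, 20 were higher, 4 lower and 10 did not pass (adjusted p = 0.00328, and adjusted p = 0.463 with an estimated correlation). Fga (4.86) and the transcription factor gene Cebpa (1.56) were higher and the retinol carrier gene Rbp4 (−1.28) lower, at adjusted p-values of at most 2.11e-05.

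The same comparison gave 22 genes higher and 5 lower of 36 in RAS-ERK feedback and output, 23 and 5 when adjusted over the list alone (adjusted p = 0.000789 from camera, and adjusted p = 0.488 with an estimated correlation). The phosphatase genes Dusp4 (1.03) and Dusp1 (0.87) and the urokinase receptor gene Plaur (1.07) rose. Of 32 NF-kB targets, 17 were higher, 4 lower and 11 did not pass (adjusted p = 0.00238, and adjusted p = 0.488 with an estimated correlation), Tnfaip2 with 4.30. Of 20 genes of epithelial to mesenchymal transition, 12 were higher, 2 lower and 6 did not pass (13 higher and 2 lower when adjusted over the list alone) (adjusted p = 0.00328, and adjusted p = 0.463 with an estimated correlation), with the integrin genes Itgb3 (3.14) and Itga5 (2.00) among the higher ones. The largest adjusted p of these genes was 0.000153. Of 36 genes of the integrated stress response, 12 were higher, 1 lower and 23 did not pass (11 higher and 1 lower when adjusted over the list alone) (adjusted p = 0.0123, and adjusted p = 0.737 with an estimated correlation), with Cbs (2.47), Xbp1 (0.73) and Cebpb (1.52) at adjusted p-values of at most 8.3e-05. That call was lost without NHRI-8-B4 replicate 3 (adjusted p = 0.573), and with fry, which tests a list against no change and not against the other genes, the list did not pass (adjusted p = 0.136). Of 14 replication-dependent histones, 6 were higher, 0 lower and 8 did not pass (adjusted p = 0.00822, and adjusted p = 0.296 with an estimated correlation), among them H2bc4 (1.79), H2bc8 (1.56) and H1f2 (2.12), copies of close sequence. Of 8 leukocyte and Kupffer cell markers, 7 were higher, 1 lower and 0 did not pass (adjusted p = 0.00994, and adjusted p = 0.296 with an estimated correlation), with Cd74 (3.81) higher. Coro1a stood at 9.31 TPM in NHRI-8-B4 and was listed at 0 in NHRI-1-E4, and Lyz1 stood at 11.1 TPM in NHRI-1-E4 and was listed at 0 in NHRI-8-B4. That list no longer passed at a minimum of 5 TPM (adjusted p = 0.0783).

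Mitochondrially encoded mRNAs were lower in NHRI-8-B4 as a set, with 0 genes higher, 4 lower and 9 not passing of 13 (3 lower when adjusted over the list alone; adjusted p = 0.0436 from camera, and adjusted p = 0.696 with an estimated correlation). The call was lost without NHRI-1-E4 replicate 1 (adjusted p = 0.149), NHRI-8-B4 replicate 2 (adjusted p = 0.140) or NHRI-8-B4 replicate 3 (adjusted p = 0.0860), at a minimum of 5 TPM (adjusted p = 0.0643), and with scaling (adjusted p = 0.0525), and fry did not call the list (adjusted p = 0.136). Of its genes, mt-Nd3 had −0.40 (adjusted p = 0.00938); mt-Atp6 (adjusted p = 0.0162) and mt-Co3 (adjusted p = 0.0172) were called and lost their calls without NHRI-1-E4 replicate 1 (adjusted p = 0.0589 and adjusted p = 0.0657), and mt-Atp6 also without NHRI-1-E4 replicate 2 (adjusted p = 0.0518) or NHRI-8-B4 replicate 2 (adjusted p = 0.0654); both calls were lost with no filter (adjusted p = 0.152 and adjusted p = 0.0870).

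Other lists did not pass between NHRI-8-B4 and NHRI-1-E4. Of 42 cell cycle genes, 8 were higher, 18 lower and 16 did not pass (adjusted p = 0.0579 from camera, and adjusted p = 0.696 with an estimated correlation), with Ccna2 (−0.68), Nusap1 (−0.55) and Ccne2 (−1.01) lower at adjusted p-values of at most 0.000263. The set passed as lower without NHRI-1-E4 replicate 1 (adjusted p = 0.0476), NHRI-1-E4 replicate 2 (adjusted p = 0.0353) or NHRI-8-B4 replicate 1 (adjusted p = 0.0391), with no filter (adjusted p = 0.0102), with all 24 libraries in 1 fit (adjusted p = 0.0403) and with fry (adjusted p = 0.0169). Of 31 biliary and hepatic progenitor markers, 15 were higher, 5 lower and 11 did not pass (adjusted p = 0.0636, and adjusted p = 0.488 with an estimated correlation), with Cftr (1.72) and Krt18 (0.85) higher at adjusted p-values of at most 0.000134. This set passed as higher without NHRI-8-B4 replicate 1 (adjusted p = 0.0292), with no filter (adjusted p = 0.0489), with all 24 libraries in 1 fit (adjusted p = 0.0403) and with fry (adjusted p = 0.00420). Of 43 interferon response genes, 14 were higher, 9 lower and 20 did not pass (adjusted p = 0.237, and adjusted p = 0.787 with an estimated correlation), with Mx1 (1.68) and Zbp1 (1.32) higher and Ifi27 (−0.67) lower, each at an adjusted p of at most 0.000255, and the set passed as higher without NHRI-8-B4 replicate 1 (adjusted p = 0.0312). Of 11 oncofetal and imprinted genes, 5 were higher, 4 lower and 2 did not pass, with a median of −0.15 and a mean of 0.21 (adjusted p = 0.663, and adjusted p = 0.744 with an estimated correlation), and fry, which tests against no change alone, put it higher (adjusted p = 0.000370). Peg3 (3.01) and Sgce (2.22) were higher and Grb10 (−2.32) lower, at adjusted p-values of at most 3.92e-05. Of 5 nuclear-retained transcripts, 0 were higher and 1 (Snhg1, −0.40, adjusted p = 0.0227) lower (0 when adjusted over the list alone; adjusted p = 0.670, and adjusted p = 0.744 with an estimated correlation), and Snhg1 was not called without NHRI-1-E4 replicate 1 (adjusted p = 0.0754) or 3 (adjusted p = 0.0800) or with no filter (adjusted p = 0.0736). Fibroblast and stellate cell markers (3 tested, 2 higher, Rgs5 and Acta2), endothelial markers (2 tested, 1 higher, Egfl7) and Y-linked genes (3 tested) had too few members for a set test.

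Pool #1 set against its clones had a mesenchymal profile. Of 26 genes of epithelial to mesenchymal transition, 24 were higher and 1 lower, with a median log2 fold change of 3.66 (adjusted p = 1.07e-12 from camera, and adjusted p = 0.0425 with an estimated correlation). Of 14 fibroblast and stellate cell markers, 10 were higher and 2 lower (adjusted p = 1.14e-05, and adjusted p = 0.0637 with an estimated correlation); Thy1 is also on the stem cell list and Acta2 on the transition list. Cholesterol synthesis was lower in 24 of 24 genes (adjusted p = 7.88e-10, and adjusted p = 0.177 with an estimated correlation), NRF2 and glutathione in 33 of 40, with 4 higher (adjusted p = 7.37e-08, and adjusted p = 0.128 with an estimated correlation), and biliary markers in 24 of 34, with 7 higher (adjusted p = 3.84e-05, and adjusted p = 0.0637 with an estimated correlation).

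As Hif1a mRNA was higher in NHRI-8-B4 than in its sister clones, the HIF targets were compared with those clones too. Their mean TPM in each line had already been seen, so the outcome was largely known and is no independent test. Against NHRI-8-A4 and NHRI-8-C4, 20 of 25 targets were higher and 3 lower (adjusted p = 1.1e-05 from camera, and adjusted p = 0.215 with an estimated correlation). With camera the set passed at the preset correlation only. Fry, which tests a list against no change and not against the other genes, called it too (adjusted p = 4.05e-11). Glycolysis (24 higher and 3 lower of 30, adjusted p = 3.17e-06, and adjusted p = 0.215 with an estimated correlation) and the interferon response (26 and 3 of 43, adjusted p = 7.3e-05, and adjusted p = 0.687 with an estimated correlation) were higher too, and mitochondrial mRNAs lower (11 of 13, adjusted p = 0.00208, and adjusted p = 0.863 with an estimated correlation). At the preset correlation camera also put RAS-ERK output (adjusted p = 0.00748), cell cycle genes (0.0114) and Wnt targets (0.0162) higher. It put fatty acid oxidation (0.00887) and biliary markers (0.0162) lower. With an estimated correlation these gave, in that order, 0.863, 0.881, 0.215, 0.215 and 0.479. Cell cycle genes had been lower in the mean of the pool #8 clones than in that of the pool #1 clones. A separate round of library preparation for NHRI-8-B4 remains open for all of these.

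Against Hepa1-6, Wnt/beta-catenin targets were lower as a set in each of the 7 NHRI lines. In NHRI-8-B4, 7 were higher and 16 lower of 23 (adjusted p = 0.00914 from camera, and adjusted p = 0.0964 with an estimated correlation), and in NHRI-1-E4 6 and 16 (adjusted p = 0.00125, and adjusted p = 0.0934 with an estimated correlation). With an estimated correlation the call held in pool #1 (adjusted p = 0.0229), NHRI-1-F1 (adjusted p = 0.0396), pool #8 (adjusted p = 0.0352) and NHRI-8-A4 (adjusted p = 0.0395), and not in NHRI-8-C4 (adjusted p = 0.0782). MHC class I and antigen presentation genes were higher, 23 of 26 in NHRI-8-B4 (adjusted p = 2.92e-07, and adjusted p = 0.114 with an estimated correlation) and 18 in NHRI-1-E4 (adjusted p = 0.000696, and adjusted p = 0.340 with an estimated correlation).

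The paper measured CD44 and CD133 as protein. Cd44 mRNA stood at 468 ± 5.97 TPM in Hepa1-6, 439.9 ± 47.8 in NHRI-1-E4 (adjusted p = 0.193, limma) and 395 ± 28.4 in NHRI-8-B4 (adjusted p = 0.00193), and the former difference passed without NHRI-1-E4 replicate 2 (adjusted p = 0.0174). Prom1, which encodes CD133, stood at 0.919 ± 0.154, 156 ± 1.11 and 144 ± 2.77 TPM, with log2 fold changes over Hepa1-6 of 6.36 and 6.24. Krt8 stood at 3613 ± 74.5 TPM in NHRI-1-E4 and 4870.3 ± 273 in NHRI-8-B4 (0.43, adjusted p = 0.00240), and the call was lost without the filter on low values (adjusted p = 0.0529). Kit was below the minimum, at 0.755 and 0.195 TPM. The mouse genes Akt1 (−0.18, adjusted p = 0.0280) and Nras (−0.57, adjusted p = 0.000733), which do not measure the human transgenes, were lower in NHRI-8-B4 than in NHRI-1-E4. The call of Akt1 was lost without any 1 of NHRI-1-E4 replicates 1, 2 and 3 (adjusted p = 0.0530, adjusted p = 0.0745 and adjusted p = 0.0842) and without NHRI-8-B4 replicate 2 (adjusted p = 0.0820) or 3 (adjusted p = 0.0568), and with scaling (adjusted p = 0.0580). Akt1 also lost it with the replicate number as a block (adjusted p = 0.0604, limma). Of the genes by the insertions in Figure 2D, Fabp5, Filip1 and Cxadr were higher in NHRI-8-B4, and Impa1 (−0.69), Zfp938, Arl15 and Btg3 lower, of 7 tested.

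For NHRI-8-B4 against NHRI-1-E4, the 6 libraries give 10 splits, too few for a share under 0.05. The real split gave 1132 genes higher and the highest other 1 (1 of 10 splits as large), 388 lower and the highest other 1 (1 of 10), and 18 lists against 19 (2 of 10). A single line against the other 7 gives 8 choices, also too few: 1007 genes higher in all NHRI lines and 274 in the highest other (1 of 8), and 1003 lower and 608 (1 of 8), in both cases with pool #1 as the single line. The 5 clones give 10 splits into 3 and 2, again too few: 243 genes higher and 55 in the highest other (1 of 10), 28 lower and 45 (2 of 10, the other being NHRI-1-E4, NHRI-1-F1 and NHRI-8-B4 against NHRI-8-A4 and NHRI-8-C4), and 16 lists and 16 (2 of 10).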
